# Converging Effects of Three Different Endocrine Disrupters on Sox and Pou Gene Expression in Developing Rat Hippocampus: Possible Role of microRNA in Sex Differences

**DOI:** 10.3389/fgene.2021.718796

**Published:** 2021-11-11

**Authors:** Walter Lichtensteiger, Catherine Bassetti-Gaille, Hubert Rehrauer, Jelena Kühn Georgijevic, Jesus A.F. Tresguerres, Margret Schlumpf

**Keywords:** endocrine disrupter, development, hippocampus, sox6, pou gene, microRNA, sex difference, transcriptomics

## Abstract

Endocrine disrupting chemicals (EDCs) can impair hippocampus-dependent behaviors in rat offspring and in children. In search for key processes underlying this effect, we compared the transcriptomes of rat hippocampus on postnatal day 6 after gestational and lactational exposure to three different EDCs at doses known to impair development of learning and memory. Aroclor 1254, a commercial PCB mixture (5 mg/kg or 0.5 mg/kg), or bisphenol A (5 mg/kg or 0.5 mg/kg) were administered in chow, chlorpyrifos (3 mg/kg or 1 mg/kg) was injected subcutaneously. Male hippocampus exhibited a common effect of all three chemicals on genes involved in cell-autonomous processes, Sox6, Sox11, Pou2f2/Oct2, and Pou3f2/Brn2, all upregulated at the high dose. Additional genes of the Sox and Pou families were affected by only one or two of the chemicals. Real time RT PCR showed a comparable expression change for bisphenol A also at the lower dose. Female hippocampus exhibited much fewer genes with expression changes (almost none with false discovery rate <0.05), and none of the genes of the Sox and Pou families was affected. Since gene network analyses in male hippocampus suggested a link between Sox6 and miR-24, known to be repressed by activation of ER-alpha and to repress Sox6 in other tissues, this microRNA was measured. miR-24 was downregulated by all chemicals at the high dose in males. Values of Sox6 mRNA and miR-24 were inversely correlated in individual male hippocampus samples, supporting the hypothesis that the change in Sox6 expression resulted from an action of miR-24. In contrast, miR-24 levels remained unchanged in hippocampus of females. A sexually dimorphic response of miR-24 may thus be at the basis of the sex difference in Sox6 expression changes following exposure to the three chemicals. ER-alpha expression was also sex-dependent, but the expression changes did not parallel those of potential downstream genes such as Sox6. Sox6 is known to suppress differentiation of Parvalbumin (Pvalb)-expressing interneurons. Individual Sox6 levels (FPKM) were inversely correlated with levels of Pvalb, but not with markers of Sox6-independent interneuron subpopulations, Nos1 and 5HT3aR. Effects on interneuron development are further suggested, in males, by expression changes of Nrg1 and its receptor Erbb4, controlling interneuron migration. Our study disclosed new types of EDC-responsive morphogenetic genes, and illustrated the potential relevance of microRNAs in sexually dimorphic EDC actions.

## Introduction

The development of cognitive and emotional behaviors represents one of the best documented targets of endocrine disrupting chemicals (EDCs) in humans (Boucher et al., 2009; Rauh et al., 2011; Braun et al., 2017; Ejaredar et al., 2017; Bornehag et al., 2021). Effects on learning and memory and on anxiety have been observed as well in rodent models, for example after perinatal exposure to bisphenol A (Kubo et al., 2001; Ryan and Vandenbergh, 2010; Xu et al., 2010, 2012; Jašarevic et al., 2011; Matsuda et al., 2013; Kumar and Thakur, 2014; Johnson et al., 2016), polychlorinated biphenyls (PCBs) (Gilbert et al., 2000; Roegge et al., 2000; Widholm et al., 2001; Sugawara et al., 2006; Colciago et al., 2009), or phthalates (Zhao et al., 2020). Analogous effects have also been reported for perinatal exposure to the organophosphate pesticide chlorpyrifos (Levin et al., 2001, 2002; Aldridge et al., 2005; Braquenier et al., 2010; Haviland et al., 2010; Turgeman et al., 2011; Chen et al., 2012). Recent data indicate that chlorpyrifos can also interfere with endocrine mechanisms (see below).

From a regulatory perspective, the identification of molecular processes that are common to different types of EDCs with similar adverse effects on brain development, would be of great interest, since knowledge of critical molecular processes could help to design *in vitro* models and molecular markers for introduction into existing *in vivo* OECD test guidelines, and to establish links with the human situation. We compared gene expression patterns in developing rat hippocampus after pre- and postnatal exposure to three EDCs at dose levels known to affect learning and memory in rodents, the PCB mixture, Aroclor 1254 (Aro), bisphenol A (BPA), and the pesticide chlorpyrifos (CPF). Impaired memory function was chosen because it represents a well-documented apical adverse endpoint. Impairment of memory function in rats and mice has been observed after perinatal administration of Aroclor 1254 at oral doses between 1 mg/kg and 10 mg/kg, and after BPA at oral doses between 0.05 mg/kg and 50 mg/kg (References above). BPA doses between 0.0025 mg/kg and 0.02 mg/kg were ineffective (Fujimoto et al., 2006; Ferguson et al., 2012; Nakamura et al., 2012). Chlorpyrifos was effective at subcutaneous doses between 0.1 mg/kg (one report), 1 mg/kg and 5 mg/kg (see Supplemental Table S1). BPA is estrogenic but also interferes with thyroid hormone actions (Rubin, 2011). Aro interacts with thyroid hormones in developing brain (Gauger et al., 2004), and contains estrogenic congeners (Decastro et al., 2006). The acetylcholinesterase inhibitor CPF exerts non-endocrine effects on nerve cells, but has also been found to exhibit estrogenic activity, and to affect thyroid hormone levels in brain (Andersen et al., 2002; Slotkin and Seidler, 2009; Ventura et al., 2012; Slotkin et al., 2013; Hazarika et al., 2020).

Hippocampus is a hormone target during development and postnatal life in animals as well as humans (Ivanova and Beyer, 2000; González et al., 2007; Mogi et al., 2015; Gothié et al., 2017). A special feature of developing hippocampus is that there are two possible sources of sex steroids, the general circulation and local *de novo* synthesis from progesterone (Hojo et al., 2004; Prange-Kiel et al., 2009). The relative role of the two sources has not been clarified, but there is evidence for hippocampal estrogen synthesis during the neonatal period (Amateau et al., 2004; Kretz et al., 2004; Nuñez and McCarthy, 2009). The investigation focused on postnatal day (PND) 6, a stage allowing to investigate a number of different developmental processes, including cell proliferation, differentiation (in particular interneurons), and synaptogenesis (Danglot et al., 2006; Bowers et al., 2010). The early postnatal stage is covered by several OECD test guidelines addressing reproductive and neurodevelopmental toxicity, hence, molecular markers with predictive value could be included into these guidelines.

Transcriptomics analysis revealed analogous effects of the three chemicals on a small number of gene ontology processes related to early neurodevelopment, with sexually dimorphic expression changes of genes involved in cell-autonomous control of development, in particular Sox6, and of downstream genes of Sox6 linked to interneuron development. Sexually dimorphic effects of all three chemicals on an estrogen-regulated microRNA, miR-24, may be involved.

## Methods

### Chemicals

Aroclor 1254 (Lot 124-191-B) was obtained from CromLab S.L. (Barcelona, Spain), bisphenol A (2,2-bis-(4-hydroxyphenyl)-propane, 99%) from Sigma-Aldrich Chemie (Buchs, Switzerland), and chlorpyrifos (chlorpyrifos PESTANAL, analytical standard) from Sigma-Aldrich Quimica (Tres Cantos. Madrid, Spain).

### Animals and Treatment

#### Animals

Long Evans rats were purchased from Janvier Labs (Le Genest Saint Isle Saint Berthevin, France). Experiments were conducted at the Dept. of Endocrinology, Complutense University, Madrid, and approved by the ethical committee of Complutense University. Females (9–10 weeks old) were housed at a 12 h light-dark cycle (lights on 07.00-19.00), 22°C, in groups of 4 during premating, two females with one male (12–14 weeks old) during the 1 week mating period, and in groups of two during pregnancy, being separated on gestational day (GD) 22, 1 day before parturition (GD 1 = day of sperm-positive vaginal smear, GD 23 = postnatal day (PND) 1 = day of birth).

#### Treatment

**Aroclor 1254 (Aro)** and **bisphenol A (BPA)** were administered in the chow at two dose levels, 5.0 mg/kg day (Aro5, BPA5) and 0.5 mg/kg day (Aro0.5, BPA0.5), to female F0 rats 2 weeks before mating, during mating, pregnancy and lactation, until PND 6, with water ad libitum. Both chemicals were admixed to phytoestrogen-low (soy-free) rat chow (IRTA) by the Dept. of Endocrinology (Madrid) and further diluted to the final concentrations, 50 mg/kg chow and 5 mg/kg chow, by IRTA (Institute of Agrifood Research and Technology, Torre Marimon, Barcelona), assuming a daily food intake of 10% of body weight (Historical data of female Long Evans rats in the laboratories of Zurich and Madrid: 8.2 and 10% of body weight, respectively). Feeding controls (CONF) received soy-free chow.

**Chlorpyrifos (CPF)** was dissolved in dimethyl sulfoxide (DMSO) and injected subcutaneously (1 ml DMSO/kg body weight), at 1 mg/kg (CPF1) and 3 mg/kg body weight per day (CPF3), to female F0 rats between GD 2 and GD 20 and again between PND2 and PND 6, in order to avoid possible interactions with parturition. Injection controls (CONSC) received 1 ml DMSO/kg body weight per day. The s. c. route was chosen because the majority of developmental studies with analysis of learning and memory, on which dose selection was based, had used s. c. injection (see Supplementary Table S1).

#### Dose selection

The higher dose level has consistently been found to impair learning/memory in adult rats and mice after pre- and/or early postnatal administration (Supplementary Table S1). In the case of BPA and CPF, a few studies on anxiety were also included in view of the possible role of hippocampus in anxiety. The lower dose of BPA and CPF was effective in some studies, whereas the lower dose of Aro had not been reported to affect learning or anxiety.

### Tissue Preparation and Dissection of Hippocampus

#### Tissue preparation

Offspring were weighed and decapitated at postnatal day (PND) 6. Brain was excised and deep-frozen on dry ice by staff of GREEN Tox assisted by staff of Madrid. Sex was determined by gonadal inspection. Tissues were stored at −80°C before being transferred to Zurich on dry ice and again stored at −80°C. **Time-window**: Brains used for transcriptomics were dissected between 10.30 and 13.20 h. Real time RT PCR was also performed on brain tissue from three Aro5-exposed male pups dissected between 15.45 and 17.50 h. Levels of selected mRNAs analyzed in the project did not differ from those of pups dissected within the time-window.

#### Brain dissection

Dissection of left plus right **dorsal hippocampus** from deep-frozen brain was performed in Zurich. A frontal 1.0 mm thick slice was cut at a level immediately posterior to the optic chiasm in a stainless steel rat brain matrix (Zivic Instruments) cooled to below −10°C by dry ice. From this, a rectangular tissue piece comprising hippocampus plus laterally adjacent cortical tissue was dissected under microscopic control on a Pelletier element (−10°C) (Supplementary Figure S1), transferred into an Eppendorf tube containing 200 μl RNAlater (QIAGEN), and stored at −20°C. Brain dissections were performed in a cold room (4°C). This had been found to result in RIN (RNA integrity number) values for RNA of 8–10, as compared to RIN 5–8 with dissections on cooled plates at room temperature. All dissections were done by the same person (MS), without knowledge of the treatment group.

### Transcriptomics

#### Tissue Homogenization and RNA Extraction

Tissues were transferred to Eppendorf tubes containing RLT buffer, 10 µl ß-mercaptoethanol/1 ml buffer, homogenized, and stored at -80°C. Total RNA was extracted with QIAGEN RNeasy-mini kit, treated with DNase-I (QIAGEN). RIN values ranged between 7.1 and 9.3 in males (Mean ± SD (N): 8.7 ± 0.5 (42)) and between 8.4 and 9.3 in females (9.0 ± 0.2 (24)). Samples with A260/A280 ratio <1.8 were further purified by NucleoSpin® RNA Clean-up XS kit (Macherey-Nagel). RNA samples were stored at −80°C (Males: CONF N = 5, CONSC N = 5, Aro0.5 N = 4, Aro5 N = 6, BPA0.5 N = 4, BPA5 N = 7, CPF1 N = 4, CPF3 N = 7. Females: CONF N = 6, CONSC N = 4, Aro5 N = 5, BPA5 N = 5, CPF3 N = 4).

### RNA-Seq (Illumina RNA Sequencing)

RNA-seq was performed in the Functional Genomics Center (FGCZ) of the ETH Zurich and University of Zurich (J. K. G.) on extracts from dorsal hippocampus of rat pups euthanized between 10.30 and 13.20 h.

#### Library preparation

The quantity and quality of the isolated RNA was determined with a Qubit® (1.0) Fluorometer (Life Technologies, California, United States) and a Bioanalyzer 2100 (Agilent, Waldbronn, Germany). The TruSeq Stranded mRNA Sample Prep Kit (Illumina, Inc, California, United States) was used in the succeeding steps. Briefly, total RNA samples (100 ng) were poly-A selected and then reverse-transcribed into double-stranded cDNA with Actinomycin added during first-strand synthesis. The cDNA samples was fragmented, end-repaired and adenylated before ligation of TruSeq adapters. The adapters contain the index for multiplexing. Fragments containing TruSeq adapters on both ends were selectively enriched with PCR. The quality and quantity of the enriched libraries were validated using Qubit® (1.0) Fluorometer and the Bioanalyzer 2100 (Agilent, Waldbronn, Germany). The product is a smear with an average fragment size of approximately 360 bp. The libraries were normalized to 10 nM in Tris-Cl 10 mM, pH8.5 with 0.1% Tween 20.

#### Cluster Generation and Sequencing

The TruSeq SR Cluster Kit v4-cBot-HS (Illumina, Inc, California, United States) was used for cluster generation using 8 pM of pooled normalized libraries on the cBOT. Sequencing were performed on the Illumina HiSeq 2500 single end 125 bp using the TruSeq SBS Kit v4-HS (Illumina, Inc, California, United States). Adapter sequences shown in Supplementary Table S2.

#### Analysis of RNA-Seq Data

The first part of RNA-seq data analysis was performed by H. R. at the Functional Genomics Center (FGCZ). RNA-seq reads were aligned with the STAR-aligner (Dobin et al., 2013; Love et al., 2014). As reference we used the NCBI genome build for rat Rnor_6.0. Gene expression values were computed with the function featureCounts from the R package Rsubread (Liao et al., 2013). Differential expression was computed using the generalized linear model implemented in the Bioconductor package DESeq2.

Differential expression was computed using ANOVA, followed by Tukey HSD post-hoc test. The two control groups, CONF and CONSC, did not differ significantly from each other. This was further confirmed in a comparison of CONSC and CONF of six target genes by real time RT PCR (Supplementary Figure S2). Thus, a possible difference in the condition of offspring from injection and feeding control groups suggested by body weight, was not reflected in target gene expression in hippocampus. Hence, CONF and CONSC were combined.

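RNA-seq libraries of dorsal hippocampus at PND 6 allow this comparison across genes. Counts of 4 male CONF pups were compared with those of 5 male CONSC pups by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 15387 genes tested, 2 had an adjusted p under 0.05 and 152 an unadjusted p under 0.05. The genes with an adjusted p under 0.05, named here after their values were seen, were by edgeR's test with the same adjustment LOC100909655 (adjusted p = 0.0129) and RragB (adjusted p = 0.0409). LOC100909655 had 33 to 47 counts per pup in CONF, 2.63 ± 1.03 CPM (counts per 1000000 counts of the library; SD, n = 4), against 0 to 3 counts in CONSC. RragB had 31 to 46 counts in CONF, 2.49 ± 0.987 CPM (SD, n = 4), and no counts in CONSC. Reads shared with paralogs or near-identical copies could not be separated for either gene, so that both values are uncertain. With each of the 9 male pups left out in turn, 0 to 2 genes had an adjusted p under 0.05, and leaving out CONF N5-2y, CONSC 10-2y, CONSC 6-5y or CONSC 8-4y left 0, with 159 to 239 at an unadjusted p under 0.05. In females, 5 CONF pups against 5 CONSC pups gave 0 genes of 16618 with an adjusted p under 0.05 and 713 with an unadjusted p under 0.05. The 2 forms of library names, A and B, were unequally spread, with 2 libraries of form A and 4 of form B in CONF and 3 and 2 in CONSC. With these 11 libraries counted separately and the form as a covariate, a fit chosen after the data had been seen, the counts were 0 and 1042.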

Deseq2 data files were further analyzed by enrichment analysis for “significantly affected genes” (different from controls), “differentially affected genes” (different expression in different treatment groups) and “similarly affected genes” (analogous, statistically significant expression changes in the three treatment groups), using MetaCore™ (Thomson Reuters). A group of gene ontology (GO) processes that were similarly affected by the treatments, was further investigated. Extensive gene network analyses (>100) of genes from similarly affected GO processes revealed gene clusters with relevance for neurodevelopment, affected by all three or by two treatments, and a link to a microRNA, miR-24. Literature references documenting links between two genes (listed by MetaCore) were checked in detail in order to assess the reliability of the link. Possible relationships between two genes were further examined by correlation analyses of FPKM (fragments per kilobase per million reads) values of individual hippocampus samples.

### Analysis of Individual mRNAs by Real Time RT PCR

mRNAs of genes of interest identified in network analyses of the transcriptomics data were quantitated by real time RT PCR on extracts from male hippocampus of both dose groups. The males had been euthanized between 10.15 and 13.45, with the exception of three male pups treated with Aroclor 1254, 5 mg/kg, dissected at 15.45, 17.07 and 17.50. In these three pups, the expression levels of the mRNAs studied did not differ from those of the remaining pups. For statistical reasons (see below), two groups of samples were analyzed, samples where transcriptomics had also been done (samples with transcriptomics), and samples where transcriptomics had not been done (samples without transcriptomics). Real time RT PCR was not performed in females, since transcriptomics analysis did not show an expression change in genes of interest.

### Tissue Homogenization and RNA Extraction

Tissues were transferred to Eppendorf tubes containing Lysis Buffer RLT buffer, 10 µl ß-mercaptoethanol/1 ml buffer, homogenized, and homogenates stored at -80°C. Total RNA was extracted with QIAGEN RNeasy-mini kit (Qiagen), treated with DNase-I (QIAGEN). RNA Samples with A260/A280 ratio >1.8 were stored at -80°C.

#### Real Time RT PCR

Real Time RT PCR was performed as previously described (Lichtensteiger et al., 2015). mRNA of hippocampus samples from all eight experimental groups of one sex was analyzed in duplicate and the RNA standard curve in triplicate on 384 wells plates by TaqMan quantitative real-time polymerase chain reaction (CFX384 real-time system, Bio-Rad Laboratories Srl, Milan, Italy). Primers and TaqMan probes were designed with PrimerExpress Software, version: 3.0 (Applied Biosystems), using NCBI Gene Bank and Ensemble database (http://www.ncbi.nlm.nih.gov, http://www.ensembl.org), and synthesized by Microsynth (Balgach, Switzerland) (List see Supplementary Table S3). Since investigations in a foregoing study (Lichtensteiger et al., 2015) had shown that expression of 18 possible reference genes was affected by treatment with endocrine active chemicals, quantitation of target mRNAs was based on the standard curve method. Total RNA, containing 80% ribosomal RNA, was considered to represent a stable reference, because expression of two of the four ribosomal RNAs (Rn18, Rn28) had previously been found to be unchanged (Lichtensteiger et al., 2015).

#### Analysis of Real Time RT PCR Data

mRNA levels of individual samples were expressed as percentage of the mean of the corresponding control group. One-way analysis of variance (ANOVA) was performed for each mRNA species, followed by Dunnett’s multiple comparisons test (GraphPad Prism 7). Three ANOVA analyses were conducted for each mRNA species: Samples also used in transcriptomics analysis, samples not used in transcriptomics analysis, and both groups combined (Males total N: CONSC = 8, CONF = 10, Aro0.5 = 11, Aro5 = 10, BPA0.5 = 10, BPA5 = 12, CPF1 = 11, CPF3 = 11). The group of samples **without transcriptomics analysis** represents a statistical sample which is independent of transcriptomics analysis and hence, allows to control the transcriptomics data. This is particularly important for genes with a false discovery rate in transcriptomics of Fdr >0.05. In the present investigation, this was only the case for Pou2f1/Oct1 with Fdr = 2.14E-01 for bisphenol A, and Fdr = 1.12E-01 for Aroclor 1254. Fdr values of all other genes of interest ranged between 2E-02 and 9E-07. Figures show results with samples not used in transcriptomics analysis (1 per litter).

## Determination of microRNA-24 (miR-24-3p)

### Tissue Homogenization and microRNA Extraction

miR-24-3p analysis was limited to the high-dose groups because there was not enough tissue material left for analysis of the low-dose groups. Frozen tissues were homogenized in Lysis Buffer RLT buffer (Qiagen) and miRNAs were extracted using mirVana miRNA Isolation Kit (Ambion) following the manufacturer’s protocol. The majority of extracts was obtained from hippocampus samples also extracted for real time RT PCR.

#### Determination of miR-24-3p

miR-24-3p originates from two gene clusters, miR 23b, miR 27b, miR-24-1 (rat chromosome 17), and miR-23a, miR-27a, miR-24-2 (rat chromosome 19), but the mature sequence of miR-24-3p-1 and miR-24-3p-2 is the same, miR-24-3p (Chhabra et al., 2010; Marchetti et al., 2020). miR-24-3p is documented for a number of species. Rat miRBase ID is rno-miR-24-3p, miRBase Accession Number MIMAT0000794, the mature miRNA Sequence UGG​CUC​AGU​UCA​GCA​GGA​ACA​G.

Poly(A) tailing, ligation, reverse transcription and amplification reactions were performed with the TaqMan Advanced miRNA cDNA Synthesis Kit (Applied Biosystems/ThermoFisher Scientific), using 10 ng total RNA input. qRT-PCR experiments were performed in duplicate on 384-well plates with TaqMan Fast Advanced Master Mix (Applied Biosystems/ThermoFisher Scientific) and TaqMan primer/probe (TaqMan Advanced miRNA Assay, Assay ID rno481011_mir, Applied Biosystems/ThermoFisher Scientific). PCR amplifications were performed on CFX384 real-time system (Bio-Rad Laboratories Srl, Milan, Italy). Quantitation of target mRNAs was based on the standard curve method (see above).

#### Analysis of miR-24-3p Data

microRNA levels of individual samples were expressed as percentage of the mean of the corresponding control group. One-way analysis of variance (ANOVA) was performed for each microRNA, followed by Dunnett’s multiple comparisons test (GraphPad Prism 7).

## Results

### General Developmental Endpoints

Male and female offspring born to control dams receiving subcutaneous injections of vehicle showed lower body weights than offspring of the feeding control (Table 1). Yet, body weights as well as total number of pups exposed to the three chemicals were at the level of the corresponding, feeding or injection controls, indicating that the chemicals did not affect body weight or total number of pups. There also were no significant differences in sex ratio.

**TABLE 1:** Body weight and number of rat offspring at postnatal day 6 (litter mean).

	Body weight (g)		Number of pups per litter		Sex ratio
	Males	Females	Males	Females	Litter mean ± SD (Number of litters)
	Litter mean ± SD (Number of litters)	Litter mean ± SD (Number of litters)	Litter mean ± SD (Number of litters)	Litter mean ± SD (Number of litters)	
Injection Control	9.65 ± 1.37 ^a^ (8)	9.10 ± 1.32 ^a^ (8)	3.00 ± 1.77 ^b^ (8)	4.38 ± 3.07 ^b^ (8)	43.00 ± 24.06 (8)
Chlorpyrifos, 1 mg/kg	9.80 ± 2.02 (10)	9.24 ± 1.96 (11)	4.00 ± 2.45 (10)	4.00 ± 1.79 (11)	46.93 ± 20.36 (11)
Chlorpyrifos, 3 mg/kg	9.29 ± 2.39 (7)	8.60 ± 2.36 (7)	3.00 ± 1.29 (7)	3.86 ± 1.35 (7)	43.69 ± 16.55 (7)
Feeding Control	12.44 ± 1.44 (10)	11.79 ± 1.41 (10)	4.70 ± 1.95 (10)	5.50 ± 2.55 (10)	47.47 ± 15.73 (10)
Bisphenol A, 0.5 mg/kg	10.88 ± 0.78 (8)	10.59 ± 0.92 (8)	5.00 ± 1.69 (8)	4.25 ± 1.91 (8)	54.31 ± 12.11 (8)
Bisphenol A, 5 mg/kg	11.36 ± 1.23 (11)	11.04 ± 1.30 (11)	4.91 ± 2.30 (11)	5.27 ± 2.24 (11)	48.21 ± 15.30 (11)
Aroclor 1254, 0.5 mg/kg	11.95 ± 1.47 (9)	11.53 ± 1.54 (10)	5.89 ± 3.06 (9)	5.40 ± 1.58 (10)	45.55 ± 21.43 (10)
Aroclor 1254, 5 mg/kkg	11.62 ± 1.31 (8)	11.00 ± 1.45 (8)	5.63 ± 2.83 (8)	6.25 ± 1.49 (8)	44.46 ± 14.85 (8)

a Injection Control vs Feeding Control, males *p* < 0.001, females *p* < 0.001.

b Injection Control vs Feeding Control, males *p* < 0.001, females *p* < 0.01. No differences between treated groups and corresponding controls. ANOVA with Šídák’s multiple comparisons test.

### Gene Expression in Hippocampus of Male and Female Rat Offspring on Postnatal Day 6

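RNA of dorsal hippocampus was sequenced on PND 6 from 41 male and 23 female Long Evans pups in 13 groups. Male pups were feeding controls (CONF, 4), injection controls (CONSC, 5), Aro0.5 (4), Aro5 (6), BPA0.5 (4), BPA5 (7), CPF1 (4) and CPF3 (7). Female pups were CONF (5), CONSC (5), Aro5 (5), BPA5 (4) and CPF3 (4). Male CONF pup N2-2y and female CONF pup N4-3x each had 2 libraries, whose counts were summed, so that 66 libraries (42 of males and 24 of females) stand for 64 pups. The labels of the 2 libraries of N4-3x give different times of dissection (12.09 and 11.55), and the paper counts 6 CONF females. That both come from 1 pup is therefore taken from the pup number alone. The sample descriptions name saline as the injection vehicle and a NovaSeq sequencer, and the paper's methods name DMSO and a HiSeq sequencer. Neither states which libraries were run on which instrument. The authors aligned the reads to the rat genome build Rnor_6.0 with STAR, counted them on genes with featureCounts and deposited the raw counts per gene of each library. Genes are listed by symbol and by a running identifier, without coordinates, and 865 share their symbol with another gene. Total counts per male library ranged from 11308578 to 17746066 in CONF males (median 14015105), 10777044 to 18045602 in CONSC males (median 16449170), 24689291 to 32005323 in Aro0.5 males (median 27173984) and 16193589 to 35045302 in Aro5 males (median 29111442). They were 10644138 to 25719035 in BPA0.5 males (median 15883684), 12333169 to 36676752 in BPA5 males (median 29368599), 12403502 to 19224320 in CPF1 males (median 14356367) and 11179635 to 27089261 in CPF3 males (median 19967593). Total counts per female library ranged from 17651521 to 33363996 in CONF females (median 26576991), 15405133 to 33399641 in CONSC females (median 28071415), 19521329 to 32594212 in Aro5 females (median 25648355), 13474428 to 30742709 in BPA5 females (median 21431002) and 12679856 to 86206550 in CPF3 females (median 18707090). The library names take 2 forms, called A and B here, which mark separate sets of libraries. Among males, 9 of the 10 control libraries and the 12 low-dose libraries have form A, while the 20 high-dose libraries and 1 library of control N2-2y have form B. Library set and high-dose treatment are therefore confounded in males. Female controls have 5 libraries of form A and 6 of form B, and the form of the 13 high-dose female libraries could not be read. The sample descriptions place 11 libraries, 8 of them of males, outside the time window that the paper gives for transcriptomics. CONF and CONSC pups of each sex were combined as in the paper. Each treated group was compared with the controls of its sex by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization, in 1 fit for the high-dose males, 1 for the low-dose males and 1 for the females. Genes kept by edgeR's filter on low counts were tested, and those with an adjusted p under 0.05 are called changed. Expression levels are given as counts per 1000000 counts of the library (CPM) with the SD between pups. Transcript lengths were not used, so that a ratio of 2 genes differs from a ratio of FPKM values by a constant factor per gene pair. The pups plotted in Fig. 6B were identified by matching each plotted pair of Sox6 and Pvalb values with the libraries. All 20 points matched 1 library each with a gap of at most 4.61%, and the closest unmatched library was 17.3% away. These are 5 of the 9 male controls, 4 of the 6 Aro5, 5 of the 7 BPA5 and 6 of the 7 CPF3 males. Of the other 9 high-dose and control males, 7 were dissected outside the time window, and control N2-2y and CPF3 36-3y within it. Fits over genes with these 20 pups alone, a selection made after the data had been seen, are given beside those with all pups, and the pups are called the pups of Fig. 6.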

Analyses were performed on dorsal hippocampus (plus a small part of laterally adjacent neocortical tissue, Supplementary Figure S1) on postnatal day (PND) 6, when pups were still exposed to the chemicals. In the high-dose groups, the dose range consistently linked with alterations of hippocampus-dependent behaviors (Aroclor 1254, 5 mg/kg, bisphenol A, 5 mg/kg, chlorpyrifos, 3 mg/kg), transcriptomics analysis in hippocampus of male offspring revealed significant changes in gene expression (Table 2). 

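Over all 29 control and high-dose males, 16393 genes were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In Aro5 males 32 genes were changed (12 higher, 20 lower), in BPA5 males 31 (14 higher, 17 lower) and in CPF3 males 26 (8 higher, 18 lower). An unadjusted p under 0.05 was reached by 1929 genes in Aro5, 1492 in BPA5 and 2064 in CPF3 males. These counts depended on the selection of pups. With the 20 pups of Fig. 6, 1879 of 16422 genes were changed in Aro5 (1521 higher, 358 lower), 17 in BPA5 (7 higher, 10 lower) and 385 in CPF3 males (329 higher, 56 lower), with 4132, 2073 and 2852 genes at an unadjusted p under 0.05. Of the genes changed with all pups, 31 in Aro5, 13 in BPA5 and 23 in CPF3 were also changed with the pups of Fig. 6. Adding control N2-2y to these 20 pups gave 868, 8 and 14 changed genes, and adding CPF3 36-3y gave 1746, 21 and 180. With only the pups dissected within the time window the counts were 818, 8 and 18. With all treated males against the 5 controls of Fig. 6 they were 537, 24 and 74. DESeq2 in place of edgeR gave 103, 73 and 89 changed genes over all pups. When each of the 29 pups was left out in turn, 25 to 176 genes were changed in Aro5, 25 to 39 in BPA5 and 17 to 41 in CPF3, and the highest count in Aro5 came from leaving out Aro5 108-1y. Among the pups of Fig. 6, leaving out 1 pup moved the counts of BPA5 and CPF3 over a wider range, and DESeq2 raised both. No comparison within 1 form of library names could be made, because the treated libraries all have form B and only 1 control library does. A fit with the form as a covariate, which rests on the 2 libraries of N2-2y, gave 0 changed genes in each group, with 169, 237 and 244 at an unadjusted p under 0.05.

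**Figure D1:**
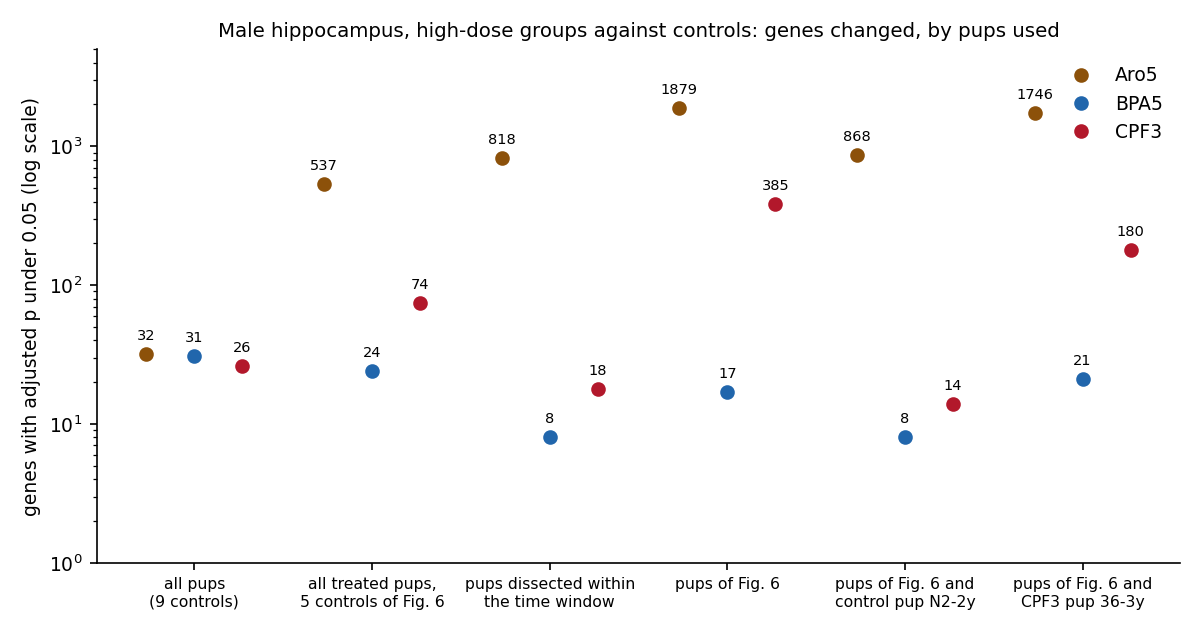
Number of genes with an adjusted p under 0.05 against controls (log axis) in Aro5, BPA5 and CPF3 males under 6 selections of pups, 1 point per selection and group. Aro5 ranges from 32 genes with all pups to 1879 with the pups of Fig. 6, and BPA5 stays between 8 and 31 over these 6 selections. Fits with 1 pup left out and fits with DESeq2, which moved BPA5 and CPF3 further, are not drawn.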

ANOVA of hippocampus of male offspring exposed to a 10 times lower dose (Aroclor 1254, 0.5 mg/kg, bisphenol A, 0.5 mg/kg) or to a three times lower dose (chlorpyrifos, 1 mg/kg) yielded an uncertain result, with high false discovery rates (Fdr) in the great majority of genes (Table 2). 

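The low-dose fit compared 4 Aro0.5, 4 BPA0.5 and 4 CPF1 males with the 9 male controls over 16139 genes. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 20 genes were changed in Aro0.5 (13 higher, 7 lower), 7 in BPA0.5 and 0 in CPF1 males. An unadjusted p under 0.05 was reached by 2988, 1384 and 322 genes. DESeq2 gave 244 in Aro0.5 and 37 in BPA0.5. Single pups decided the counts. Without Aro0.5 94-3y 0 genes were changed in Aro0.5, with 1748 at an unadjusted p under 0.05, and without control CONSC 8-4y 322 were. Without BPA0.5 73-4y 0 genes were changed in BPA0.5, with 2486 at an unadjusted p under 0.05, and without BPA0.5 75-1y 31 were. The 12 low-dose libraries and 9 of the 10 control libraries have names of form A, and with the form as a covariate 13 genes were changed in Aro0.5. The count of BPA0.5 fell in that fit, and both counts fell with only pups within the time window.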

Real time RT PCR, where a larger number of samples was studied, showed signficant changes in some target genes also in the low-dose groups (see below). 

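The female fit compared 5 Aro5, 4 BPA5 and 4 CPF3 pups with 10 controls over 16992 genes. Adjusted p values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were under 0.05 for 0 genes in Aro5, 0 in BPA5 and 0 in CPF3 females, and unadjusted p values were under 0.05 for 548, 694 and 1493 genes. DESeq2 in place of edgeR gave 0, 1 and 0, with 658, 819 and 1624 at an unadjusted p under 0.05. The gene, named after its value was seen, was Avp in BPA5 females, with a log2 fold change of 2.35 (SE 0.47, adjusted p = 0.0145, DESeq2's Wald test with Benjamini-Hochberg adjustment) and 10 to 87 counts per pup against 3 to 28 in controls. Within the female controls, the 6 libraries of form B differed from the 5 of form A in 237 of 16577 genes tested (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and in 3092 at an unadjusted p under 0.05.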

Transcriptomics analysis of high-dose groups in females showed a much lower number of significantly affected genes, and the great majority of genes showed a high false discovery rate, suggesting high interindividual variability (Table 2, Table 4). Methodological aspects, RNA quality and RNA-seq conditions were found to be very good, at the level of the analysis of male samples. The RNA-seq assay of female hippocampus was repeated, with the same result. Since the number of samples in the various experimental groups was similar to that of males (see Methods), expression changes of a magnitude comparable to the high-dose groups of males should have been detectable.

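Group sizes were 10 controls and 5, 4 and 4 treated pups in females, and 9 controls and 6, 7 and 7 in males. Whether a gene responded differently in the 2 sexes was tested by a sex by treatment interaction in 1 fit of the 52 control and high-dose pups. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 17 of 17282 genes differed between the sexes in the response to Aro5, 7 in that to BPA5 and 8 in that to CPF3, and 1541, 482 and 967 had an unadjusted p under 0.05. None of the 18 genes of Table 4 was among them. In Aro5 the count was 609 with only pups within the time window, and 1765 with only the pups of the paper's figures, a fit chosen after the data had been seen. The counts of BPA5 and CPF3 fell within the time window, and that of BPA5 also fell with the pups of the figures. With the litter as a replicate block in limma-voom, 19, 11 and 7 genes had an adjusted p under 0.05 (moderated t test with Benjamini-Hochberg adjustment). In counts simulated for the 52 pups with 200 genes changed 2-fold in Aro5 males, the interaction test called 72.5% of the changed genes, and 3.33% of its calls were unchanged genes. Smaller changes were not simulated.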

**TABLE 2:** Number of genes with significant change of expression rate in transcriptomics analyses of rat hippocampus at postnatal day 6, according to *p* value and false discovery rate (Fdr).

	Higher dose level		Lower dose level
	Males	Females	Males ^c^
Aroclor 1254	5 mg/kg (Aro5)	5 mg/kg (Aro5)	0.5 mg/kg (Aro0.5)
*p* < 0.05^a^	4,240	1,092	3,327
*p* < 0.05 as well as Fdr <0.05^b^	2725	7	287
Bisphenol A	5 mg/kg (BPA5)	5 mg/kg (BPA5)	0.5 mg/kg (BPA0.5)
*p* < 0.05	2447	898	1,103
*p* < 0.05 as well as Fdr <0.05	751	4	21
Chlorpyrifos	3 mg/kg (CPF3)	3 mg/kg (CPF3)	1 mg/kg (CPF1)
*p* < 0.05	3,432	1,261	0
*p* < 0.05 as well as Fdr <0.05	1,548	0	0

a All values with *p* < 0.05, including values with Fdr >0.05.

b Number of values fulfilling both criteria, *p* < 0.05 as well as Fdr <0.05.

c No RNA-seq assay was conducted with lower dose female groups.

The developmental switch of GABAergic transmission from excitation to inhibition, characterized by an increase in the expression ratio of the Cl-extruder KCC2, a neuron-specific potassium-chloride-co-transporter, relative to NKCC1, the sodium-potassium-chloride-co-transporter increasing intracellular Cl-concentration, takes place in hippocampus at the end of the first postnatal week (Watanabe and Fukuda, 2015). 

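KCC2 is encoded by Slc12a5 (gene9836) and NKCC1 by Slc12a2 (gene33114). The pups of Fig. 6 are taken as the males of Fig. 1, and all treated females as its treated females. CPF3 males and treated females were not matched with points of Fig. 1. In the pups of Fig. 1, the KCC2/NKCC1 ratio of CPM values was 3.57 ± 0.575 (SD, n = 5) in control males, 2.6 ± 0.77 (SD, n = 4) in Aro5, 3.61 ± 1.56 (SD, n = 5) in BPA5 and 2.55 ± 0.512 (SD, n = 6) in CPF3 males. It was 4.36 ± 0.795 (SD, n = 9) in control females, 5.32 ± 0.913 (SD, n = 5) in Aro5, 5.25 ± 0.721 (SD, n = 4) in BPA5 and 4.12 ± 1.59 (SD, n = 4) in CPF3 females. On the log2 scale and with treatment accounted for, the female ratio was 154% of the male ratio (2-sided permutation test over 42 pups, p = 3e-05), and with all 52 pups it was 157% (p = 1e-05, the smallest value that 100000 permutations give). Restriction to pups within the time window moved the value most, to 151%. Among controls alone, the log2 ratio of males was lower than that of females by 0.50 with all pups (2-sided permutation test, p = 0.00179), and by 0.28 with the pups of Fig. 1 (2-sided exact permutation test, p = 0.0724). Within control libraries of form A, females exceeded males by 0.55 in log2, and no male control besides N2-2y has a library of form B. Permutation of treatment labels within each sex gave p = 0.164 for males and p = 0.143 for females with the pups of Fig. 1, and p = 0.644 and p = 0.120 with all pups. The p of the sex by treatment interaction was 0.142 with the pups of Fig. 1 and 0.404 with all pups, from the same kind of test. The single group with a p under 0.05 against controls was the CPF3 males taken for Fig. 1, which were not matched with its points. Their log2 difference was −0.50 (2-sided exact permutation test, p = 0.0152), and it was −0.18 with all pups (p = 0.308, exact).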

In line with previous findings (Nuñez and McCarthy, 2009), the KCC2/NKCC1 ratio (expressed as fragments per kilobase per million reads) was higher in female hippocampus (Figure 1, *p* < 0.0001), however, this general developmental trait was not significantly influenced by the chemicals.

**FIGURE 1:**
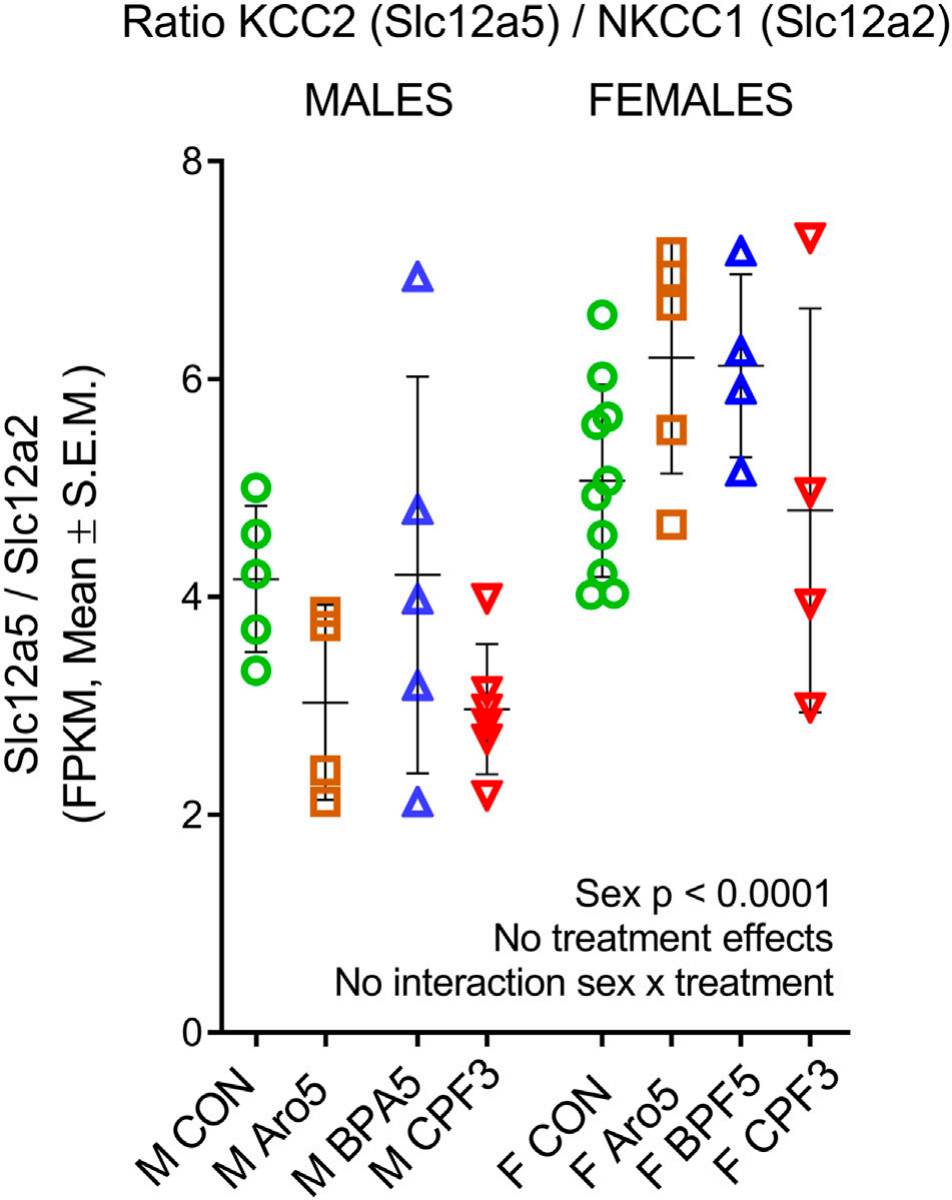
Epression ratio of potassium-chloride-co-transporter KCC2 (Slc12a5), neuron-specific chloride ion extruder, to sodium-potassium-chloride-co-transporter NKCC1 (Slc12a2), increasing intracellular chloride concentration, in individual hippocampus samples of male and female rat offspring at postnatal day 6. RNAseq data, ratio of FPKM (fragments per kilobase per million reads), mean ± SD and individual samples (M, male, F, female). Two way ANOVA, sex difference (*p* < 0001), but no treatment effects and no sex × treatment interaction.

### Gen Ontology Processes and Gene Networks Related to Neurodevelopment

Enrichment analysis in **male hippocampus** (significance level *p* < 0.01, effect threshold Thr (Log2 ratio) = 0.5 ≅ 141% of control level) focused on male offspring exposed to the higher dose levels, since ANOVA was essentially negative for the lower dose groups. It revealed a number of significantly affected gene ontology (GO) processes related to brain development and function (Supplementary Table S4). Since all three treatments impair development of learning and memory in rodents, we reasoned that it should be possible to identify **GO processes in hippocampus that were similarly affected by all three chemicals**, and similarities in gene expression patterns. 

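With all pups, 19 genes were changed by each of the 3 high-dose treatments in males in the same direction (6 higher, 13 lower; adjusted p under 0.05 in each contrast, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). There were 16 with the pups of Fig. 6. The count was 7 with at least 10 counts in every pup, 8 within the time window, 8 with controls of the same route, 38 with DESeq2 and, with the pups of Fig. 6, 192 with DESeq2 and 202 by edgeR without BPA5 90-2y. The name form as a covariate left none. A form term estimated on controls of both sexes, chosen after the data had been seen, gave 19 again, but with 17 higher and 2 lower. Most are genes without a name (LOC symbols) or copies of other genes, for which reads shared between near-identical sequences make the values uncertain. LOC100360843 had 0 to 19 counts per pup in control males and 11 to 49 in the high-dose males, with log2 fold changes of 2.45, 2.74 and 2.70. LOC100360781 had 1.49, 1.69 and 1.81, from 1 to 8 counts in control males, and LOC692028 1.38, 1.36 and 1.73, from 1 to 11 counts. In Aro5 the adjusted p of LOC100360781 was not under 0.05 without 115-14y (0.0503), 117-4y (0.0807) or 120-1y (0.0604), by edgeR's test with Benjamini-Hochberg adjustment. LOC102555797 had 9 to 16 counts in control males and 0 to 1 in the high-dose males, and Ybx1-ps4 16 to 36 and 0 to 6. RGD1562404 had 8 to 36 counts in control males, 0 to 1 in the high-dose males and 0 to 2 in control females. In control N2-2y, LOC102555797 had 0.850 CPM in the form A and 0 CPM in the form B library. These libraries had 1.15 and 0.0564 CPM of RGD1562404 and 1.27 and 0.225 of Ybx1-ps4. They had 0.121 and 0.958 CPM of LOC100360843, 0.121 and 0.338 of LOC100360781 and 0.304 and 0.338 of LOC692028. Between the libraries of this untreated pup, each of these genes thus differed in the direction of treatment. Hnrnph3, Chtop, Tmem14a, Rps27l3 and ND6 are the named genes among the 19, chosen after their values were seen. The 3 contrasts share the same 9 controls, which alone makes them correlated. Across genes, which are not independent replicates, the log2 fold changes of the 3 contrasts had a mean correlation of 0.681, and fold changes simulated without any treatment effect had 0.453 on average and 0.469 at most. No gene was changed in all 3 contrasts in 20 such simulations. Of 100 splits of the 29 pups into groups, the real one included, 4 had a mean correlation as high, and the highest was 0.708. Library name form cannot be separated from treatment here.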

An enrichment analysis for similarity of changes (*p* < 0.01, Thr = 0.5, Supplementary Figure S3) identified several GO processes related to development of hippocampus and cerebral cortex, with −log (*p* value) between 3 and 5 for all three treatments (Table 3, Supplementary Table S5 with all significantly affected genes). Interestingly, these GO processes control early developmental processes: Neuroepithelial cell differentiation, regulation of stem cell proliferation, regulation of neuroblast proliferation, positive regulation of neuroblast proliferation, positive regulation of neural precursor cell proliferation, cerebral cortex radially oriented cell migration, gliogenesis, oligodendrocyte development. In contrast, enrichment analysis for similarity of processes in **female hippocampus** (*p* < 0.01, Thr (Log2 ratio) = 0.1) did not show a clear-cut focus on GO processes related to neurodevelopment. Only two very general terms, “generation of neurons” (38/100) and “nervous system development” (40/100) reached *p* values below 1E-05 (Supplementary Figure S4). Moreover, there was little overlap of significantly affected genes.

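Adjusted p values were under 0.05 for no gene in any of the 3 female contrasts, so that no overlap could be counted at that level. Across genes, which are not independent replicates, the log2 fold changes of the 3 female contrasts had a mean correlation of 0.323, against 0.284 on average in fold changes simulated without a treatment effect from 10 shared controls.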

**TABLE 3:** GO processes similarly affected by all three treatments in male hippocampus, with genes selected for network analyses^a^ ^,^ ^b^.

GO process with −log (*p* value) range of the 3 treatment groups	Treat-ment ^c^	Gli3 p value	Sox6 p value	Sox11 p value	Pou3f2 p value	Tcf7l2 Tcf-4 p value	Fzd3 p value	Notch2 p value
Neuroepithelial cell differentiation −log (*p* value) 4.5 to 5	Aro5	1.01E-11		7.72E-05		2.87E-06		1.02E-06
	BPA5	4.29E-06				1.89E-04		
	CPF3	1.51E-06		1.94E-03		1.13E-05		1.64E-05
Regulation of stem cell proliferation −log (*p* value) 4.5 to 5	Aro5	1.01E-11		7.72E-05			4.97E-13	1.02E-06
	BPA5	4.29E-06		3.15E-02			1.45E-05	1.41E-03
	CPF3	1.51E-06					3.09E-06	
Regulation of neuroblast proliferation −log (*p* value) · 4	Aro5	1.01E-11					4.97E-13	1.02E-06
	BPA5	4.29E-06					1.45E-05	
	CPF3	1.51E-06					3.09E-06	1.64E-05
Positive regulation of neuroblast proliferation −log (*p* value) 3.5	Aro5	1.01E-11					4.97E-13	1.02E-06
	BPA5	4.29E-06					1.45E-05	
	CPF3	1.51E-06					3.09E-06	1.64E-05
Positive regulation of neural precursor cell proliferation −log (*p* value) = 2.5 to 3	Aro5	1.01E-11					4.97E-13	1.02E-06
	BPA5	4.29E-06					1.45E-05	
	CPF3	1.51E-06					3.09E-06	1.64E-05
Cerebral cortex radially oriented cell migration −log (*p* value) 3	Aro5	1.01E-11			6.79E-05			
	BPA5	4.29E-06			3.07E-04			
	CPF3	1.51E-06						
Gliogenesis −log (*p* value) ≅ 4.5 to 5	Aro5	1.01E-11	1.89E-06	7.72E-05	6.79E-05	2.87E-06		1.02E-06
	BPA5	4.29E-06	5.86E-04	3.15E-02	3.07E-04	1.89E-04		1.41E-03
	CPF3	1.51E-06	2.11E-04		2.45E-04	1.13E-05		
Oligodendrocyte development −log (*p* value) ≅ 3	Aro5			7.72E-05		2.87E-06		
	BPA5					1.89E-04		
	CPF3			1.94E-03		1.13E-05		

a Complete list of genes associated with similarly affected GO processes in Supplementary Table S5.

b List of all significantly affected GO processes in Supplementary Table S4.

c Aro5: Aroclor 1254, 5 mg/kg; BPA5: bisphenol A, 5 mg/kg; CPF3: chlorpyrifos, 3 mg/kg.

Gli3 (GLI family zinc finger 3); Sox6 (SRY-box transcription factor 6); Sox11 (SRY-box transcription factor 11); Pou3f2/Brn2 (POU class 3 homeobox 2, Pou = Pituitary-specific Pit-1/Octamer transcription factor proteins/neural Unc-86 transcription factor); Tcf7L2 (Transcription factor 7 like 2, TCF4); Fzd (Frizzled class receptor 3); Notch2 (Notch receptor 2).

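Fzd3 (gene29820) and Tcf7l2 (gene4648) took different courses. With all pups, the log2 fold change of Fzd3 was 0.73, 0.33 and 0.33 in Aro5, BPA5 and CPF3 males (SE 0.24, 0.23 and 0.23; adjusted p = 0.243, 0.647 and 0.561), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its level was 7.33 ± 2.71 (SD, n = 9) CPM in controls. Restricted to the pups of Fig. 6, the values were 1.43, 0.77 and 0.82 (adjusted p = 0.00101, 0.129 and 0.0427) from the same test. Adjusted p of Fzd3 over 42 alternatives (edgeR or DESeq2, Benjamini-Hochberg adjustment) ran from 0.00101 to 1 in Aro5, 0.129 to 1 in BPA5 and 0.0427 to 1 in CPF3, and fits on the pups of Fig. 6 reached 0.0303 in BPA5 without BPA5 90-2y, and without Aro5 108-1y alone it was 0.0477 in Aro5. Tcf7l2 stood at 349 ± 139 (SD, n = 9) CPM in controls, 238 ± 193 (SD, n = 6) in Aro5, 360.3 ± 166 (SD, n = 7) in BPA5 and 386 ± 235 (SD, n = 7) in CPF3 males. Its log2 fold changes were −0.54, 0.05 and 0.15 with all pups (SE 0.48, 0.45 and 0.45; adjusted p = 0.712, 0.985 and 0.910, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.61, 0.00 and −0.15 with the pups of Fig. 6. The sign of the CPF3 value thus depended on the pups. Tcf7l2 had adjusted p values from 0.480 to 1 in Aro5, 0.899 to 1 in BPA5 and 0.788 to 1 in CPF3 over 42 alternatives (edgeR or DESeq2, Benjamini-Hochberg adjustment).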

The group of similarly affected GO processes in male hippocampus shows several genes involved in **cell-autonomous regulation of developmental processes**, Gli6, Sox6, Sox11, and Pou3f2 (Brn2), the non-canonical Wnt receptor, Fdz3, and the transcription factor Tcf7L2 (Table 3). Possible links with endocrine actions were analyzed for these genes as well as for Nrg1 and its receptor Erbb4, previously found to be targeted by EDC mixtures (Lichtensteiger et al., 2015). Gene networks (n = 154) with information on transcriptional regulation, receptor binding, and phosphorylation, were constructed in MetaCore for each of these genes in combination with sex steroid receptors (Esr1, Esr2, AR), thyroid hormone receptors (TRa, TRb1), arylhydrocarbon receptor (AhR), and components of signaling pathways, with significance level *p* < 0.05 and Thr (Log ratio) = 0.5 (sometimes 0.3). Attention was given to possible links with miRs.

### Sox and Pou Domain Genes Involved in Cell-Autonomous Regulation of Development

Network analyses based on the aforementioned genes revealed a possible involvement of a number of genes of the Sox and Pou families in male hippocampus (Figure 2). **Sox6, Sox11, Pou2f2/Oct2**, and **Pou3f2/Brn2** stand out as being similarly affected by all three chemicals, besides Gli3 (Table 4). 

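Sox6 (gene3048) was at 16.3 ± 5.16 (SD, n = 9) CPM in control males, 19.7 ± 4.73 (SD, n = 6) in Aro5, 17.0 ± 4.21 (SD, n = 7) in BPA5 and 16.9 ± 3.32 (SD, n = 7) in CPF3 males. With all pups its log2 fold changes against controls were 0.29, 0.06 and 0.06 (SE 0.19, 0.18 and 0.18; adjusted p = 0.585, 0.931 and 0.919, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For the pups of Fig. 6 they were 0.85, 0.51 and 0.56 (adjusted p = 0.00275, 0.178 and 0.0563). The control value depends on the pups chosen, being 9.8 to 15.1 CPM in the 5 controls of Fig. 6 and 18.0 to 23.7 CPM in the other 4. Sox11 (gene15014) had log2 fold changes of 0.54, 0.44 and 0.67 in Aro5, BPA5 and CPF3 males (SE 0.21, 0.20 and 0.20; adjusted p = 0.292, 0.523 and 0.210) by the same test with all pups, and 1.03, 0.88 and 0.98 (adjusted p = 0.00346, 0.0792 and 0.0147) with the pups of Fig. 6. Gli3 (gene32187), at 3.93 ± 1.53 (SD, n = 9) CPM in controls, had 0.56, 0.32 and 0.34 with all pups (adjusted p = 0.321, 0.645 and 0.530) and 1.29, 0.97 and 0.90 (adjusted p = 0.00101, 0.0568 and 0.0192) with the pups of Fig. 6. For Pou3f2 (gene12709) the values were 0.64, 0.78 and 0.66 (adjusted p = 0.260, 0.218 and 0.260) and 0.88, 0.97 and 0.87 (adjusted p = 0.0520, 0.130 and 0.0814). Pou2f2 (gene1305) gave 0.52, 0.57 and 0.66 (adjusted p = 0.373, 0.501 and 0.272) and 0.75, 0.89 and 0.71 (adjusted p = 0.124, 0.199 and 0.188). Over 42 alternatives for these 5 genes (edgeR or DESeq2, Benjamini-Hochberg adjustment), the adjusted p was lowest with edgeR on the pups of Fig. 6, except 0.0611 for Pou3f2 in BPA5 without BPA5 86-9y and 0.119 for Pou2f2 in CPF3 with all treated males against the controls of Fig. 6. It was highest, at 1, with a term for the library name form. DESeq2 on the pups of Fig. 6, not among the 42, gave adjusted p values (Wald test, Benjamini-Hochberg adjustment) under 0.05 also for Sox6 in CPF3 (0.0226), Sox11 in BPA5 (0.00511), Gli3 in BPA5 (0.000948) and Pou3f2 in each group (0.0237, 0.0283 and 0.0260), and edgeR on these pups without BPA5 90-2y for Sox6 in BPA5 (0.0242). Without control CONSC 10-2y alone, Sox11 in CPF3 had an adjusted p of 0.0445 by edgeR's test with Benjamini-Hochberg adjustment. Of the 18 genes of Table 4, 16, 16 and 17 were higher than in controls in Aro5, BPA5 and CPF3 males with all pups, and 12, 5 and 9 had an unadjusted p under 0.05. Adjusted over all 16393 genes tested, the count with p under 0.05 was 0 in each group. Adjusted over the list alone, it was 12, 1 and 5. With the pups of Fig. 6, 9, 0 and 6 of the 18 were changed over all genes and 15, 10 and 13 adjusted over the list alone. The study chose the list on these samples, so that the count over the list alone is not independent evidence. No value could be had within 1 library name form, which is confounded with treatment in males. From the similar changes of these genes under the 3 chemicals and from its network analyses, the paper proposes an involvement of Sox and Pou genes in male hippocampus. By real time RT PCR of pups that were not sequenced, it also reports effects of the 3 high doses on Sox6 and Sox11. It adds an inverse correlation of miR-24-3p and Sox6 in males. Neither of these was analysed here.

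**Figure D2:**
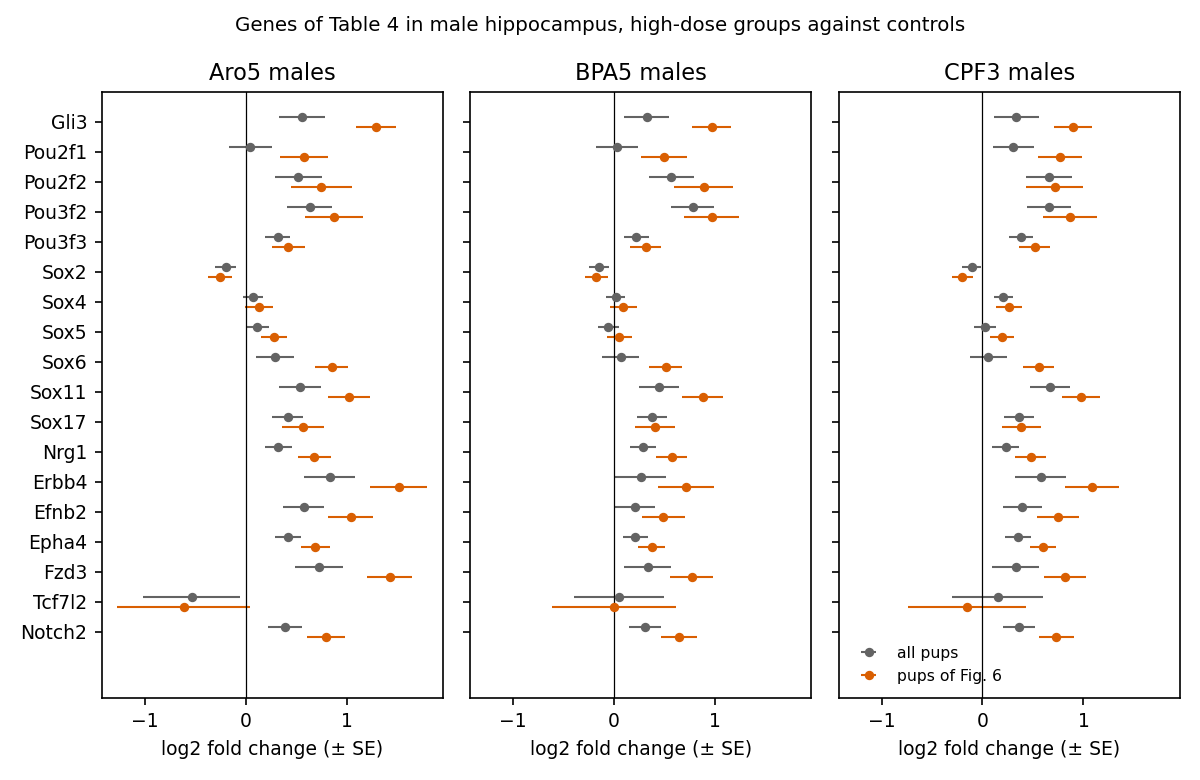
Log2 fold change against control males of the 18 genes of Table 4 in Aro5, BPA5 and CPF3 males, with all pups and with the pups of Fig. 6, as points with bars of 1 SE. Most points lie above 0 under both selections, and Tcf7l2 in Aro5 males lies below it.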

Expression of Sox5, which interacts with Sox6 during certain developmental phases (Azim et al., 2009; Batista-Brito et al., 2009), was unchanged. 

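Sox5 was at 94.3 ± 13.2 (SD, n = 9) CPM in control males. Its log2 fold changes with all pups were 0.12, −0.06 and 0.02 (SE 0.11, 0.11 and 0.11; adjusted p = 0.737, 0.884 and 0.941, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with the pups of Fig. 6 0.28, 0.05 and 0.19 (adjusted p = 0.175, 0.901 and 0.427). For Sox5, 42 alternatives gave adjusted p values (edgeR or DESeq2, Benjamini-Hochberg adjustment) from 0.175 to 1 in Aro5, 0.498 to 1 in BPA5 and 0.427 to 1 in CPF3, and fits on the pups of Fig. 6 reached 0.0418 in Aro5 without BPA5 88-3y.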

Some other Sox and Pou genes were significantly affected by only one or two chemicals. Expression of these genes in female hippocampus was at control level (Supplementary Table S6). 

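With all pups, log2 fold changes were 0.32, 0.22 and 0.38 for Pou3f3 in Aro5, BPA5 and CPF3 males (adjusted p = 0.304, 0.576 and 0.246, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.07, 0.02 and 0.21 for Sox4 (adjusted p = 0.829, 0.976 and 0.381, same test), 0.42, 0.38 and 0.36 for Sox17 (adjusted p = 0.279, 0.49 and 0.345) and −0.20, −0.15 and −0.11 for Sox2 (adjusted p = 0.460, 0.636 and 0.648). In the pups of Fig. 6, the values were 0.42, 0.31 and 0.52 for Pou3f3, 0.13, 0.09 and 0.26 for Sox4, 0.57, 0.41 and 0.38 for Sox17 and −0.25, −0.17 and −0.20 for Sox2, with adjusted p values from the same test between 0.0700 and 0.825. Over 42 alternatives (edgeR or DESeq2, Benjamini-Hochberg adjustment), the lowest adjusted p of the 4 genes was 0.0823 in Aro5, 0.284 in BPA5 and 0.0700 in CPF3, and the highest 1. With DESeq2 on the pups of Fig. 6, Pou3f3 in CPF3 had 0.0288 (Wald test, Benjamini-Hochberg adjustment).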

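In females, the log2 fold change of Sox6 was −0.09, 0.18 and 0.08 in Aro5, BPA5 and CPF3 (SE 0.18, 0.19 and 0.19; adjusted p = 0.999, 0.925 and 0.920, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 16.3 ± 3.74 (SD, n = 10) CPM in controls. Sox11 had 0.02, 0.41 and 0.41, Pou3f2 0.01, 0.02 and 0.04, Pou2f2 0.06, 0.26 and 0.18 and Gli3 −0.03, 0.10 and 0.48, with adjusted p values of at least 0.551 from the same test. Among the 11 Sox, Pou and Gli genes of Table 4, the changes ran from −0.18 (Pou2f1) to 0.11 (Sox17) in Aro5, from −0.08 (Pou3f3) to 0.41 (Sox11) in BPA5 and from −0.10 (Sox17) to 0.72 (Pou2f1) in CPF3 females. The SE of the Pou2f1 change in CPF3 females was 0.26. Sox4 in CPF3 females (0.36, SE 0.10) was the single gene with a p under 0.05 adjusted over the list alone, which the study chose on these samples.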

In an additional set of hippocampus samples of male offspring from the same litters but not used for transcriptomics, levels of Sox6, Sox11, and Pou2f1/Oct1 mRNA were determined by real time RT PCR (Figure 3). Pou2f1/Oct1 was chosen because transcriptomics results were uncertain with high Fdr values for Aroclor 1254 and bisphenol A (5 mgkg). This analysis confirmed the effects of all three chemicals at the high dose level on Sox6, Sox11, and of bisphenol A and chlorpyrifos on Pou2f1/Oct1. 

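Pou2f1 stood at 8.08 ± 2.77 (SD, n = 9) CPM in control males. Its log2 fold changes were 0.05, 0.03 and 0.31 with all pups (SE 0.21, 0.20 and 0.20; adjusted p = 0.963, 0.979 and 0.531, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.58, 0.49 and 0.77 (adjusted p = 0.127, 0.376 and 0.0656) with the pups of Fig. 6 by the same test. Adjusted p of Pou2f1 over 42 alternatives (edgeR or DESeq2, Benjamini-Hochberg adjustment) ran from 0.127 to 1 in Aro5, 0.376 to 1 in BPA5 and 0.0656 to 1 in CPF3, and fits on the pups of Fig. 6 reached 0.0235 in CPF3 with DESeq2.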

Real time RT PCR revealed significant effects of bisphenol A on all three genes also at the lower dose level (Figure 3), possibly because this analysis was based on a larger sample size than transcriptomics. The magnitude of expression changes detected by RNA-seq and real time RT PCR was very similar (Supplementary Table S7).

**FIGURE 2:**
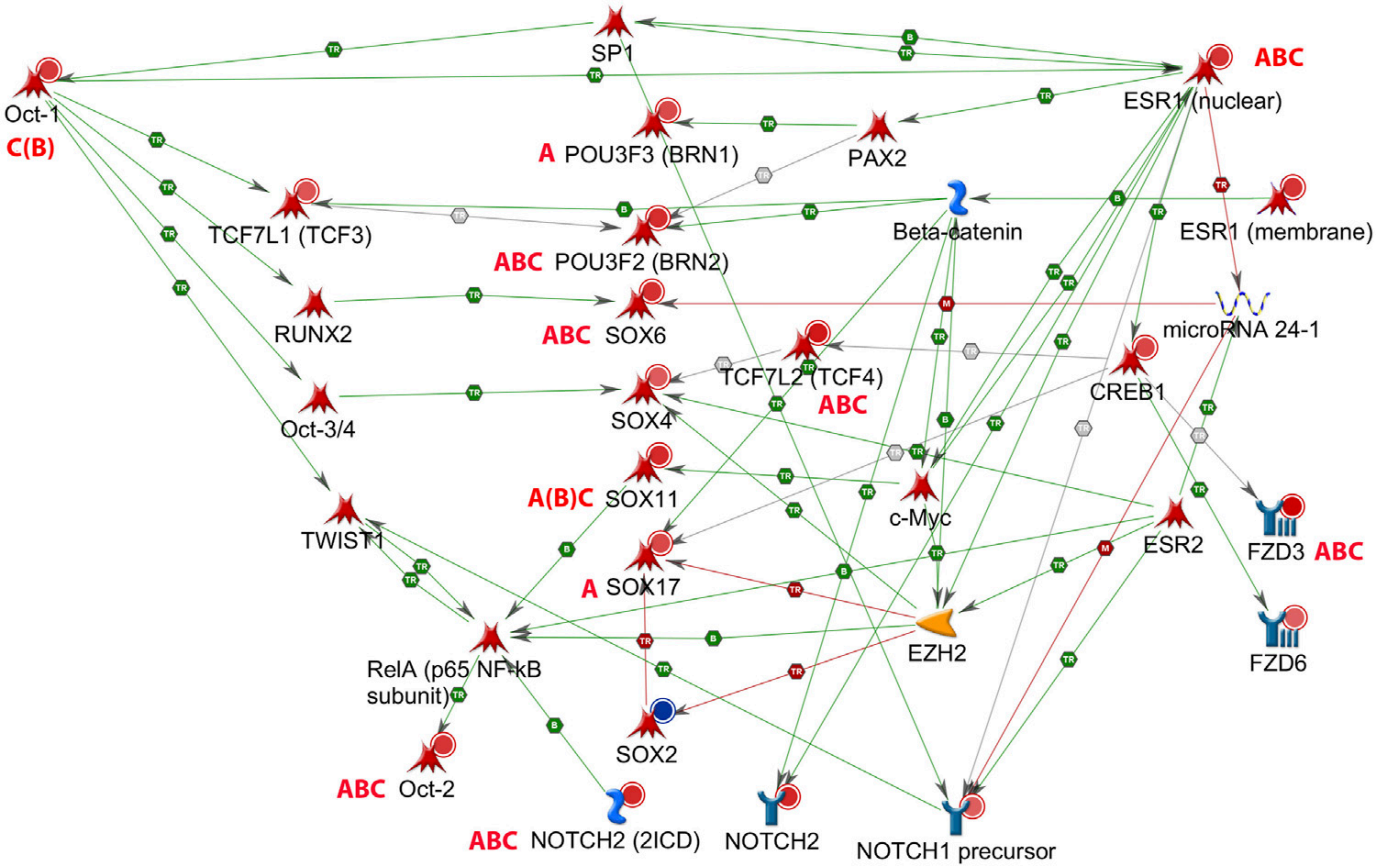
Gene network of male rat hippocampus at postnatal day (PND) 6, with estrogen receptor alpha (Esr1). Up-regulation (red circles) or down-regulation (blue circle) of hippocampal genes exposed to Aroclor 1254 (5 mg/kg, A), bisphenol A (5 mg/kg, B), or chlorpyrifos (3 mg/kg, C) (see Table 4). Pou2f1/Oct1 and Sox11 exhibited a false discovery rate >0.05 after bisphenol A, but the effect was confirmed by real time RT PCR (Figure 3). Literature data indicate a possible inhibitory action of Esr1 on transcription of miR-24-3p, and of miR-24-3p on transcription of Sox6 (MetaCore, Shortest Paths network. TR: transcription, B: binding, M: miR binding, green: activation, red: inhibition).

**TABLE 4:** Male hippocampus at postnatal day 6: Expression of similarly affected genes (transcriptomics)^a^.

Gene	Aroclor 1254 5 mg/kg			Bisphenol A 5 mg/kg			Chlorpyrifos 3 mg/kg		
	Log ratio	% CON	*p* Value *Fdr* *^b^*	Log ratio	% CON	*p* Value *Fdr* *^b^*	Log ratio	% CON	*p* Value *Fdr* *^b^*
**Genes involved in cell-autonomic regulation of development**									
Gli3	0.9904	198.67	1.01E-11 *5.00E-09*	0.6537	157.32	4.29E-06 *1.32E-03*	0.6665	158.72	1.51E-06 *1.94E-04*
Pou2f1 Oct1	0.3510	127.54	3.07E-02 *1.12E-01*	0.3375	126.36	3.38E-02 *2.14E-01* *^c^*	0.5499	146.40	4.10E-04 *7.96E-03*
Pou2f2 Oct2	0.5813	149.62	9.99E-05 *1.39E-03*	0.4443	136.07	2.23E-03 *4.34E-02*	0.4694	138.45	9.21E-04 *1.39E-02*
Pou3f2 Brn2	0.6479	156.69	6.79E-05 *1.02E-03*	0.5844	149.94	2.45E-04 *1.27E-02*	0.5639	147.83	3.07E-04 *6.56E-03*
Pou3f3 Brn1	0.4127	133.12	1.00E-02 *4.94E-02*	0.1504	110.99	3.38E-01 *6.60E-01*	0.3403	126.60	2.66E-02 *1.30E-01*
Sox2	−0.2980	81.34	4.17E-03 *2.55E-02*	−0.1130	92.47	2.54E-01 *5.83E-01*	−0.2039	86.82	3.29E-02 *1.47E-01*
Sox4	0.1495	110.92	2.49E-01 *4.57E-01*	0.1159	108.37	3.53E-01 *6.75E-01*	0.2748	120.98	2.29E-02 *1.18E-01*
Sox5	0.1749	112.89	1.28E-01 3.00E-01	0.0700	104.97	5.25E-01 7.91E-01	0.1612	111.82	1.29E-01 3.36E-01
Sox6	0.6096	152.58	1.89E-06 *6.00E-05*	0.4242	134.18	5.86E-04 *2.09E-02*	0.4430	135.94	2.11E-04 *5.09E-03*
Sox11	0.6825	160.49	7.72E-05 *1.14E-03*	0.3682	129.07	3.15E-02 *2.06E-01* *^c^*	0.5251	143.90	1.94E-03 *2.35E-02*
Sox17	0.4257	134.32	2.88E-03 *1.92E-02*	0.2556	119.38	6.61E-02 *3.06E-01*	0.2934	122.55	3.00E-02 *1.39E-01*
**Genes encoding for growth factors and receptors of transcellular signaling pathways**									
Nrg1	0.5275	144.14	4.91E-05 *7.92E-04*	0.4759	139.08	1.46E-04 *9.59E-03*	0.4038	132.30	9.14E-04 *1.38E-02*
Erbb4	0.9423	192.16	7.22E-09 *8.85E-07*	0.4495	136.56	5.04E-03 *6.98E-02*	0.7273	165.55	3.49E-06 *3.12E-04*
Efnb2	0.7238	165.15	5.08E-06 *1.33E-04*	0.3496	127.42	2.44E-02 *1.77E-01*	0.5654	147.98	1.93E-04 *4.80E-03*
Eph4	0.5849	149.99	3.51E-06 *9.84E-05*	0.3810	130.22	1.67E-03 *3.72E-02*	0.5537	146.78	2.33E-06 *2.49E-04*
Fzd3	1.0070	200.97	4.97E-13 *4.74E-10*	0.5888	150.40	1.45E-05 *2.51E-03*	0.6152	153.18	3.09E-06 *2.90E-04*
Tcf7L2	0.8103	175.36	2.87E-06 *8.36E-05*	0.6416	156.01	1.89E-04 *1.09E-02*	0.7473	167.86	1.13E-05 *6.97E-04*
Notch2	0.7017	162.64	1.02E-06 *3.78E-05*	0.4444	136.07	1.41E-03 *3.42E-02*	0.5827	149.76	1.64E-05 *8.91E-04*

a Values of female offspring in Supplementary Table S6

b Fdr: False discovery rate.

c Significant in real time RT PCR of samples not used for transcriptomics.

Efnb2: Ephrin B2, Eph4: ephrin type-A receptor 4

**FIGURE 3:**
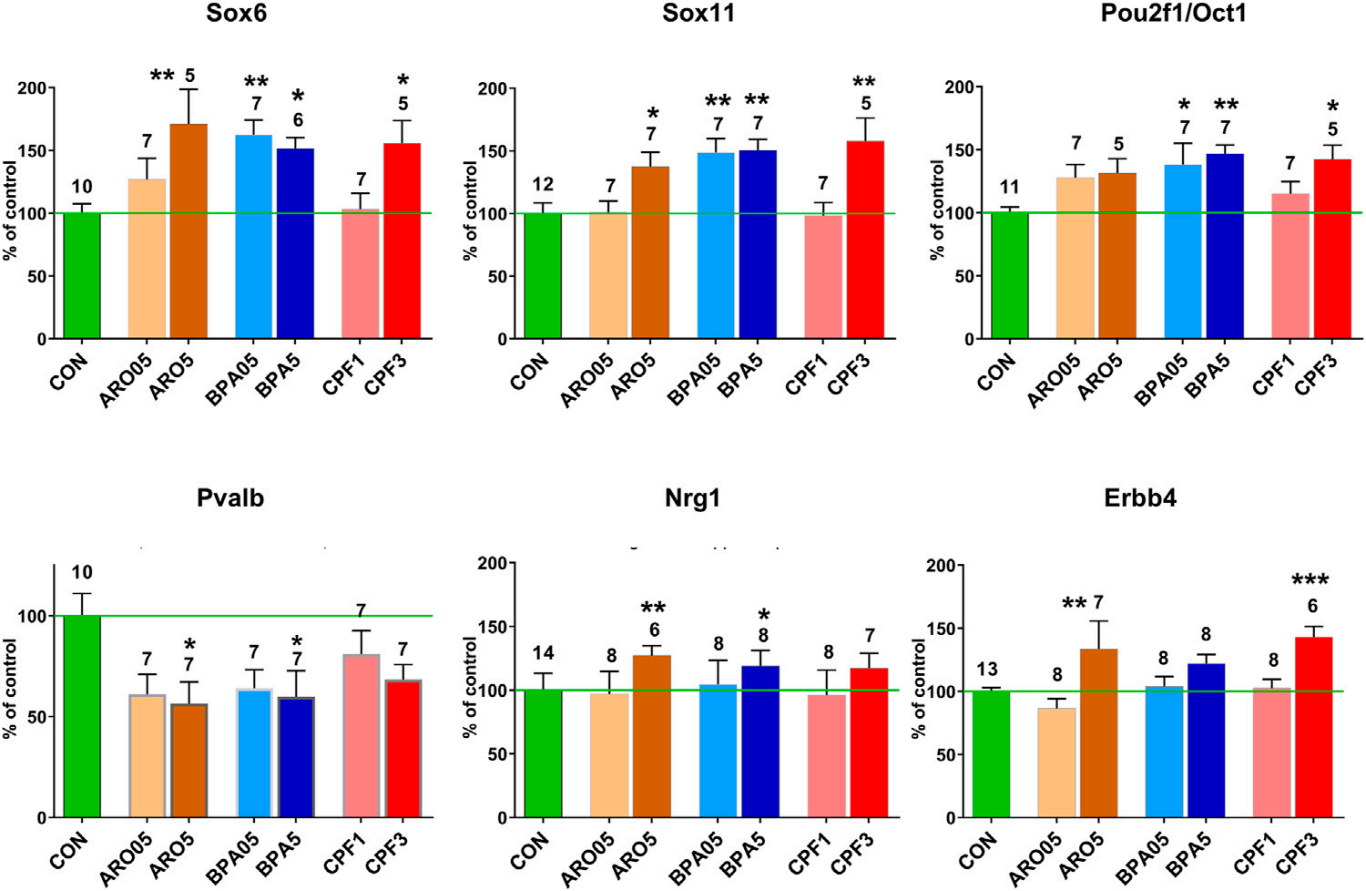
mRNA levels in male hippocampus at postnatal day 6 after pre- and postnatal administration of Aroclor 1254 (ARO0.5: 0.5 mg/kg, ARO5: 5 mg/kg), bisphenol A (BPA0.5: 0.5 mg/kg, BPA5: 5 mg/kg), or chlorpyrifos (CPF1: 1 mg/kg, CPF3: 3 mg/kg). Quantitative RT PCR of hippocampus samples not used for transcriptomics. Mean ± SEM, number of samples (one/litter). Difference from control: *p < 0.05, **p < 0.01, ***p < 0.001.

### Genes Encoding for Growth Factors and Receptors of Transcellular Signaling Pathways

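Nrg1 (gene31016) was at 6.48 ± 1.46 (SD, n = 9) CPM in control males, and its log2 fold changes with all pups were 0.32, 0.29 and 0.23 in Aro5, BPA5 and CPF3 males (SE 0.14, 0.13 and 0.13; adjusted p = 0.333, 0.523 and 0.460) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The pups of Fig. 6 gave 0.68, 0.57 and 0.48 (adjusted p = 0.0102, 0.124 and 0.0918). For Nrg1, 42 alternatives gave adjusted p values (edgeR or DESeq2, Benjamini-Hochberg adjustment) from 0.0102 to 1 in Aro5, 0.124 to 1 in BPA5 and 0.0918 to 1 in CPF3, and fits on the pups of Fig. 6 reached 0.0441 in BPA5 with DESeq2.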

In male hippocampus, neuregulin 1 (Nrg1), which controls migration and other aspects of development of cortical interneurons (Mei and Nave, 2014), was found to be up-regulated in transcriptomics by all three treatments and in real time RT PCR by the higher dose levels of Aroclor 1254 and bisphenol A (Table 4; Figure 3). 

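For Erbb4 (gene21362), at 4.32 ± 1.69 (SD, n = 9) CPM in control males, the log2 fold change with all pups was 0.83, 0.27 and 0.57 in Aro5, BPA5 and CPF3 males (SE 0.26, 0.25 and 0.25; adjusted p = 0.219, 0.736 and 0.364) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The pups of Fig. 6 gave 1.52, 0.71 and 1.08 (adjusted p = 0.00227, 0.292 and 0.0376). Erbb4 had adjusted p values from 0.00227 to 1 in Aro5, 0.292 to 1 in BPA5 and 0.0376 to 1 in CPF3 over 42 alternatives (edgeR or DESeq2, Benjamini-Hochberg adjustment), and 0.0486 in Aro5 without Aro5 108-1y alone. Efnb2 had 0.58, 0.21 and 0.40 with all pups and 1.04, 0.49 and 0.75 (adjusted p = 0.0053, 0.360 and 0.0567) with the pups of Fig. 6, and Epha4 0.42, 0.21 and 0.35 and 0.69, 0.37 and 0.60 (adjusted p = 0.00432, 0.261 and 0.0236). The 42 alternatives (edgeR or DESeq2, Benjamini-Hochberg adjustment) gave adjusted p values from 0.0053 to 1 in Aro5, 0.360 to 1 in BPA5 and 0.0567 to 1 in CPF3 for Efnb2 and from 0.00432 to 1 in Aro5, 0.261 to 1 in BPA5 and 0.0236 to 1 in CPF3 for Epha4. With DESeq2 on the pups of Fig. 6, the adjusted p of Efnb2 in CPF3 was 0.0154 (Wald test, Benjamini-Hochberg adjustment).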

Its receptor Erbb4, expressed in hippocampal interneurons (Mei and Nave, 2014), was up-regulated by the higher doses of Aroclor 1254 and chlorpyrifos, as shown by both methods of analysis. In female hippocampus, a slight reduction of Erbb4 mRNA to 88.2% CON by 5 mg/kg of Aroclor 1254 is uncertain because of an increased Fdr. 

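Erbb4 in Aro5 females was at 79.4% of controls, a log2 fold change of −0.33 (SE 0.26, adjusted p = 0.999, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Control females had 5.89 ± 2.38 (SD, n = 10) CPM. The response of Erbb4 to Aro5 differed between the sexes by 1.18 in log2 (SE 0.38, unadjusted p = 0.00329, adjusted p = 0.377 over all genes, interaction term of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).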

Nrg1 expression was unchanged (Supplementary Table S6). 

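Female log2 fold changes of Nrg1 were 0.05, 0.25 and 0.15 in Aro5, BPA5 and CPF3 (SE 0.12, 0.13 and 0.13; adjusted p = 0.999, 0.925 and 0.741, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).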

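With all pups, log2 fold changes in Aro5, BPA5 and CPF3 males were −0.16, 0.29 and −0.04 for Bdnf (SE 0.34, 0.32 and 0.32; adjusted p = 0.897, 0.772 and 0.972) and 0.12, 0.07 and 0.06 for Vegfa (SE 0.06, 0.06 and 0.06; adjusted p = 0.424, 0.671 and 0.682), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By the same test they were −0.20, −0.44 and −0.59 for Gdnf (SE 0.22, 0.22 and 0.22; adjusted p = 0.777, 0.546 and 0.307), −0.02, 0.15 and −0.0035 for Igf1 (SE 0.21, 0.20 and 0.20) and 0.02, 0.10 and −0.15 for Igf2 (SE 0.16, 0.16 and 0.16), with adjusted p values of at least 0.693 for Igf1 and Igf2. With the pups of Fig. 6, Igf1r was changed in Aro5 and CPF3 males, a gene named after its values were seen. Igf1r had log2 fold changes of 0.55, 0.31 and 0.45 in Aro5, BPA5 and CPF3 (SE 0.10, 0.10 and 0.09; adjusted p = 0.00208, 0.176 and 0.0187, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against 0.24, 0.11 and 0.20 with all pups.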

Interestingly, transcriptomics did not reveal expression changes of a number of growth factors and their receptors in male hippocampus, including BDNF, GDNF, EGF, IGF, NGF, and Vegfa. Fgf14 was upregulated by all three treatments and Fgf12 by Aroclor 1254 (data not shown). 

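With all pups, Fgf14 had log2 fold changes of 0.70, 0.27 and 0.45 in Aro5, BPA5 and CPF3 males (SE 0.22, 0.22 and 0.21; adjusted p = 0.225, 0.698 and 0.390) and Fgf12 of 0.28, 0.12 and 0.04 (adjusted p = 0.253, 0.683 and 0.877), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Fgf14 was at 2.80 ± 0.926 (SD, n = 9) CPM and Fgf12 at 37.0 ± 4.71 (SD, n = 9) CPM in controls. The values with the pups of Fig. 6 were 1.27, 0.59 and 0.88 (adjusted p = 0.00348, 0.345 and 0.0563) for Fgf14 and 0.39, 0.15 and 0.14 (adjusted p = 0.0359, 0.614 and 0.573) for Fgf12. Adjusted p of Fgf14 over 42 alternatives (edgeR or DESeq2, Benjamini-Hochberg adjustment) ran from 0.00348 to 1 in Aro5, 0.334 to 1 in BPA5 and 0.0563 to 1 in CPF3, and fits on the pups of Fig. 6 reached 0.0167 in CPF3 without BPA5 88-3y. For Fgf12, 42 alternatives gave adjusted p values (edgeR or DESeq2, Benjamini-Hochberg adjustment) from 0.0359 to 1 in Aro5, 0.538 to 1 in BPA5 and 0.573 to 1 in CPF3.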

The GO analyses also showed significant effects on Fzd3, involved in non-canonical Wnt signaling, and Notch2 (Table 3), but since no additional changes in these pathways or related genes were observed in network analyses, they were not pursued further. 

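Notch2 was at 13.8 ± 3.65 (SD, n = 9) CPM in control males, with log2 fold changes of 0.39, 0.31 and 0.36 in Aro5, BPA5 and CPF3 males (SE 0.17, 0.16 and 0.16; adjusted p = 0.343, 0.560 and 0.367) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Restricted to the pups of Fig. 6, it had 0.80, 0.64 and 0.73 (adjusted p = 0.00904, 0.127 and 0.0330). Notch2 had adjusted p values from 0.00904 to 1 in Aro5, 0.127 to 1 in BPA5 and 0.0330 to 1 in CPF3 over 42 alternatives (edgeR or DESeq2, Benjamini-Hochberg adjustment). Fits on the pups of Fig. 6 reached 0.0409 in BPA5 with DESeq2.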

Transcriptomics of female hippocampus did not reveal significant expression changes of the aforementioned genes.

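Of the 18 genes of Table 4, 9, 15 and 15 were higher than in controls in Aro5, BPA5 and CPF3 females, and 0, 1 and 4 had an unadjusted p under 0.05. The transcellular genes ranged from −0.14 (Epha4) to 0.45 (Tcf7l2) in BPA5 and from −0.04 (Epha4) to 0.46 (Notch2) in CPF3 females. Fgf14 had a log2 fold change of −0.35 (SE 0.19) in Aro5 females. In the interaction test over both sexes, no gene of Table 4 had an adjusted p under 0.05 over all genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, 3, 0 and 0 did, which were Erbb4, Epha4 and Fzd3 in the response to Aro5, named after their values were seen and from a list that the study chose on these samples.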

### miR-24 and Sexually Dimorphic Regulation of Sox6

It is not known what might be the basis of the sex difference in the responsiveness of the Sox and Pou genes to the three chemicals. In the case of Sox6, our gene network analyses suggested a possible link between ER-alpha (Esr1), miR-24, and Sox6 (Figure 2). ER-alpha-mediated repression of miR-24 transcription, and repression of Sox6 transcripton by miR-24, has been demonstrated in non-neural human cell lines and mouse pancreatic beta cells (Maillot et al., 2009; Melkman-Zehavi et al., 2011; Ferraro et al., 2012; Klinge, 2012). miR-24 has previously been detected in rat hippocampus (Liu et al., 2016). It is derived from two miR clusters which may be differentially regulated, but the mature miR-24-3p sequence derived from the two clusters is the same (Chhabra et al., 2010). miR-24-3p was significantly down-regulated in hippocampus of male offspring by all three chemicals administered at the higher dose level, whereas no significant expression change was observed in hippocampus of females (Figure 4). A significant inverse relationship existed between miR-24-3p levels and Sox6 mRNA levels (real time RT PCR data) in individual hippocampus samples of male offspring (Figure 4).

**FIGURE 4:**
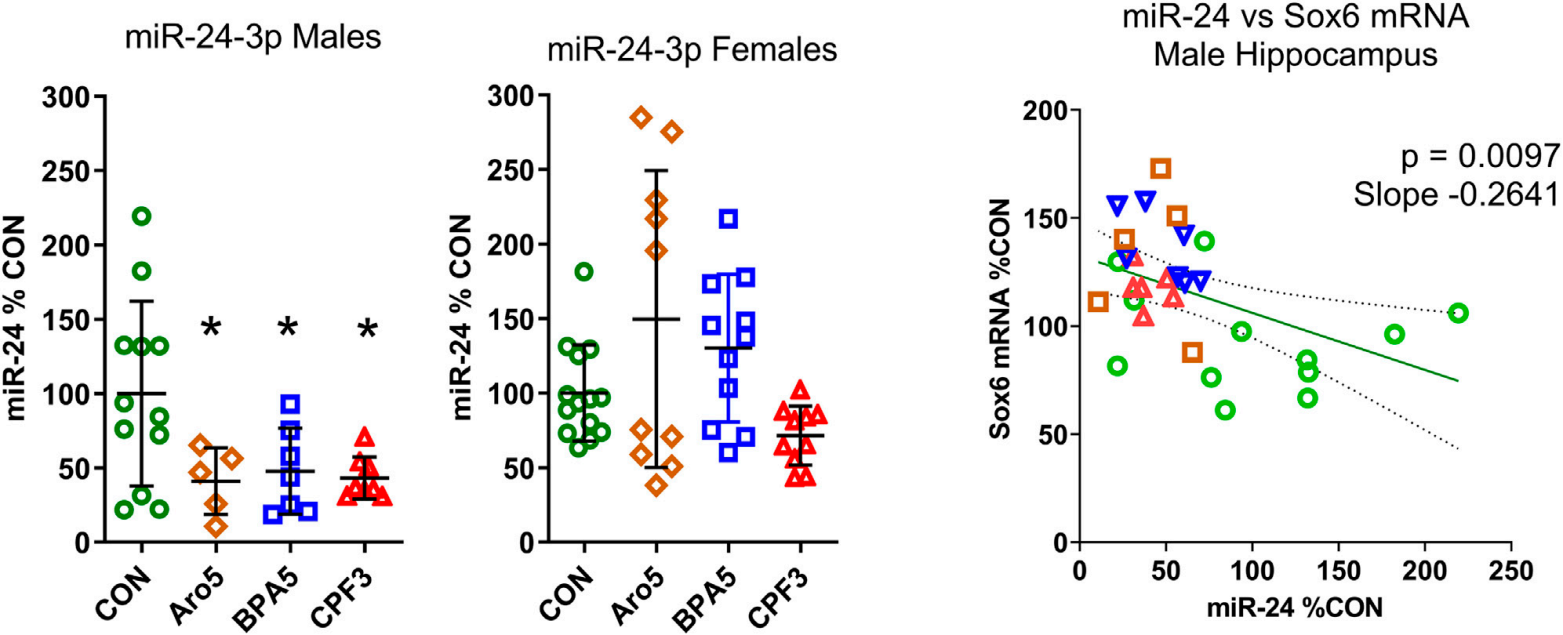
A. Level of miR-24-3p in hippocampus of male and female rat offspring at postnatal day 6 after pre- and postnatal administration of Aroclor 1254 (5 mg/kg, Aro5), bisphenol A (5 mg/kg, BPA5), or chlorpyrifos (3 mg/kg, CPF3). Quantitative RT PCR, individual values with mean ± S.D, *p < 0.05 different from control group. CON: controls, ARO5: Aroclor 1254, 5 mg/kg, BPA5: bisphenol A, 5 mg/kg, CPF3: chlorpyrifos 3 mg/kg. B. Relationship between miR-24-3p (% of control) and Sox6 mRNA (% of control, real time RT PCR) in individual hippocampus samples of male offspring. Inverse correlation, p = 0.0097, r = −0.4645, slope = −0.264. Green symbols: control, brown: Aroclor 1254 5 mg/kg, blue: bisphenol A 5 mg/kg, red: chlorpyrifos 3 mgkg.

The transcriptomics data set indicated increased ER-alpha expression in males but not females after exposure to the higher dose of all three chemicals, and no significant change in the lower dose groups. 

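Esr1 (gene416) was at 5.59 ± 1.84 (SD, n = 9) CPM in control males, 7.33 ± 1.1 (SD, n = 6) in Aro5, 6.29 ± 1.79 (SD, n = 7) in BPA5 and 6.17 ± 1.53 (SD, n = 7) in CPF3 males. Its log2 fold changes with all pups were 0.39, 0.15 and 0.14 (SE 0.19, 0.18 and 0.18; adjusted p = 0.418, 0.798 and 0.777, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the pups of Fig. 6 they were 0.87, 0.39 and 0.62 (adjusted p = 0.00342, 0.352 and 0.0491). Adjusted p of Esr1 over 42 alternatives (edgeR or DESeq2, Benjamini-Hochberg adjustment) ran from 0.00342 to 1 in Aro5, 0.298 to 1 in BPA5 and 0.0491 to 1 in CPF3. In females they were 0.16, 0.22 and −0.03 (adjusted p = 0.999, 0.925 and 0.977), from 5.13 ± 1.06 (SD, n = 10) CPM in controls. In low-dose males they were −0.39, 0.02 and −0.11 in Aro0.5, BPA0.5 and CPF1 (adjusted p = 0.304, 0.991 and 0.997, same test).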

ER-beta (Esr2) levels remained unchanged (Supplementary Table S8). 

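Esr2 (ER-beta) had few counts, with 1 to 10 counts per pup in control and high-dose males and 0 to 16 in females, too few for edgeR's filter, and was not tested. Mean counts were 3.11 in control, 3.33 in Aro5, 4.71 in BPA5 and 2.71 in CPF3 males, so that no change smaller than the counting error could be detected. These counts are not scaled for depth, whose median was 26262949 in high-dose and 14015105 in form A control libraries of males. Scaled to CPM, Esr2 ran from 0.055 to 0.371 in control and 0.061 to 0.257 in Aro5 males. It ran from 0.068 to 0.317 in BPA5 and 0.076 to 0.206 in CPF3 males. The mean CPM was lower in each high-dose group than in controls, with overlapping values.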

An analysis of a larger number of hippocampus samples by real time RT PCR confirmed the increased expression of ER-alpha mRNA in male offspring exposed to the chemicals at the higher doses, but revealed a decrease of expression after exposure to the lower doses (Figure 5A). ER-alpha mRNA levels in female hippocampus remained unchanged, except for a significant increase after 0.5 mg/kg BPA. Thus, the two sexes showed opposite responses to BPA. Control levels of ER-alpha mRNA were significantly higher in male hippocampus (131.8% of female level, Figure 5B), in line with previous reports of this developmental phase (Ivanova and Beyer, 2000). The ratio of ER-alpha to ER-beta expression (FPKM values of transcriptomics) differed between sexes (p = 0.0002) (Figure 5C). It was increased in hippocampus of males by all three treatments at the higher dose level (p = 0.0060), but unchanged in females, resulting in a significant sex × treatment interaction (p = 0.0113). 

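The ratio was formed from CPM values with 0.5 counts added to each gene, since Esr2 had few counts. Most control and high-dose males had 3 or fewer counts of Esr2, which give no usable ratio. The ratios and p values are therefore given for comparison with the paper alone. The points of Fig. 5C were not matched with libraries, and the pups taken for Fig. 1 are used as the pups of Fig. 5C. In these pups the ratio was 23.0 ± 11.2 (SD, n = 5) in control males, 79.6 ± 17.7 (SD, n = 4) in Aro5, 39.1 ± 23.3 (SD, n = 5) in BPA5 and 50.3 ± 19.2 (SD, n = 6) in CPF3 males, and 25.3 ± 8.83 (SD, n = 5) in Aro5, 17.8 ± 3.66 (SD, n = 4) in BPA5 and 36.7 ± 18.5 (SD, n = 4) in CPF3 females. With treatment accounted for, the female ratio was 68.0% of the male ratio on the log2 scale (2-sided permutation test over 42 pups, p = 0.0381). With all 52 pups it was 68.3% (2-sided permutation test, p = 0.0332). The linear scale moved the p most among the alternatives that keep all pups, to 0.0827, and within the time window it was 0.111. Within the 18 litters with pups of both sexes the female ratio was 76.3% of the male ratio (2-sided permutation of signs, p = 0.250).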

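In males of Fig. 5C, log2 ratios differed from controls by 1.89 in Aro5, 0.67 in BPA5 and 1.16 in CPF3 (2-sided exact permutation tests, p = 0.0159, 0.230 and 0.0260), and permutation of treatment over all 4 groups gave p = 0.00655. With all male pups the differences were 1.17, 0.43 and 0.60 (2-sided exact permutation tests, p = 0.0342, 0.394 and 0.214), and the treatment p was 0.134. In females the treatment p of the same permutation test was 0.483. The sex by treatment interaction had a permutation p of 0.0190 with the pups of Fig. 5C and 0.214 with all pups.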

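The Esr1/Esr2 ratio of control females in Fig. 5C was 39.0 ± 44.1 (SD, n = 9), spread widely by the few Esr2 counts. The log2 ratio of control males minus that of control females was −0.42 with these pups (2-sided exact permutation test, p = 0.486) and 0.04 with all controls (p = 0.936, permutation).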

ER-alpha/ER-beta ratios of controls were similar in both sexes. No effect was seen in hippocampus of males in the lower dose-range (Supplementary Figure S5).

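In low-dose males, all pups gave Esr1/Esr2 ratios of 36.8 ± 43.0 (SD, n = 4) in Aro0.5, 23.5 ± 14.5 (SD, n = 4) in BPA0.5 and 28.2 ± 12.4 (SD, n = 4) in CPF1, against 34.2 ± 32.5 (SD, n = 9) in all control males. The treatment p over these 4 groups was 0.963 (permutation test). CPF1 60-6y stood apart, with a ratio of 9.92. The highest ratios came from pups with 1 count of Esr2, 101 in Aro0.5 106-3y, against 10.6 to 17.9 in the other 3 pups of that group, and 117 in CONSC 10-2y.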

**FIGURE 5:**
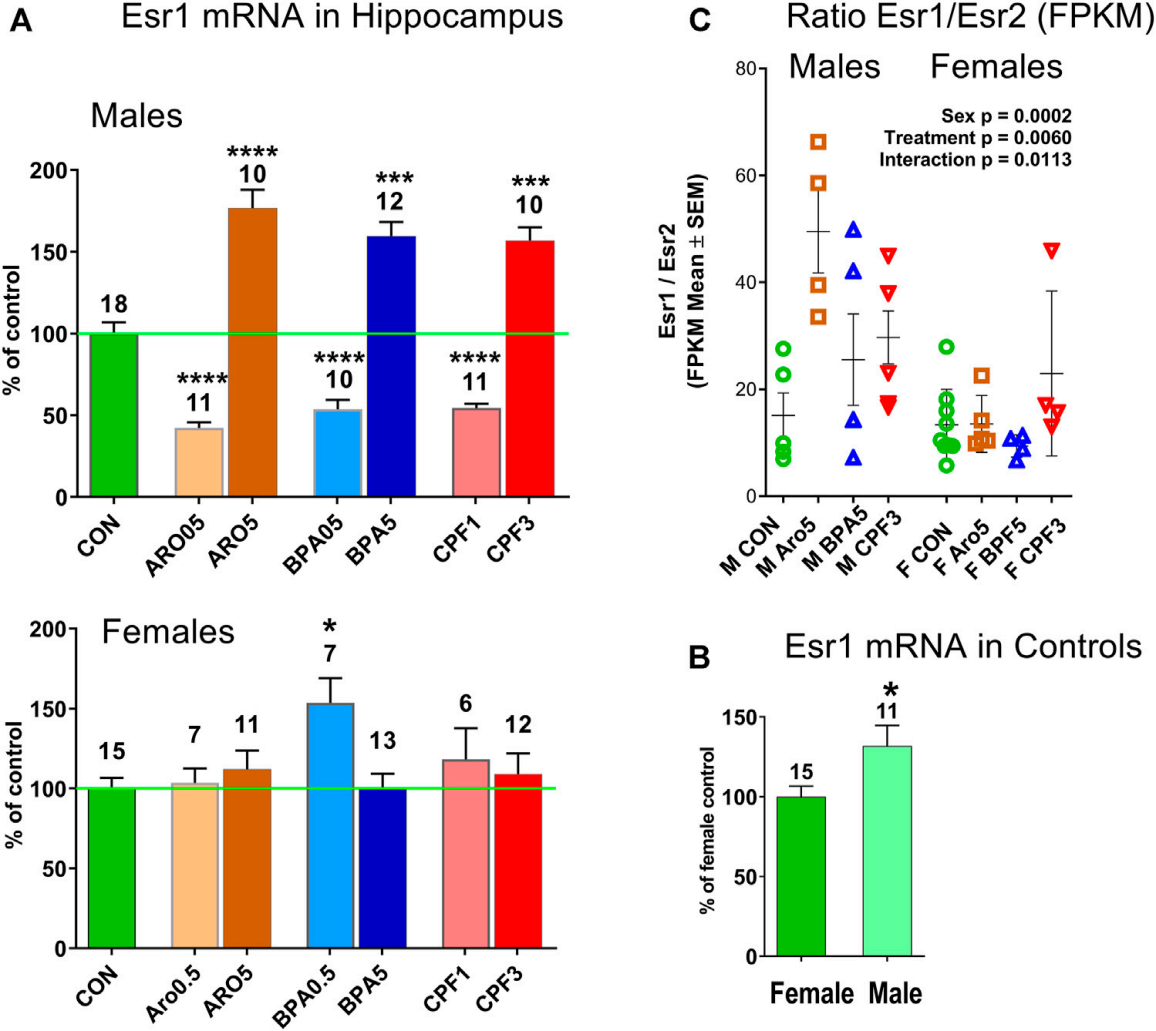
**(A)** Estrogen receptor-alpha (ER-alpha, Esr1) in hippocampus of male and female offspring at postnatal day 6. Quantitative RT PCR, mean ± S.E.M, number of samples. ANOVA, ****p < 0.0001, ***p < 0.001, *p < 0.05. **(B)** Esr1 mRNA level is higher (131.8%) in male than female hippocampus. Quantitative RT PCR, mean ± S.E.M, number of samples. Unpaired *t* test, *p* < 0.05. **(C)** Ratio of ER-alpha (Esr1)/ER-beta (Esr2) in hippocampus of individual male and female offspring is increased in males by treatment with Aro, BPA and CPF at the higher dose level. RNAseq data, FPKM (fragments per kilobase per million reads), two-way ANOVA, treatment p = 0.0060, sex p = 0.0002, interaction treatment x sex p = 0.0113. CON: controls, ARO0.5, ARO5: Aroclor 1254 0.5 mg/kg and 5 mg/kg, BPA0.5, BPA5: bisphenol A 0.5 mg/kg and 5 mg/kg, CPF1, CPF3: chlorpyrifos 1 mg/kg and 3 mg/kg.

### Target Genes of Sox6 and Sexually Dimorphic Responses in Interneurons

The developmental stage studied here corresponds to a period, when Sox6 is involved in differentiation of postmitotic interneuron subtypes, specifically, of medial ganglionic eminence (MGE)-derived parvalbumin (Pvalb)- and somatostatin (Sst)-expressing interneurons (Tricoire et al., 2011; Kelsom and Lu, 2013; Hu et al., 2017). FPKM values of individual hippocampus samples from male offspring of controls and high-dose treatment groups revealed a highly significant inverse correlation between Pvalb and Sox6, whereas no such correlation was seen between individual values of Sox6 and neuronal nitric oxide synthase (Nos1) or between Sox6 and the serotonergic ionotropic receptor Htr3a (Figure 6). 

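Across the 20 pups of Fig. 6, Pearson's r of Sox6 and Pvalb CPM values was −0.616 (permutation p = 0.00263) and Spearman's rho −0.714 (permutation p = 0.00057). Without the 2 pups farthest from the median of Sox6, r was −0.694. All tests of correlation were 2-sided, and over the 3 relations the adjusted p was 0.00789 (Benjamini-Hochberg adjustment of the permutation p of r). With the deviations of these pups from their group means, r was −0.218 (permutation p = 0.352), which neither shows nor excludes a relation within groups among these 20 pups. With all 29 pups, r was −0.460 (permutation p = 0.0101), rho −0.539 (permutation p = 0.00284), the adjusted p 0.0304 over the same family, and r without the 2 farthest pups −0.474. The deviations from group means gave r = −0.420 (permutation p = 0.0231). Within the 9 libraries of form A, all of controls, r was −0.388 (exact permutation p = 0.318) and −0.0141 without the 2 farthest, and within the 21 of form B −0.493 (permutation p = 0.0236). In the 23 females r was −0.165 (permutation p = 0.454). Sox6 and Nos1 had r = 0.353 (permutation p = 0.127) and rho = 0.453 with the pups of Fig. 6. With all pups r was 0.362 (permutation p = 0.0535, adjusted 0.0803 over the 3 relations by Benjamini-Hochberg) and rho 0.462 (permutation p = 0.0128). Without the 2 farthest pups r was 0.289, and within forms A and B it was 0.268 and 0.306. Sox6 and Htr3a had r = −0.116 (permutation p = 0.624) with the pups of Fig. 6 and −0.108 (permutation p = 0.575), rho −0.0764, with all pups. Its sign changed between form A (−0.598) and form B (0.114).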

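In the pups of Fig. 6, the Pvalb/Nos1 ratio of CPM values was 0.542 ± 0.285 (SD, n = 5) in controls, 0.146 ± 0.163 (SD, n = 4) in Aro5, 0.286 ± 0.165 (SD, n = 5) in BPA5 and 0.212 ± 0.159 (SD, n = 6) in CPF3 males. The paper's caption gives 5 to 6 pups per group for this ratio. The 4 Aro5 males matched to Fig. 6B are fewer and need not be all of those plotted for it. The group means were 26.9%, 52.9% and 39.2% of the control mean (2-sided exact permutation tests, p = 0.0397, 0.0952 and 0.0238). With all pups they were 41.1%, 75.8% and 54.0% (2-sided exact permutation tests, p = 0.0232, 0.427 and 0.0667). On the log2 scale the p for CPF3 fell to 0.0415 (exact permutation test). In low-dose males of Aro0.5 the ratio was 281% of that of controls (2-sided exact permutation test, p = 0.0028, adjusted p = 0.0084 over the 3 low doses by Benjamini-Hochberg), and in BPA0.5 165% (p = 0.0573, exact, and 0.0476 on the log2 scale) and CPF1 118% (p = 0.716, exact). Both genes also correlated with a score of thalamic marker genes, in tests chosen after the data had been seen. Over the 41 males, as deviations from group means, log2 Pvalb correlated with the mean of 8 thalamic marker genes at r = 0.817 (permutation p = 1e-05, the smallest value that 100000 permutations give; adjusted p = 2e-05 over 6 relations by Benjamini-Hochberg) and rho = 0.796, and at r = 0.751 without the 2 farthest pups. Within name forms A and B, r was 0.878 and 0.802. Log2 Nos1 correlated with the same score at r = −0.549 (permutation p = 0.00015) and rho = −0.543, −0.517 without the 2 farthest pups, and −0.537 and −0.553 within forms A and B.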

The Pvalb/Nos1 expression ratio (FPKM values) was significantly reduced by Aroclor 1254 and chlorpyrifos, and showed a similar tendency with bisphenol A. Nos1 is expressed by some MGE-derived hippocampal interneurons, but is unaffected by conditional removal of Sox6 (Jaglin et al., 2012). Htr3a is a marker of CGE-derived, Sox6-independent interneurons (Vucurovic et al., 2010; Touzot et al., 2016). 

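Pvalb (gene17916) was at 7.54 ± 3.52 (SD, n = 9) CPM in control males, 3.15 ± 1.92 (SD, n = 6) in Aro5, 5.73 ± 3.21 (SD, n = 7) in BPA5 and 3.98 ± 1.84 (SD, n = 7) in CPF3 males. Log2 fold changes with all pups were −1.21, −0.36 and −0.92 (SE 0.41, 0.38 and 0.39; adjusted p = 0.253, 0.760 and 0.360, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 20 pups of Fig. 6 gave −1.92, −0.64 and −1.24 (adjusted p = 0.0193, 0.604 and 0.138). For Pvalb, 42 alternatives gave adjusted p values (edgeR or DESeq2, Benjamini-Hochberg adjustment) from 0.0193 to 1 in Aro5, 0.533 to 1 in BPA5 and 0.138 to 1 in CPF3.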

Transcriptomics analysis indicated a significant down-regulation of Pvalb by the higher doses of Aroclor 1254 and chlorpyrifos (Table 5), while real time RT PCR analysis of a different set of samples showed significantly reduced Pvalb mRNA levels after the higher doses of Aroclor 1254 and bisphenol A (Figure 3). According to real time RT PCR analysis, the lower dose of the three treatments may also have been active, but the effect did not reach statistical significance (Figure 3). Nos1 was slightly but significantly up-regulated by Aroclor 1254 (Table 5), possibly also by chlorpyrifos (Fdr >0.1). 

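Nos1 was at 18.0 ± 2.79 (SD, n = 9) CPM in control males, and its log2 fold changes were 0.23, 0.15 and 0.18 in Aro5, BPA5 and CPF3 males (SE 0.19, 0.18 and 0.18; adjusted p = 0.696, 0.791 and 0.681) with all pups by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For the pups of Fig. 6 they were 0.39, 0.28 and 0.39 (adjusted p = 0.369, 0.677 and 0.420). Nos1 had adjusted p values from 0.369 to 1 in Aro5, 0.566 to 1 in BPA5 and 0.420 to 1 in CPF3 over 42 alternatives (edgeR or DESeq2, Benjamini-Hochberg adjustment). In Aro0.5 males Nos1 was lower, with a log2 fold change of −0.78 (SE 0.14, adjusted p = 0.0230, same test). Over 31 alternatives (edgeR or DESeq2, Benjamini-Hochberg adjustment) it ran from 0.000212 with DESeq2 to 0.255 with controls of the same route. It was not under 0.05 without any 1 of the 4 Aro0.5 pups (up to 0.232 without 94-3y), CONF N2-2y (0.0525), CONSC 11-4y (0.0511) or CONSC 13-1y (0.0556).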

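Sst was at 50.0 ± 10.2 (SD, n = 9) CPM in control males. It changed by −0.03, 0.02 and 0.02 in log2 with all pups (SE 0.19, 0.18 and 0.18; adjusted p = 0.976, 0.981 and 0.981, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.18, −0.02 and −0.06 (adjusted p = 0.718, 0.991 and 0.933) with the pups of Fig. 6. Adjusted p of Sst over 42 alternatives (edgeR or DESeq2, Benjamini-Hochberg adjustment) ran from 0.717 to 1 in Aro5, 0.848 to 1 in BPA5 and 0.790 to 1 in CPF3.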

Sst expression was not significantly changed (Table 5).

**FIGURE 6:**
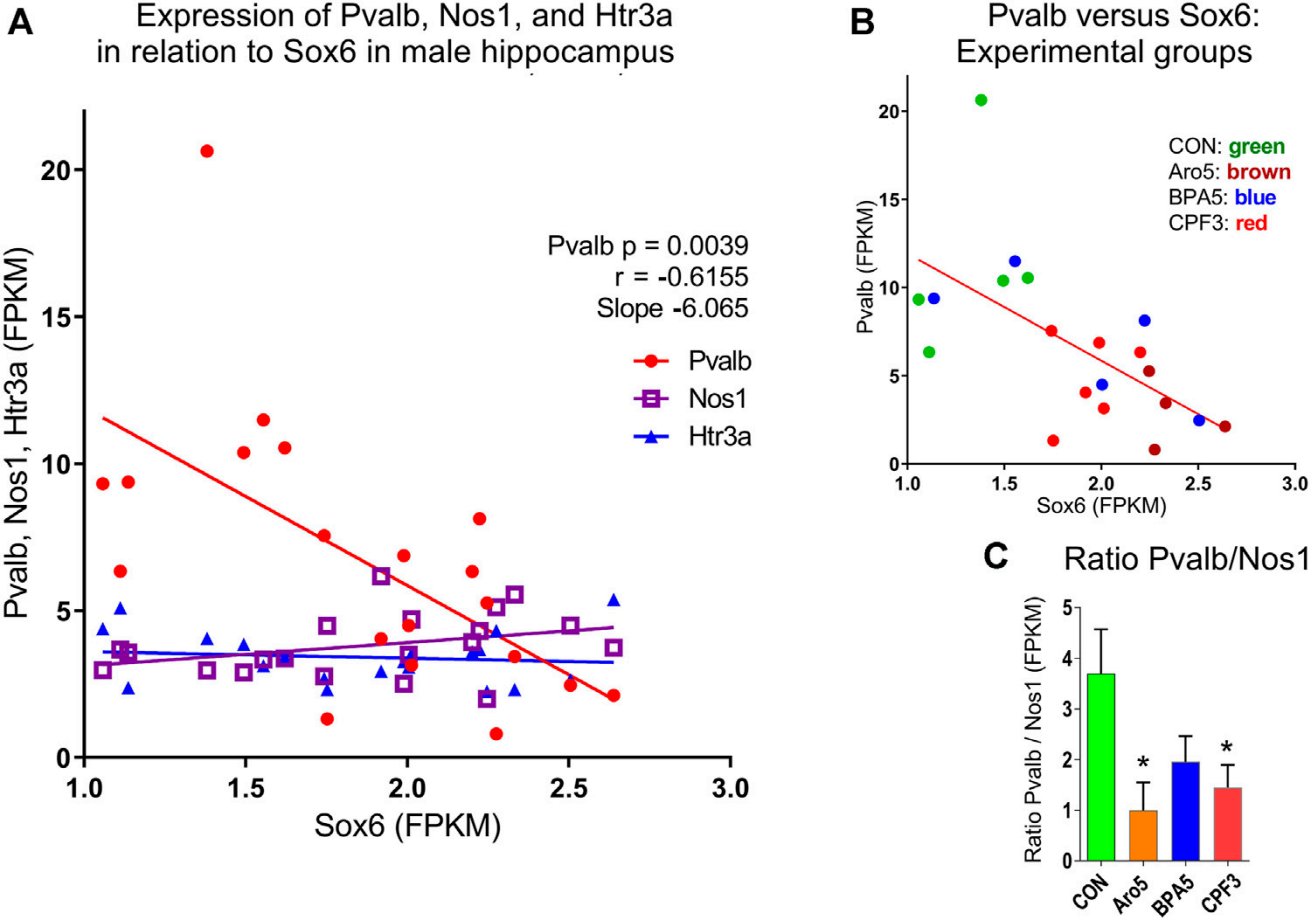
Relationship between Sox6 and interneuron markers expressed in individual hippocampus samples of male offspring at postnatal day 6 (RNAseq data, FPKM values). **(A)** Inverse correlation between expression of Parvalbumin (Pvalb) expressed in medial ganglionic eminence (MGE)-derived interneurons and Sox6, p = 0.0039, r = −0.6155, slope = −6.065. No correlation between Sox6 and levels of neuronal nitric oxide synthase (Nos1) expressed in subgroup of MGE-derived interneurons, or serotonergic ionotropic receptor Htr3a expressed in caudal ganglionic eminence-derived interneurons, both independent of Sox6. **(B)** Correlation between Pvalb and Sox6 with identification of treatment groups. C. Expression ratio of Pvalb/Nos1, mean ± S.E.M, N = 5-6.

**TABLE 5:** Genes involved in development of different types of GABAergic hippocampal interneurons in male offspring (transcriptomics)^a^.

Gene	Aroclor 1254			Bisphenol A			Chlorpyrifos		
	Log ratio	% CON	*p* Value *Fdr* *^b^*	Log ratio	% CON	*p* Value *Fdr* *^b^*	Log ratio	% CON	*p* Value *Fdr* *^b^*
**Medial ganglionic eminence (MGE)-derived interneuron progenitors** ^**c**^ ^**,**^ ^**d**^									
Sox6-dependent^c^									
Pvalb ^e^	−0.5709	67.32	*7.90E-04 7.02E-03*	−0.2607	83.47	*1.31E-01 4.29E-01*	−0.4823	71.58	*5.45E-03 4.75E-02*
Sst	−0.0659	95.53	*6.50E-01 8.06E-01*	−0.0592	95.98	*6.73E-01 8.73E-01*	−0.0583	96.04	*6.70E-01 8.29E-01*
Sox6-independent									
Nos1 (nNOS)	0.3519	127.62	*2.16E-02 8.64E-02*	0.1840	113.60	*2.17E-01 5.43E-01*	0.2889	122.17	*4.70E-02 1.85E-01*
NPY^f^	0.0596	104.21	*7.33E-01 NA*	0.1033	107.42	*5.55E-01 NA*	−0.2525	83.94	*1.49E-01 NA*
**Caudal ganglionic eminence (CGE)- and preoptic area-derived interneuon progenitors** ^**c**^ ^**,**^ ^**d**^									
Sox6-independent									
Calb2 Calretinin	−0.2357	84.93	*1.70E-01 3.60E-01*	−0.0262	98.20	*8.77E-01 9.59E-01*	−0.2895	81.82	*8.48E-02 2.62E-01*
CCK	0.0131	100.91	*9.36E-01 9.69E-01*	0.1012	107.27	*5.27E-01 7.92E-01*	0.2048	115.25	*1.91E-01 4.22E-01*
Htr3a	−0.0782	94.73	*6.09E-01 7.79E-01*	−0.3677	77.50	*1.37E-02 1.25E-01*	−0.2951	81.50	*4.24E-02 1.74E-01*
VIP	0.0874	106.24	*6.13E-01 7.82E-01*	0.1535	111.23	*3.69E-01 6.84E-01*	0.1751	112.90	*3.01E-01 5.44E-01*
Reln	0.1550	111.34	1.44E-01 *3.23E-01*	0.1390	110.11	1.70E-01 *4.88E-01*	0.1958	114.54	4.48E-02 *1.79E-01*

a Hippocampus of female offspring did not show significant changes in Pvalb, Sst, Nos1, NPY, Calb2, Htr3a, CCK, VIP, or Reln.

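In females, 8 of these 9 genes were tested and none had an adjusted p (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) or an unadjusted p under 0.05. Log2 fold changes ranged from −0.13 (Reln) to 0.19 (Pvalb) in Aro5, −0.13 (Htr3a) to 0.24 (Pvalb) in BPA5 and −0.37 (Vip) to 0.34 (Htr3a) in CPF3 females. The SE of the 3 Pvalb values was 0.31, 0.34 and 0.35. Npy had at most 1 count in a control female and could not be tested.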

Pvalb: parvalbumin, Sst: somatostatin, Nos1; neuronal nitric oxid synthase, NPY: neuropeptide Y, Calb2: calbindin 2, CCK: cholecystokinin, Htr3a: serotonergic ionotropic receptor Htr3a, VIP: vasoactive intestinal peptide, Reln: reelin.

b Fdr: False discovery rate.

c Wonders and Anderson, 2006; Gelman et al., 2009; Vucurovic et al., 2010; Tricoire et al., 2011; Jaglin et al., 2012; Kelsom and Lu, 2013; Touzot et al., 2016; Hu et al., 2017.

d Expression levels of Nkx2-1, Dlx1, Dlx2, Dlx5, Dlx6, Lhx6, Lhx8, Gsx1, Gsx2, and Mash1, involved in development of MGE- and/or CGE-derived interneurons (Kelsom and Lu, 2013), were unchanged.

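Log2 fold changes with all male pups in Aro5, BPA5 and CPF3 were −0.44, −0.83 and −0.88 for Nkx2-1, −0.02, −0.22 and −0.07 for Dlx1, 0.40, 0.21 and 0.55 for Dlx2, 0.30, −0.08 and −0.04 for Dlx5 and −0.03, −0.59 and −0.63 for Dlx6. They were 0.04, −0.19 and −0.06 for Lhx6, −0.51, −1.02 and −1.11 for Lhx8 (SE 0.76, 0.74 and 0.75) and 0.28, 0.37 and 0.09 for Gsx1. The adjusted p of each of these genes was at least 0.379 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In females Dlx2 had a log2 fold change of 0.75 in CPF3 (SE 0.22, adjusted p = 0.441 from the same test).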

e Real time RT PCR analysis of Pvalb in Figure 3.

f NPY is expressed in MGE-, CGE-, and POA-derived interneurons (Wonders and Anderson 2006; Gelman et al., 2009; Kelsom and Lu, 2013).

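Npy had no counts in any control or high-dose male and was not tested. Levels in control males were 158.1 ± 35.5 (SD, n = 9) CPM for Calb2, 41.0 ± 11.5 (SD, n = 9) for Cck, 8.22 ± 1.11 (SD, n = 9) for Htr3a, 6.34 ± 2.42 (SD, n = 9) for Vip and 161 ± 14.0 (SD, n = 9) for Reln. Log2 fold changes with all pups were 0.11, 0.36 and 0.59 for Cck in Aro5, BPA5 and CPF3 (SE 0.21, 0.20 and 0.20; adjusted p = 0.893, 0.585 and 0.271, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), −0.01, −0.40 and −0.37 for Htr3a (adjusted p = 0.994, 0.504 and 0.367) and 0.40, 0.43 and 0.32 for Vip (adjusted p = 0.578, 0.594 and 0.604). For Calb2 they were −0.37, 0.02 and −0.27 and for Reln 0.09, 0.09 and 0.16. Of the 8 tested genes of Table 5, 1, 1 and 4 had an unadjusted p under 0.05 with all pups, and 0, 0 and 1 had a p under 0.05 adjusted over the list alone, the latter being Cck in CPF3, named after its value was seen. With the pups of Fig. 6, Cck had −0.09, 0.33 and 0.33 (adjusted p = 0.879, 0.654 and 0.548). For Cck, 42 alternatives gave adjusted p values (edgeR or DESeq2, Benjamini-Hochberg adjustment) from 0.668 to 1 in Aro5, 0.396 to 1 in BPA5 and 0.156 to 1 in CPF3.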

Sox6-independent NPY, expressed in MGE-, CGE-, and preoptic area-derived hippocampal interneurons (Wonders and Anderson, 2006; Gelman et al., 2009; Kelsom and Lu, 2013), as well as markers of CGE-dependent interneurons (Tricoire et al., 2011; Kelsom and Lu, 2013; Touzot et al., 2016), which are Sox6-independent, did not exhibit significant expression changes in male hippocampus (Table 5; *p* < 0.05, Fdr <0.05)). In hippocampus of female offspring, the aforementioned interneuron markers remained unchanged (Supplementary Table S6).

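The response of Pvalb to Aro5 differed between the sexes by −1.38 in log2 (SE 0.53, unadjusted p = 0.0121, adjusted p = 0.407 over all genes, interaction term of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the list of Table 5, 2, 0 and 1 genes had an unadjusted interaction p under 0.05 for Aro5, BPA5 and CPF3, and none a p under 0.05 adjusted over the list alone.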

## Discussion

The PCB mixture Aroclor 1254, bisphenol A, and chlorpyrifos, which exhibit endocrine disrupting properties and partly overlap but also differ in their mechanisms of action and effect patterns, all interfere with development of learning and memory, when administered to rodents during pre- and/or neonatal life (Roegge et al., 2000; Levin et al., 2001, 2002; Widholm et al., 2001; Aldridge et al., 2005; Sugawara et al., 2006; Miyagawa et al., 2007; Colciago et al., 2009; Johnson et al., 2009; Xu et al., 2010; Jašarevic et al., 2011; Turgeman et al., 2011; Chen et al., 2012; Kumar and Thakur, 2014; Johnson et al., 2016). We asked the question whether the three chemicals might share common gene expression patterns and signaling pathways that might be linked with development of hippocampus, which is essential for memory functions. Transcriptomics in hippocampus of postnatal day (PND) 6 revealed significant similar effects of the three chemicals on GO processes related to early neurodevelopment, but only in male offspring. Of particular interest are similar effects of all three chemicals on several Sox and Pou genes involved in cell-autonomous control of development, Sox6, Sox11, Pou2f2/Oct2, and Pou3f2/Brn2. This class of genes seems to represent a new focus with respect to neurodevelopmental effects of EDCs. We are only aware of a report by Gauger et al. (2004), who observed upregulation of Oct1 (Pou2f1) in cerebral cortex of rat fetuses exposed to Aroclor 1254. In PND 6 hippocampus, Oct1 was not affected by Aroclor 1254, but was upregulated by bisphenol A and chlorpyrifos. The fact that all three chemicals affected expression of the four genes of the Sox and Pou families, and in the same manner, suggests that the effect may be relevant to alterations in hippocampus development leading to impaired memory functions. There also were GO processes and genes in developing hippocampus exhibiting differential responses to the three chemicals (Supplementary Table S4).

The higher dose of the three chemicals, leading to upregulation of Sox6, Sox11, Pou2f2/Oct2, and Pou3f2/Brn2 mRNAs, corresponds to a level impairing learning and memory in rodent offspring (Roegge et al., 2000; Levin et al., 2001, 2002; Widholm et al., 2001; Aldridge et al., 2005; Sugawara et al., 2006; Miyagawa et al., 2007; Johnson et al., 2009; Xu et al., 2010; Jašarevic et al., 2011; Turgeman et al., 2011; Chen et al., 2012; Kumar and Thakur, 2014; Johnson et al., 2016). Transciptomics analysis of the low-dose groups did not yield significant results, possibly because of high inter-individual variability (false discovery rates above 0.05). Yet, real time RT PCR analysis of Sox6, Sox11, and Pou2f1/Oct1 showed an analogous upregulation of mRNA levels by bisphenol A (but not Aroclor 1254 or chlorpyrifos) also at the lower dose level, which is about 10 times higher than the lowest levels consistently found to affect memory development in rodents (Nakamura et al., 2012; Kumar and Thakur, 2014, see Supplementary Table S1).

Transcriptomics revealed a marked sex difference: None of the aforementioned genes showed an expression change in female hippocampus. In the case of Sox6, a sexually dimorphic effect of the three chemicals on miR-24 may play a role. The notion of a link between ER-alpha, miR-24, and Sox6, indicated by our network analyses, postulating an effect of ER-alpha activation on miR-24 on the one hand, and a suppressive effect of miR-24 on Sox6 expression on the other hand, was based on data from non-neural human cell lines and mouse pancreatic beta cells (Maillot et al., 2009; Melkman-Zehavi et al., 2011; Ferraro et al., 2012; Klinge, 2012). In line with this concept, all three chemicals caused a decrease in miR-24-3p and an increase in Sox6 mRNA level in male hippocampus. The inverse correlation between miR-24-3p and Sox6 mRNA level of individual samples was highly significant (p = 0.0097), suggesting an interaction of miR-24-3p with Sox6 in the same cell. In mammalian cells, mRNA levels reflect the action of microRNAs (Guo et al., 2010). In female hippocampus, both, miR-24-3p and its potential target Sox6 were unchanged, indicating a sex difference in responsiveness of miR-24-3p. miR-24 has recently been reported to exhibit sex-dependent responses to diethylhexylphthalate, with suppression in male and induction in female hippocampus (Luu et al., 2017). Hormone-sensitive microRNAs may represent an important novel target of EDCs in developing brain.

ER-alpha also exhibited sex differences in baseline expression levels and response to treatment. In keeping with earlier data of the same postnatal stage (Ivanova and Beyer, 2000), control ER-alpha mRNA levels were higher in males than females. The increased ER-alpha expression caused by the higher dose level of the three chemicals in males corresponds to the effect of estrogen observed in neonatal rat hippocampal slices of undefined sex (Rune et al., 2002). It resulted in a sex-specific increase of the ER-alpha/ER-beta ratio in males. Provided the expression change was reflected at protein level, this effect might have facilitated estrogenic actions of bisphenol A, PCBs or their metabolites, and chlorpyrifos (Hazarika et al., 2020). Yet, the inverse dose-response exhibited by ER-alpha in males and, in the case of 0.5 mg/kg bisphenol A, also in females, makes a direct link to the changes in downstream genes doubtful. Because of insufficient tissue material, analysis of miR-24-3p was not possible in the low-dose groups. However, neither Sox6, the presumed target of miR-24-3p, nor its downstream target Pvalb, showed an inverse dose-response. Rather, we consider the changes in ER-alpha as parallel events; estrogenic actions would also be possible at baseline ER-alpha levels.

The basis for the general low responsiveness of genes in female hippocampus at PND 6 remains unclear. EDCs are known to influence hippocampal structures in both sexes, but data on the first postnatal week are scarce. Ten out of 11 publications reviewed by Rebuli and Patisaul (2016) and a microarray analysis (Royland et al., 2008) reporting neonatal data, were limited to males or did not distinguish between sexes, and the gene expression study in neonatal females perinatally exposed to bisphenol A included only that sex (Facciolo et al., 2005). At PND 6, certain developmental processes in hippocampus are more advanced in females, as indicated by the higher expression ratio of KCC2/NKCC1, that governs the switch of excitatory to inhibitory action of GABA (Nuñez and McCarthy, 2007; Watanabe and Fukuda, 2015). The three chemicals did not affect the KCC2/NKCC1 ratio, thus, did not appear to change the development stage reached by the females, but the sensitivity of hippocampus to treatment effects may have differed between the developmental stages reached by females and males. In marked contrast to males, gene expression in PND 6 females showed high false discovery rates of the majority of genes, suggesting a combination of high inter-individual variability and small magnitude of gene expression changes. A possible role of developmental stage is indicated by the report of Levin and coworkers (2001, 2002) that memory function was impaired by chlorpyrifos after treatment between postnatal days 1–4 in male rats and after treatment between gestational days 17–20 in females.

The differences in susceptibility of neonatal hippocampus in male and female offspring could also result from specific sex differences in estrogenic mechanisms. Expression of both estrogen receptors is higher in males than females (Ivanova and Beyer, 2000), and analyses of cell proliferation suggest that the hippocampus of male rat neonates may be more sensitive to a weak activation of estrogenic mechanisms (Bowers et al., 2010). The fact that developmental hippocampus is able of *de novo* synthesis of sex steroids (Amateau et al., 2004; Kretz et al., 2004; Nuñez and McCarthy, 2009), and at the same time, may as well be influenced by circulating steroid hormones, complicates an interpretation of EDC effects. At peripubertal stage, there again are prominent effects of prenatal exposure to EDCs in male rat offspring, such as changes in expression and DNA methylation of BDNF (brain-derived neurotrophic factor) after prenatal bisphenol A exposure (Kundakovic et al., 2015), but gene expression changes have also been observed in female hippocampus at that stage, specifically, genes related to serotonin turnover, after the same treatment (Matsuda et al., 2013). Adult female hippocampus shows distinct, estradiol-dependent, gene expression changes during the estrous cycle (Iqbal et al., 2020), illustrating estrogen-sensitivity of hippocampal genes in the female at later life stages.

Investigations of memory functions in adult rodent offspring of both sexes perinatally exposed to one of the three chemicals show a heterogeneous picture with effects only in males or females, or differential or similar effects in males and females (Supplementary Table S1). In children, two studies reported a link between prenatal bisphenol A exposure and preferential impairment of cognitive functions in boys (Braun et al., 2017; Bornehag et al., 2021). A higher susceptibility of boys has also been observed with respect to other types of behaviors in relation to prenatal phthalate exposure (Engel et al., 2010). Many investigations do not report differences between boys and girls (e.g., Boucher et al., 2009, PCBs). One reason for the difficulty to associate hormone-regulated effects in developing hippocampus with behavioral outcome in adulthood could be that the behavioral parameters are not sufficiently detailed. Sex-dependent features of adult hippocampal function result from the activity of hormone-sensitive genes at multiple developmental stages, and, in addition, are influenced by circulating as well as locally synthetized sex steroids in a stage-dependent manner. This cannot be understood along a scheme of sexual brain differentiation leading to either male-or female-type behaviours, but rather, may lead to a mosaic of multiple functional processes in hippocampus, as well as in cortical and subcortical regions interacting with hippocampus, that are more or less influenced by sex steroids during development.

The change in Sox6 expression in male hippocampus was accompanied by an expression change of the Sox6-regulated Pvalb gene. Sox6 exerts different functions depending on developmental stage. It maintains stemness of neural precursor/progenitor cells (Ohta et al., 2013) and oligodendrocyte progenitors (Baroti et al., 2016), and, at later stages, plays a role in specification of cortical and hippocampal interneurons (Batista-Brito et al., 2009; Tricoire et al., 2011; Kelsom and Lu, 2013). Specifically, Sox6 regulates subtype determination MGE-derived postmitotic interneurons by suppressing differentiation of parvalbumin expressing interneurons and inducing differentiation of somatostatin expressing interneurons (Hu et al., 2017). The highly significant (p = 0.0039) inverse correlation between Sox6 and Pvalb indicates that the increased expression of Sox6 was functionally effective to downregulate Pvalb expression at the level of individual hippocampus samples. No relationship was seen between levels of Sox6 and of Nos1 (nNos), which is expressed by MGE-derived interneurons but is Sox6-independent in hippocampus (Jaglin et al., 2012), and between Sox6 and Htr3a, a marker of CGE-derived interneurons (Vucurovic et al., 2010). Developmental exposure to the three chemicals thus appeared to elicit a cascade of events involving a specific interneuron subtype in male but not female hippocampus, with downregulation of miR-24, upregulation of Sox6, and downregulation of Pvalb. There were no expression changes of markers of CGE-derived interneurons, or genes expressed by MGE-derived interneurons but not regulated by Sox6. An imbalance between interneurons is indicated by an increased Pvalb/Nos1 expression ratio. In the absence of morphological data, we do not know whether this represents a change in the number of Pvalb expressing cells, or in intracellular level of Pvalb mRNA. Since it had not been possible to perform perfusion-fixation, we tried to do immunocytochemistry on cryostat sections of brains frozen on dry-ice, but because of the ice crystals formed during freezing, tissue quality turned out to be insufficient for morphometric analysis. If the number of Pvalb interneurons was affected, this might disturb the balance between Pvalb interneurons (fast spiking basket cells and axo-axonic chandelier cells) (Donato et al., 2013), and other types of interneurons.

Our investigation revealed yet another target mechanism, by which hippocampal interneuron development may be disturbed: Expression of Nrg1 and its receptor Erbb4, which control interneuron migration (Faux et al., 2012), was altered, Nrg1 by Aroclor 1254 and bisphenol A, Erbb4 by the PCB mixture and chlorpyrifos. Thus, hippocampal interneuron development emerges as a potentially important target of EDCs.

## Conclusion and Regulatory Perspectives

Our investigation disclosed a potential role of genes of the Sox and Pou families involved in cell-autonomous regulation of development, which so far seem to have received little attention in neurodevelopmental effects of EDCs. These genes were found to be indirect but common targets of three different EDCs known to impair hippocampal functions in adult offspring, suggesting that they occupy a central position in the pathogenetic process leading to adverse behavioral outcome. At the developmental stage studied, these genes exhibited a marked sexual dimorphism. In the case of Sox6, the sex difference was correlated with sex-dependent regulation of miR-24. This underscores the potential relevance of microRNAs in developmental effects of EDCs. Developing interneurons were found to represent an important EDC target, as demonstrated by the inverse correlation between mRNA expression levels of Sox6 and of parvalbumin, the marker of a Sox6-regulated subpopulation of hippocampal interneurons. A role of interneurons in developmental effects of EDCs is further suggested by expression changes of Nrg1 and its receptor Erbb4, regulating interneuron migration. It is evident that our descriptive findings need to be further corroborated by mechanistic studies analyzing the proposed EDC–miR–target gene interactions at the cellular level, and by morphological analyses of interneuron populations.

There is a great need to better link *in vitro* models designed for regulatory purposes, with adverse outcomes *in vivo*. Omics data could represent such links, but for that purpose, we need more information on the relationship between effects of EDCs on molecular processes during early stages of brain development, and delayed adverse outcome, because *in vitro* models focus on early developmental processes. Information on omics obtained at later postnatal and adult stages is of interest for the interpretation of functional alterations, but such analyses miss effects on early possible targets such as morphogenetic genes, which are visible only during restricted time-windows. Transcriptomics represents only one part of the approach. Since gene expression patterns change continuously throughout ontogeny, transcriptomics analyses provide information on signaling pathways targeted by a chemical at a given developmental stage, which can then be compared to *in vitro* systems, and they disclose potential target genes that could be studied by epigenetics. It is the information obtained with such a combined approach, complemented by metabolomics, which should increase the predictive value of *in vitro* and *in vivo* models.

## Preliminary Reports

Preliminary reports were presented at Copenhagen Workshop on Endocrine Disrupters (COW 2017), Copenhagen, 2–5 May 2017, EUROTOX 2017, Bratislava, 10–13 September 2017, and 10th International Meeting on Steroids and Nervous System, Torino, Italy, 16–20 February 2019.

## Data Availability

The RNAseq data have been uploaded to GEO/ENA, ID: GSE180054.

# Supplementary material for: Converging Effects of Three Different Endocrine Disrupters on Sox and Pou Gene Expression in Developing Rat Hippocampus: Possible Role of microRNA in Sex Differences
**Source:** Front Genet. 2021 Nov 11;12:718796. doi: 10.3389/fgene.2021.718796
**Supplement:** Supplementary file 1

| Supplemental Table 1. Literature data used for dose selection |               |                            |                     |                       |             |                            |                                                                  |                       |
|---------------------------------------------------------------|---------------|----------------------------|---------------------|-----------------------|-------------|----------------------------|------------------------------------------------------------------|-----------------------|
| Compound                                                      | Species Route | Treatment period           | Doses studied mg/kg | Effective doses mg/kg | Sex studied | Sex affected               | Effects on learning/memory or anxiety                            | Reference             |
| <b>PCB Mixture: Aroclor 1254</b>                              |               |                            |                     |                       |             |                            |                                                                  |                       |
| Aroclor 1254                                                  | Mouse oral    | GD6 - PND20 every 3 days   | 6, 18, 54           | 18                    | M           | M                          | Morris water maze                                                | Sugawara et al., 2006 |
| Aroclor 1254                                                  | Rat oral      | GD6 - PND21                | 6                   | 6                     | MF          | M                          | Radial arm maze                                                  | Roegge et al., 2000   |
| Aroclor 1254                                                  | Rat oral      | GD6 - PND21                | 6                   | 6                     | MF          | MF differentially affected | Reversal learning                                                | Widholm et al., 2001  |
| Aroclor 1254                                                  | Rat oral      | GD6 - PND21                | 6                   | 6                     | M           | M                          | Long-term potentiation positive. Morris water maze negative      | Gilbert et al., 2000  |
| PCB52, 138, 180                                               | Rat oral      | GD7 - PND21                | 1                   | 1                     | MF          | MF                         | Y maze                                                           | Boix et al., 2010     |
| PCB126 + 138 + 153 + 180                                      | Rat s.c.      | GD15 – PND21               | 10                  | 10                    | MF          | M                          | Passive avoidance learning positive. Morris water maze negative  | Colciago et al., 2009 |
| Aroclor 1254                                                  | Rat oral      | GD6 - PND21                | 6                   | Ineffective           | MF          | No M+F data combined       | Operant conditioning negative                                    | Taylor et al., 2002   |
| <b>Bisphenol A</b>                                            |               |                            |                     |                       |             |                            |                                                                  |                       |
| Bisphenol A                                                   | Mouse oral    | Mating – PND21             | 160, 0.0024         | 160, 0.0024           | M           | M                          | Passive avoidance retention (No dose-response). Anxiety negative | Miyagawa et al. 2007  |
| Bisphenol A                                                   | Mouse oral    | 2 wk before mating – PND21 | 8                   | 8                     | MF          | M                          | Barnes spatial maze                                              | Jasarevic et al. 2011 |
| Bisphenol A                                                   | Mouse oral    | GD7 – PND21                | 0.5, 5, 50          | 5                     | M           | M                          | Morris water maze                                                | Xu et al. 2010        |
| Bisphenol A                                                   | Mouse oral    | GD7-20 as well as PND1-14  | 0.4, 4              | 4                     | MF          | MF                         | Anxiety (elevated plus maze)                                     | Xu et al. 2012        |

|                     |                         |                              |                    |              |    |                            |                                                                             |                       |
|---------------------|-------------------------|------------------------------|--------------------|--------------|----|----------------------------|-----------------------------------------------------------------------------|-----------------------|
| Bisphenol A         | Rat oral                | GD6-GD22 + pups PND1 – PND21 | 0.0025, 0.025, 2.5 | 2.5          | MF | MF differentially affected | Barnes maze                                                                 | Johnson et al. 2016   |
| Bisphenol A         | Rat oral drinking water | GD0 – PND21                  | 1.5                | 1.5          | MF | MF                         | Loss of sex difference in open field time and in passive avoidance behavior | Kubo et al., 2001     |
| Bisphenol A         | Mouse oral              | GD3 – GD21                   | 0.2                | 0.2          | F  | F                          | Anxiety (elevated plus maze). Radial-arm maze and Barnes maze negative      | Ryan et al. 2006      |
| Bisphenol A         | Mouse oral              | GD7 – PND21                  | 0.05               | 0.05         | M  | M                          | Morris water maze                                                           | Kumar et al., 2014    |
| Bisphenol A         | Mouse s.c.              | GD10 – PND20                 | 0.00025            | 0.00025      | MF | M                          | Anxiety (Open field)                                                        | Matsuda et al., 2012  |
| Bisphenol A         | Mouse s.c.              | GD0 – PND21                  | 0.02               | ineffective  | MF | No                         | Morris water maze negative. Anxiety negative                                | Nakamura et al., 2012 |
| Bisphenol A         | Rat oral                | GD6–GD21 + pups PND1 – PND21 | 0.025, 0.0025      | ineffective  | MF | No                         | Morris water maze negative, Barnes spatial maze negative                    | Ferguson et al. 2012  |
| Bisphenol A         | Rat oral drinking water | GD0 – PND21                  | 0.015              | ineffective  | MF | No                         | Passive avoidance negative. Anxiety negative                                | Fujimoto et al. 2006  |
| <b>Chlorpyrifos</b> |                         |                              |                    |              |    |                            |                                                                             |                       |
| Chlorpyrifos        | Mouse s.c.              | GD9 – GD18                   | 3                  | 3            | MF | MF                         | Morris water maze                                                           | Turgeman et al. 2011  |
| Chlorpyrifos        | Rat s.c.                | GD17 - GD20                  | 1, 5               | 1, 5 (1 ≅ 5) | MF | F                          | Radial maze                                                                 | Levin et al. 2002     |
| Chlorpyrifos        | Rat s.c.                | PND1 – PND4                  | 1, 5               | 1, 5 (1 ≅ 5) | MF | M                          | Radial maze                                                                 | Levin et al. 2001     |
| Chlorpyrifos        | Rat s.c.                | PND1 – PND4                  | 1                  | 1            | MF | M                          | Radial maze                                                                 | Aldridge et al. 2005  |
| Chlorpyrifos        | Mouse s.c.              | GD17 – GD20                  | 0.1, 5             | 0.1, 5       | MF | F                          | Foraging maze positive. Radial maze negative                                | Haviland et al. 2010  |
| Chlorpyrifos        | Mouse s.c.              | GD13 – GD 17                 | 1, 5               | 5            | MF | M                          | T maze lose-shift errors                                                    | Chen et al., 2012     |

|              |            |              |           |             |    |                      |         |                        |
|--------------|------------|--------------|-----------|-------------|----|----------------------|---------|------------------------|
| Chlorpyrifos | Mouse oral | GD15 – PND14 | 0.2, 1, 5 | 1, 5        | F  | F                    | Anxiety | Braquenier et al. 2010 |
| Chlorpyrifos | Rat oral   | GD6 – PND10  | 0.3, 5    | ineffective | MF | No M+F data combined | T maze  | Maurissen et al. 2000  |

## References

- |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <p>Aldridge et al. Environ. Health Perspect. 113:527–531 (2005)</p> <p>Boix et al. Neurosci. 167 : 994 –1003 (2010)</p> <p>Braquenier et al. Neurotoxicol. Teratol. 32 : 234–239 (2010)</p> <p>Chen et al., Brain Res. 1474 : 19-28 (2013)</p> <p>Colciago et al. Toxicol. Appl. Pharmacol. 239 : 46–54 (2009)</p> <p>Ferguson et al. Neurotoxicol. Teratol. 34: 598-606 (2012)</p> <p>Fujimoto et al. Brain Res. 1068 : 49-55 (2006)</p> <p>Gilbert et al. Toxicol. Sci. 57 : 102-111 (2000)</p> <p>Haviland et al. Reprod. Toxicol. 29 : 74–79 (2010)</p> <p>Jasarevic et al. PNAS 108 : 11715–11720 (2011)</p> <p>Johnson et al. Horm. Behav. 80 : 139-148 (2016)</p> <p>Kubo et al. Neurosci. Lett. 304 : 73-76 (2001)</p> <p>Kumar et al. PLoS ONE 9(10): e110482.<br/>doi:10.1371/journal.pone.0110482</p> <p>Levin et al. Dev. Brain Res. 130 : 83–89 (2001)</p> | <p>Levin et al. Neurotoxicol. Teratol. 24 : 733-741 (2002)</p> <p>Matsuda et al. Progr. Neuro-Psychopharmacol. Biol. Psychiat. 39 : 273-279 (2012)</p> <p>Maurissen et al. Toxicol. Sci. 57 : 250-263 (2000)</p> <p>Miyagawa et al. Neurosci. Lett. 418 : 236–241 (2007)</p> <p>Nakamura et al. Brain and Devel. 34 : 57-63 (2012)</p> <p>Roegge et al. Toxicol. Sci. 57 : 121-130 (2000)</p> <p>Ryan et al. Horm. Behav. 50 : 85–93 (2006)</p> <p>Sugawara et al. Arch. Toxicol. 80: 286–292 (2006)</p> <p>Taylor et al. Neurotoxicol. Teratol. 24 : 511-518 (2002)</p> <p>Turgeman et al. J. Neurosci. Res. 89:1185–1193 (2011)</p> <p>Widholm et al. Toxicol. Appl. Pharmacol. 174 : 188–198 (2001)</p> <p>Xu et al. Horm. Behav. 58 : 326–333 (2010)</p> <p>Xu et al. Horm. Behav. 62 : 480-490 (2012)</p> |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

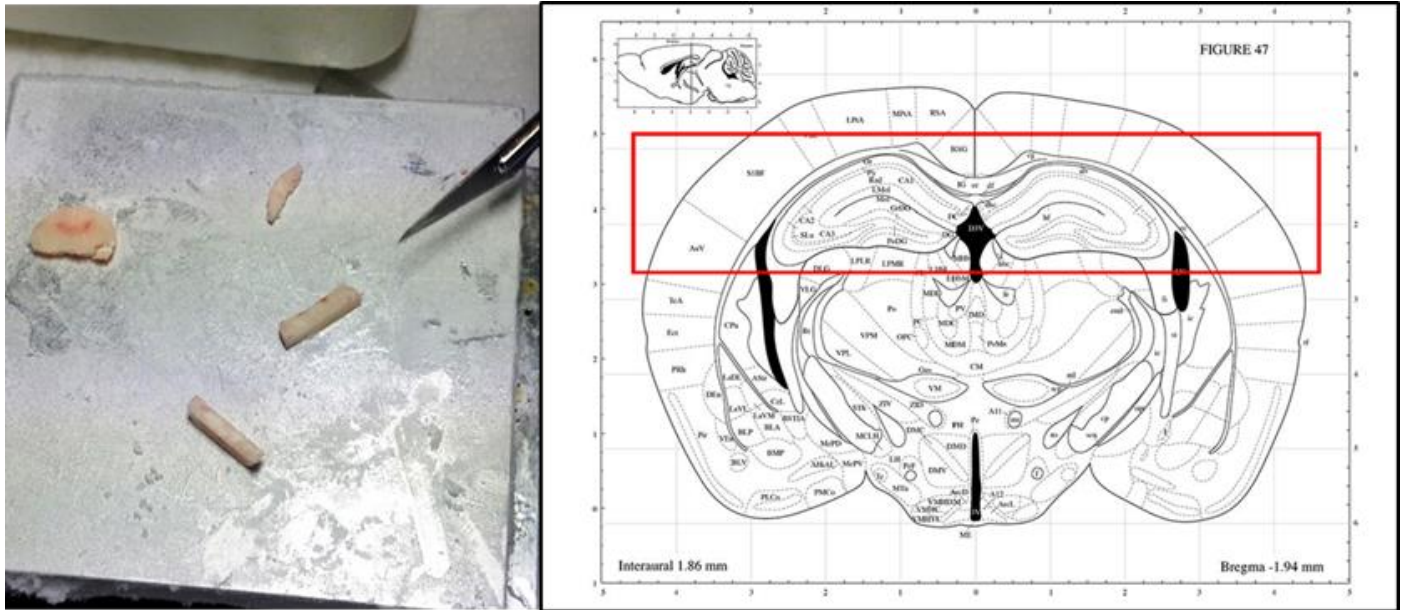

Supplemental Fig. 1. Left side: Frontal 1.0 mm thick slice of rat brain at postnatal day 6, cut at a level immediately posterior to the optic chiasm in a stainless steel rat brain matrix (Zivic Instruments) cooled to below  $-10^{\circ}\text{C}$  by dry ice. Rectangular tissue piece comprising hippocampus plus laterally adjacent cortical tissue (Right side: red square) dissected under microscopic control on stainless steel plate cooled by Pelletier element ( $-10^{\circ}\text{C}$ ).

# Supplemental Table 2. RNA-seq: Adapter sequences

Oligonucleotide sequences for TruSeq™ RNA and DNA Sample Prep Kits

TruSeq Universal Adapter

5' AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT

TruSeq™ Adapters

TruSeq Adapter, Index 1

5' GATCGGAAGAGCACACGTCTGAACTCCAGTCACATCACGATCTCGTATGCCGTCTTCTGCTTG

TruSeq Adapter, Index 2

5' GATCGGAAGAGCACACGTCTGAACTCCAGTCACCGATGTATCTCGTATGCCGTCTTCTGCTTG

TruSeq Adapter, Index 3

5' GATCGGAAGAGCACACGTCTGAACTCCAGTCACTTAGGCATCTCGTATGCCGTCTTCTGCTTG

TruSeq Adapter, Index 4

5' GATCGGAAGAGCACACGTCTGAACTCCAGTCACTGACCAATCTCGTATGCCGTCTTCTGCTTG

TruSeq Adapter, Index 5

5' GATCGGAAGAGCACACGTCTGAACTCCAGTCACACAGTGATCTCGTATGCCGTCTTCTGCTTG

TruSeq Adapter, Index 6

5' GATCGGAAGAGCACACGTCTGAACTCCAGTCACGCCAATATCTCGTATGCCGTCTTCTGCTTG

TruSeq Adapter, Index 7

5' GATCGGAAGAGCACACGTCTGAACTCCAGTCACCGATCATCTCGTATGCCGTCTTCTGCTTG

TruSeq Adapter, Index 8

5' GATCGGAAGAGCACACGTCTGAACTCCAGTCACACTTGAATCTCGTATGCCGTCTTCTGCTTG

TruSeq Adapter, Index 9

5' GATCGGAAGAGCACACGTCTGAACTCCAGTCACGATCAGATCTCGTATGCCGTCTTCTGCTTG

TruSeq Adapter, Index 10

5' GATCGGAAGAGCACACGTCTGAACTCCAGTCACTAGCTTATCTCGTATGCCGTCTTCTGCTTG

TruSeq Adapter, Index 11

5' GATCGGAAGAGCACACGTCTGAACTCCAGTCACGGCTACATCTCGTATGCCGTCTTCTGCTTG

TruSeq Adapter, Index 12

5' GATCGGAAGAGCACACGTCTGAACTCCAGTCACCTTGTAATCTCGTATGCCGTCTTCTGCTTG

TruSeq Adapter, Index 13

5' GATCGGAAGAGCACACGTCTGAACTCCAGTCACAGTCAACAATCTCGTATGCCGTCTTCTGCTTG

TruSeq Adapter, Index 14

5' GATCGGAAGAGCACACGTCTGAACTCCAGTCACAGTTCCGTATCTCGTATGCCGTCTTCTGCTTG

TruSeq Adapter, Index 15

5' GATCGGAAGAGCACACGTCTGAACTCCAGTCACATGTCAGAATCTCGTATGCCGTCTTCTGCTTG

TruSeq Adapter, Index 16

5' GATCGGAAGAGCACACGTCTGA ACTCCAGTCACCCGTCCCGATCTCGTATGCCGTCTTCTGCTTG

TruSeq Adapter, Index 18 4

5' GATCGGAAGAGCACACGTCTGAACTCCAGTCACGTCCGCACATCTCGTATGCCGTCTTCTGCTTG

TruSeq Adapter, Index 19

5' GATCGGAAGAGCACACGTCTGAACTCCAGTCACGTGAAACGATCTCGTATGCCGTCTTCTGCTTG

TruSeq Adapter, Index 20

5' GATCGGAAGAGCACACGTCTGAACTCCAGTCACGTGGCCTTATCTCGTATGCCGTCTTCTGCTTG

TruSeq Adapter, Index 21

5' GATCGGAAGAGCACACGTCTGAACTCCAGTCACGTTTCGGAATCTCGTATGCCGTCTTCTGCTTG

TruSeq Adapter, Index 22

5' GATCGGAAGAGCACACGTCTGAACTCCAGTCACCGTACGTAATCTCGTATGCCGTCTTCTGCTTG

TruSeq Adapter, Index 23

5' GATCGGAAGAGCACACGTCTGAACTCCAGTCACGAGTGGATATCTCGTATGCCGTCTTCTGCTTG

TruSeq Adapter, Index 25

5' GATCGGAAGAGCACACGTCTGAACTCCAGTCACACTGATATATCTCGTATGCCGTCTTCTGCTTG

TruSeq Adapter, Index 27

5' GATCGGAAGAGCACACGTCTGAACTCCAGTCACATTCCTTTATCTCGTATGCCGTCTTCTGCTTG

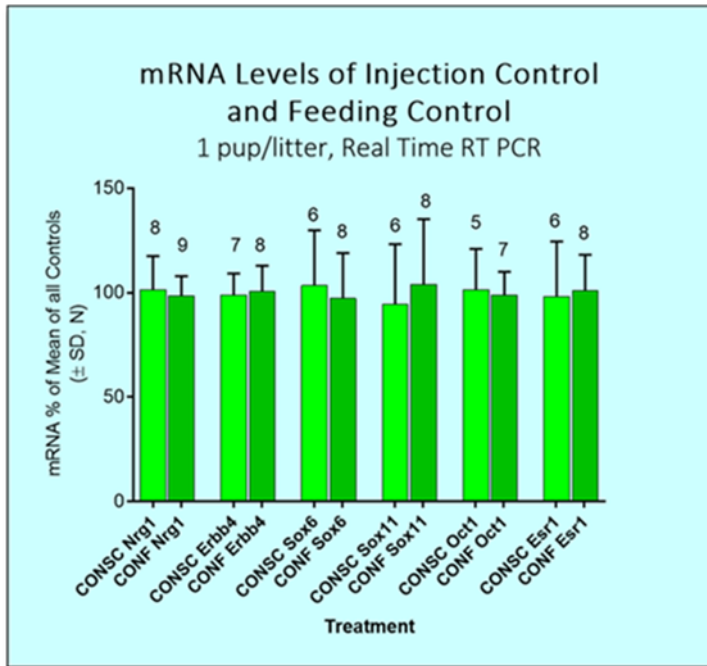

Supplemental Fig. 2. mRNA expression levels of 6 target genes (Nrg1, ErbB4, Sox6, Sox11, Oct1, Esr1) determined by Real Time RT PCR in injection controls (CONSC) and feeding controls (CONF). Mean  $\pm$  SD of 5-9 samples taken from different litters, and number of litters.

| Supplemental Table 3. Sequences of primers and TaqMan probes used for real time RT PCR, with NCBI-Accession Numbers |                   |                                                                                                                                   |
|---------------------------------------------------------------------------------------------------------------------|-------------------|-----------------------------------------------------------------------------------------------------------------------------------|
| Parvalbumin (Pvalb)<br>NM_022499                                                                                    | FP<br>RP<br>Probe | 5'-GCT TCA TTG AGG AGG ATG AG-3'<br>5'-CCA GAG TGG AGA ATT CTT CAA C-3'<br>5'-TCC TTG TCT CCA GCA GCC A-3'                        |
| Estrogen receptor 1 (Esr1)<br>NM_012689                                                                             | FP<br>RP<br>Probe | 5'-GGC TTT GGG GAC TTG AAT C-3'<br>5'-CCT TGA TTC CTG TCC AAG AG-3'<br>5'-TCA CCT TCT GGA GTG TGC CT-3'                           |
| SRY-box transcription factor 11 (Sox11)<br>NM_053349                                                                | FP<br>RP<br>Probe | 5'-ACC TCA TGT TCG ACC TGA-3'<br>5'-GCT GAA GGA ATC CAG GTC-3'<br>5'-CAC CAG CGA CAG GGA CAG GTT CC-3'                            |
| SRY-box transcription factor 6 (Sox6)<br>NM_001024751                                                               | FP<br>RP<br>Probe | 5'-GCA AGA ACA GAT CGC AAG AC-3'<br>5'-CCC TGA ACC TGC TGG ATC-3'<br>5'-CAG CAG CAA CCT TCT ACA GCA GCA GCA C-3'                  |
| Erb-b2 receptor tyrosine kinase 4 (ErbB4)<br>NM_021687                                                              | FP<br>RP<br>Probe | 5'- CAA CGG CTG AGA TGT TTG ATG A -3'<br>5'- ACC TCT GAG TGC TAC TGT CCT CTT G -3'<br>5'- CCT GCT GTA ATG GTA CCC TGC GAA AGC -3' |
| Neuregulin 1(Nrg1)<br>NM_001271130                                                                                  | FP<br>RP<br>Probe | 5'-GTG GTC GGC ATC ATG TGT GT-3'<br>5'-CGA AGC CGA TCA TGA AGC TT-3'<br>5'-TAC TGC AAA ACC AAG AAG CAG CGG CA-3'                  |
| POU class 2 homeobox 1 (Pou2f1)<br>NM_001100639                                                                     | FP<br>RP<br>Probe | 5'-GCT CAA TCT TTA AAT GTA CAG TCT A-3'<br>5'-CAG TGT GAG CCC AGT TAT C-3'<br>5'-AGA TTC GCA GCA GTC AAG CCA GC-3'                |

Supplemental Table 4. Enrichment by gene ontology processes in hippocampus of male rat offspring: Significant difference from control group (p < 0.01, threshold 0.5; MetaCore)

|                 |                                               |       | <b>Aroclor 1254</b><br>5 mg/kg |           |         | <b>Bisphenol A</b><br>5 mg/kg |           |         | <b>Chlorpyrifos</b><br>3 mg/kg |           |         |
|-----------------|-----------------------------------------------|-------|--------------------------------|-----------|---------|-------------------------------|-----------|---------|--------------------------------|-----------|---------|
| # <sup>1)</sup> | GO Process                                    | Total | p-value                        | FDR       | In Data | p-value                       | FDR       | In Data | p-value                        | FDR       | In Data |
| 1               | nervous system development                    | 3138  | 1.397E-22                      | 8.558E-19 | 144     | 2.751E-08                     | 7.777E-05 | 41      | 5.758E-14                      | 2.608E-10 | 79      |
| 2               | behavior                                      | 906   | 6.124E-21                      | 1.875E-17 | 68      | 3.744E-03                     | 4.947E-02 | 12      | 1.164E-08                      | 1.759E-06 | 31      |
| 3               | cell-cell signaling                           | 1518  | 1.282E-20                      | 2.617E-17 | 90      | 5.135E-04                     | 1.834E-02 | 19      | 3.936E-09                      | 8.103E-07 | 43      |
| 4               | regulation of signaling                       | 4074  | 1.049E-19                      | 1.607E-16 | 163     | 2.671E-02                     | 1.287E-01 | 31      | 2.736E-07                      | 1.652E-05 | 76      |
| 5               | regulation of cell communication              | 4125  | 1.439E-19                      | 1.763E-16 | 164     | 3.120E-02                     | 1.392E-01 | 31      | 2.129E-07                      | 1.418E-05 | 77      |
| 6               | synaptic signaling                            | 651   | 2.426E-19                      | 2.476E-16 | 55      | 2.533E-02                     | 1.267E-01 | 8       | 3.791E-08                      | 4.033E-06 | 25      |
| 7               | single-organism behavior                      | 703   | 3.514E-19                      | 3.075E-16 | 57      | 1.428E-02                     | 9.560E-02 | 9       | 2.450E-09                      | 7.171E-07 | 28      |
| 8               | brain development                             | 1133  | 1.562E-17                      | 1.196E-14 | 71      | 1.296E-04                     | 1.019E-02 | 17      | 1.621E-08                      | 1.998E-06 | 35      |
| 9               | cell development                              | 2198  | 3.179E-17                      | 2.163E-14 | 105     | 3.836E-05                     | 5.818E-03 | 27      | 1.204E-08                      | 1.759E-06 | 53      |
| 10              | head development                              | 1187  | 5.107E-17                      | 3.128E-14 | 72      | 2.252E-04                     | 1.221E-02 | 17      | 5.133E-08                      | 4.843E-06 | 35      |
| 11              | central nervous system development            | 1453  | 5.756E-17                      | 3.205E-14 | 81      | 1.022E-04                     | 1.004E-02 | 20      | 1.076E-08                      | 1.740E-06 | 41      |
| 12              | neurogenesis                                  | 2202  | 1.033E-16                      | 4.550E-14 | 104     | 1.567E-06                     | 1.188E-03 | 30      | 2.179E-12                      | 3.289E-09 | 61      |
| 13              | system development                            | 5761  | 1.048E-16                      | 4.550E-14 | 197     | 1.274E-05                     | 4.003E-03 | 53      | 4.236E-08                      | 4.170E-06 | 100     |
| 14              | generation of neurons                         | 2072  | 1.136E-16                      | 4.550E-14 | 100     | 1.428E-06                     | 1.188E-03 | 29      | 5.322E-13                      | 1.205E-09 | 60      |
| 15              | chemical synaptic transmission                | 627   | 1.263E-16                      | 4.550E-14 | 50      | 2.081E-02                     | 1.129E-01 | 8       | 3.076E-07                      | 1.741E-05 | 23      |
| 16              | trans-synaptic signaling                      | 627   | 1.263E-16                      | 4.550E-14 | 50      | 2.081E-02                     | 1.129E-01 | 8       | 3.076E-07                      | 1.741E-05 | 23      |
| 17              | anterograde trans-synaptic signaling          | 627   | 1.263E-16                      | 4.550E-14 | 50      | 2.081E-02                     | 1.129E-01 | 8       | 3.076E-07                      | 1.741E-05 | 23      |
| 18              | cognition                                     | 452   | 1.939E-16                      | 6.597E-14 | 42      | 1.161E-02                     | 8.481E-02 | 7       | 9.917E-08                      | 7.744E-06 | 20      |
| 19              | locomotory behavior                           | 312   | 2.216E-16                      | 7.144E-14 | 35      | 5.164E-05                     | 6.636E-03 | 9       | 1.261E-09                      | 5.191E-07 | 19      |
| 20              | anatomical structure morphogenesis            | 2968  | 2.710E-16                      | 8.299E-14 | 125     | 1.957E-04                     | 1.177E-02 | 31      | 4.395E-10                      | 2.488E-07 | 68      |
| 21              | regulation of membrane potential              | 524   | 3.025E-16                      | 8.822E-14 | 45      | 2.401E-02                     | 1.225E-01 | 7       | 5.581E-08                      | 5.066E-06 | 22      |
| 22              | central nervous system neuron differentiation | 286   | 7.119E-16                      | 1.982E-13 | 33      | 9.527E-04                     | 2.282E-02 | 7       | 2.929E-10                      | 1.895E-07 | 19      |
| 23              | regulation of signal transduction             | 3603  | 1.836E-15                      | 4.890E-13 | 140     | 1.622E-02                     | 9.893E-02 | 29      | 1.021E-06                      | 4.301E-05 | 68      |
| 24              | adult behavior                                | 263   | 3.037E-15                      | 7.750E-13 | 31      | 4.175E-01                     | 5.536E-01 | 2       | 5.420E-10                      | 2.727E-07 | 18      |
| 25              | regulation of ion transmembrane transport     | 586   | 4.091E-15                      | 1.002E-12 | 46      | 2.121E-01                     | 3.701E-01 | 5       | 1.694E-03                      | 1.272E-02 | 15      |
| 26              | forebrain development                         | 587   | 4.358E-15                      | 1.010E-12 | 46      | 4.683E-03                     | 5.493E-02 | 9       | 3.927E-07                      | 2.145E-05 | 22      |
| 27              | learning or memory                            | 406   | 4.450E-15                      | 1.010E-12 | 38      | 2.325E-02                     | 1.200E-01 | 6       | 4.298E-07                      | 2.290E-05 | 18      |
| 28              | neuron differentiation                        | 1397  | 7.321E-15                      | 1.579E-12 | 75      | 5.209E-04                     | 1.834E-02 | 18      | 9.100E-11                      | 6.869E-08 | 44      |

|    |                                                                         |      |           |           |     |           |           |    |           |           |     |
|----|-------------------------------------------------------------------------|------|-----------|-----------|-----|-----------|-----------|----|-----------|-----------|-----|
| 29 | regulation of transmembrane transport                                   | 620  | 7.514E-15 | 1.579E-12 | 47  | 2.457E-01 | 3.988E-01 | 5  | 2.898E-03 | 1.917E-02 | 15  |
| 30 | cell differentiation                                                    | 4654 | 7.733E-15 | 1.579E-12 | 165 | 2.562E-05 | 4.527E-03 | 45 | 4.230E-08 | 4.170E-06 | 86  |
| 31 | negative regulation of biological process                               | 6196 | 1.340E-14 | 2.648E-12 | 201 | 4.454E-04 | 1.773E-02 | 51 | 1.199E-08 | 1.759E-06 | 107 |
| 32 | multicellular organism development                                      | 6564 | 1.831E-14 | 3.399E-12 | 209 | 1.291E-04 | 1.019E-02 | 55 | 3.042E-07 | 1.741E-05 | 107 |
| 33 | regulation of localization                                              | 3406 | 2.117E-14 | 3.814E-12 | 132 | 4.119E-02 | 1.602E-01 | 26 | 4.620E-05 | 8.867E-04 | 60  |
| 34 | glutamate receptor signaling pathway                                    | 59   | 3.002E-14 | 5.253E-12 | 16  | 4.070E-02 | 1.600E-01 | 2  | 3.662E-03 | 2.209E-02 | 4   |
| 35 | regulation of transport                                                 | 2576 | 3.158E-14 | 5.373E-12 | 109 | 2.013E-02 | 1.129E-01 | 22 | 1.934E-06 | 7.027E-05 | 53  |
| 36 | regulation of synaptic transmission, glutamatergic                      | 93   | 3.265E-14 | 5.405E-12 | 19  | 9.051E-02 | 2.389E-01 | 2  | 6.938E-07 | 3.307E-05 | 9   |
| 37 | rhythmic process                                                        | 524  | 3.380E-14 | 5.449E-12 | 42  | 3.156E-01 | 4.577E-01 | 4  | 5.611E-02 | 1.487E-01 | 10  |
| 38 | regulation of ion transport                                             | 883  | 3.576E-14 | 5.593E-12 | 56  | 2.025E-01 | 3.629E-01 | 7  | 2.880E-05 | 6.102E-04 | 24  |
| 39 | regulation of synaptic transmission, GABAergic                          | 50   | 3.652E-14 | 5.593E-12 | 15  | 2.379E-01 | 3.921E-01 | 1  | 1.506E-05 | 3.589E-04 | 6   |
| 40 | developmental process                                                   | 7509 | 4.068E-14 | 6.078E-12 | 229 | 2.014E-04 | 1.186E-02 | 60 | 8.094E-08 | 6.546E-06 | 120 |
| 41 | modulation of synaptic transmission                                     | 484  | 5.243E-14 | 7.646E-12 | 40  | 4.887E-01 | 6.151E-01 | 3  | 5.170E-06 | 1.561E-04 | 18  |
| 42 | organ morphogenesis                                                     | 1335 | 6.848E-14 | 9.755E-12 | 71  | 8.588E-04 | 2.130E-02 | 17 | 3.214E-08 | 3.550E-06 | 38  |
| 43 | positive regulation of nucleobase-containing compound metabolic process | 2329 | 8.089E-14 | 1.126E-11 | 101 | 1.332E-02 | 9.188E-02 | 21 | 9.625E-04 | 8.304E-03 | 41  |
| 44 | regulation of biological quality                                        | 4752 | 1.134E-13 | 1.543E-11 | 164 | 6.875E-02 | 2.066E-01 | 33 | 7.815E-04 | 7.025E-03 | 72  |
| 45 | single-organism developmental process                                   | 7411 | 1.535E-13 | 2.044E-11 | 225 | 5.262E-04 | 1.834E-02 | 58 | 1.485E-07 | 1.102E-05 | 118 |
| 46 | cellular developmental process                                          | 4905 | 1.958E-13 | 2.552E-11 | 167 | 4.390E-05 | 5.909E-03 | 46 | 2.289E-07 | 1.503E-05 | 87  |
| 47 | negative regulation of cellular process                                 | 5777 | 3.250E-13 | 4.073E-11 | 187 | 2.998E-04 | 1.367E-02 | 49 | 2.308E-08 | 2.680E-06 | 101 |
| 48 | positive regulation of nitrogen compound metabolic process              | 2493 | 3.646E-13 | 4.466E-11 | 104 | 1.426E-02 | 9.560E-02 | 22 | 3.408E-03 | 2.094E-02 | 41  |
| 49 | regulation of hormone secretion                                         | 444  | 3.766E-13 | 4.522E-11 | 37  | 9.374E-02 | 2.409E-01 | 5  | 1.496E-08 | 1.998E-06 | 21  |
| 50 | positive regulation of nucleic acid-templated transcription             | 1941 | 4.247E-13 | 4.908E-11 | 88  | 3.797E-03 | 4.947E-02 | 20 | 1.572E-03 | 1.213E-02 | 35  |
| 51 | positive regulation of transcription, DNA-templated                     | 1941 | 4.247E-13 | 4.908E-11 | 88  | 3.797E-03 | 4.947E-02 | 20 | 1.572E-03 | 1.213E-02 | 35  |
| 52 | positive regulation of cellular process                                 | 6317 | 4.473E-13 | 5.074E-11 | 199 | 7.648E-03 | 7.031E-02 | 47 | 4.716E-05 | 9.013E-04 | 96  |
| 53 | negative regulation of cell communication                               | 1743 | 4.613E-13 | 5.137E-11 | 82  | 1.278E-02 | 9.010E-02 | 17 | 1.056E-04 | 1.649E-03 | 36  |
| 54 | animal organ development                                                | 4380 | 4.770E-13 | 5.218E-11 | 153 | 6.714E-04 | 1.954E-02 | 39 | 4.804E-06 | 1.460E-04 | 76  |
| 55 | regulation of multicellular organismal development                      | 2544 | 5.316E-13 | 5.712E-11 | 105 | 1.006E-03 | 2.327E-02 | 26 | 5.968E-09 | 1.040E-06 | 59  |
| 56 | negative regulation of signaling                                        | 1723 | 6.857E-13 | 7.241E-11 | 81  | 1.150E-02 | 8.426E-02 | 17 | 1.833E-04 | 2.457E-03 | 35  |
| 57 | anatomical structure development                                        | 7102 | 7.088E-13 | 7.358E-11 | 216 | 3.047E-04 | 1.367E-02 | 57 | 7.560E-07 | 3.494E-05 | 112 |

|    |                                                           |      |           |           |     |           |           |    |           |           |     |
|----|-----------------------------------------------------------|------|-----------|-----------|-----|-----------|-----------|----|-----------|-----------|-----|
| 58 | regulation of multicellular organismal process            | 3767 | 7.724E-13 | 7.885E-11 | 137 | 5.093E-03 | 5.731E-02 | 32 | 1.652E-09 | 6.234E-07 | 78  |
| 59 | positive regulation of RNA biosynthetic process           | 1963 | 7.938E-13 | 7.970E-11 | 88  | 4.309E-03 | 5.304E-02 | 20 | 1.901E-03 | 1.397E-02 | 35  |
| 60 | ion transmembrane transport                               | 1071 | 8.758E-13 | 8.535E-11 | 60  | 5.248E-01 | 6.448E-01 | 6  | 2.679E-03 | 1.808E-02 | 22  |
| 61 | regulation of phospholipase C activity                    | 72   | 8.851E-13 | 8.535E-11 | 16  | 3.239E-01 | 4.648E-01 | 1  | 4.866E-09 | 9.582E-07 | 10  |
| 62 | single-multicellular organism process                     | 7480 | 8.918E-13 | 8.535E-11 | 224 | 1.274E-03 | 2.572E-02 | 57 | 1.855E-06 | 6.830E-05 | 115 |
| 63 | localization                                              | 6331 | 1.136E-12 | 1.070E-10 | 198 | 1.055E-01 | 2.555E-01 | 41 | 2.556E-04 | 3.054E-03 | 93  |
| 64 | neuromuscular process                                     | 159  | 1.333E-12 | 1.219E-10 | 22  | 5.542E-02 | 1.856E-01 | 3  | 3.226E-04 | 3.708E-03 | 8   |
| 65 | positive regulation of cellular biosynthetic process      | 2475 | 1.390E-12 | 1.252E-10 | 102 | 6.717E-03 | 6.481E-02 | 23 | 5.166E-03 | 2.792E-02 | 40  |
| 66 | regulation of phospholipase activity                      | 116  | 2.147E-12 | 1.906E-10 | 19  | 4.681E-01 | 5.969E-01 | 1  | 4.910E-07 | 2.498E-05 | 10  |
| 67 | synapse maturation                                        | 15   | 2.361E-12 | 2.066E-10 | 9   | 2.914E-03 | 4.184E-02 | 2  | 8.765E-11 | 6.869E-08 | 7   |
| 68 | positive regulation of molecular function                 | 2438 | 3.272E-12 | 2.822E-10 | 100 | 5.611E-03 | 5.823E-02 | 23 | 3.601E-04 | 4.007E-03 | 44  |
| 69 | regulation of intracellular signal transduction           | 2265 | 3.769E-12 | 3.188E-10 | 95  | 9.904E-03 | 8.075E-02 | 21 | 1.268E-06 | 4.994E-05 | 49  |
| 70 | positive regulation of RNA metabolic process              | 2020 | 3.799E-12 | 3.188E-10 | 88  | 5.909E-03 | 5.924E-02 | 20 | 3.042E-03 | 1.935E-02 | 35  |
| 71 | positive regulation of biosynthetic process               | 2520 | 4.130E-12 | 3.373E-10 | 102 | 8.301E-03 | 7.379E-02 | 23 | 4.119E-03 | 2.389E-02 | 41  |
| 72 | telencephalon development                                 | 394  | 6.442E-12 | 5.192E-10 | 33  | 5.687E-03 | 5.823E-02 | 7  | 5.864E-06 | 1.735E-04 | 16  |
| 73 | intracellular signal transduction                         | 2096 | 1.117E-11 | 8.884E-10 | 89  | 1.612E-01 | 3.194E-01 | 15 | 3.058E-03 | 1.935E-02 | 36  |
| 74 | tissue morphogenesis                                      | 873  | 1.171E-11 | 9.198E-10 | 51  | 7.839E-03 | 7.093E-02 | 11 | 6.787E-08 | 5.597E-06 | 29  |
| 75 | regulation of peptide hormone secretion                   | 358  | 1.220E-11 | 9.460E-10 | 31  | 1.298E-01 | 2.821E-01 | 4  | 6.672E-08 | 5.597E-06 | 18  |
| 76 | regulation of synapse structure or activity               | 382  | 1.352E-11 | 1.035E-09 | 32  | 5.688E-02 | 1.874E-01 | 5  | 8.613E-07 | 3.833E-05 | 17  |
| 77 | learning                                                  | 256  | 1.693E-11 | 1.280E-09 | 26  | 5.062E-02 | 1.780E-01 | 4  | 2.178E-05 | 4.907E-04 | 12  |
| 78 | cellular response to endogenous stimulus                  | 1770 | 1.873E-11 | 1.399E-09 | 79  | 2.498E-01 | 4.031E-01 | 12 | 2.410E-02 | 8.506E-02 | 28  |
| 79 | regulation of peptide secretion                           | 366  | 2.150E-11 | 1.587E-09 | 31  | 1.375E-01 | 2.903E-01 | 4  | 9.297E-08 | 7.387E-06 | 18  |
| 80 | positive regulation of signaling                          | 2089 | 2.286E-11 | 1.667E-09 | 88  | 5.811E-02 | 1.874E-01 | 17 | 4.236E-06 | 1.331E-04 | 45  |
| 81 | regulation of nervous system development                  | 1193 | 2.548E-11 | 1.836E-09 | 61  | 2.220E-05 | 4.483E-03 | 19 | 3.155E-11 | 3.573E-08 | 41  |
| 82 | developmental maturation                                  | 326  | 2.975E-11 | 2.119E-09 | 29  | 2.014E-03 | 3.369E-02 | 7  | 2.563E-06 | 8.726E-05 | 15  |
| 83 | tube development                                          | 931  | 3.777E-11 | 2.659E-09 | 52  | 1.549E-04 | 1.176E-02 | 15 | 5.919E-09 | 1.040E-06 | 32  |
| 84 | positive regulation of macromolecule biosynthetic process | 2257 | 4.290E-11 | 2.974E-09 | 92  | 4.635E-03 | 5.493E-02 | 22 | 5.734E-03 | 3.013E-02 | 37  |
| 85 | response to endogenous stimulus                           | 2549 | 4.369E-11 | 2.974E-09 | 100 | 4.066E-01 | 5.440E-01 | 15 | 2.165E-02 | 7.799E-02 | 38  |
| 86 | regulation of secretion by cell                           | 1026 | 4.661E-11 | 3.138E-09 | 55  | 5.186E-02 | 1.780E-01 | 10 | 5.751E-08 | 5.066E-06 | 32  |
| 87 | positive regulation of cell communication                 | 2119 | 4.828E-11 | 3.214E-09 | 88  | 6.465E-02 | 2.008E-01 | 17 | 6.138E-06 | 1.782E-04 | 45  |
| 88 | regulation of insulin secretion                           | 311  | 4.957E-11 | 3.265E-09 | 28  | 8.885E-02 | 2.357E-01 | 4  | 4.701E-08 | 4.530E-06 | 17  |

|     |                                                                                |      |           |           |     |           |           |    |           |           |    |
|-----|--------------------------------------------------------------------------------|------|-----------|-----------|-----|-----------|-----------|----|-----------|-----------|----|
| 89  | <b>positive regulation of biological process</b>                               | 6811 | 5.563E-11 | 3.625E-09 | 203 | 3.036E-02 | 1.392E-01 | 47 | 5.525E-04 | 5.500E-03 | 97 |
| 90  | <b>regulation of response to stimulus</b>                                      | 5073 | 6.172E-11 | 3.979E-09 | 163 | 1.373E-01 | 2.901E-01 | 33 | 4.857E-05 | 9.243E-04 | 81 |
| 91  | <b>regulation of hormone levels</b>                                            | 774  | 7.328E-11 | 4.627E-09 | 46  | 1.272E-01 | 2.780E-01 | 7  | 1.053E-05 | 2.725E-04 | 23 |
| 92  | <b>single organism signaling</b>                                               | 7067 | 8.553E-11 | 5.346E-09 | 208 | 2.604E-01 | 4.106E-01 | 42 | 1.409E-02 | 5.907E-02 | 92 |
| 93  | <b>signaling</b>                                                               | 7069 | 8.795E-11 | 5.428E-09 | 208 | 2.611E-01 | 4.112E-01 | 42 | 1.419E-02 | 5.936E-02 | 92 |
| 94  | <b>cell surface receptor signaling pathway involved in cell-cell signaling</b> | 640  | 8.863E-11 | 5.428E-09 | 41  | 7.219E-04 | 2.001E-02 | 11 | 6.413E-05 | 1.135E-03 | 19 |
| 95  | <b>transmembrane transport</b>                                                 | 1427 | 9.817E-11 | 5.954E-09 | 67  | 3.676E-01 | 5.094E-01 | 9  | 2.881E-03 | 1.913E-02 | 27 |
| 96  | <b>response to organic cyclic compound</b>                                     | 1764 | 1.018E-10 | 6.110E-09 | 77  | 2.858E-02 | 1.342E-01 | 16 | 1.185E-03 | 9.848E-03 | 33 |
| 97  | <b>cell communication</b>                                                      | 7219 | 1.065E-10 | 6.331E-09 | 211 | 3.156E-01 | 4.577E-01 | 42 | 8.922E-03 | 4.258E-02 | 95 |
| 98  | <b>regulation of developmental process</b>                                     | 3283 | 1.260E-10 | 7.419E-09 | 118 | 2.766E-02 | 1.310E-01 | 26 | 7.871E-07 | 3.601E-05 | 64 |
| 99  | <b>negative regulation of response to stimulus</b>                             | 2017 | 1.283E-10 | 7.446E-09 | 84  | 4.433E-02 | 1.655E-01 | 17 | 1.671E-06 | 6.359E-05 | 45 |
| 100 | <b>regulation of molecular function</b>                                        | 3798 | 1.289E-10 | 7.446E-09 | 131 | 5.768E-03 | 5.824E-02 | 32 | 1.320E-05 | 3.164E-04 | 67 |

<sup>1)</sup> Rank order corresponds to Aroclor 1254. Bisphenol A and chlorpyrifos show different rank orders.

FDR: False discovery rate.

Supplemental Fig. 3. Enrichment by gene ontology processes in hippocampus of male rat offspring: Similarity of processes

(p &lt; 0.01, threshold 0.5; MetaCore). Orange (top): Aroclor 1254 (5 mg/kg), blue (center): bisphenol A (5 mg/kg), red (bottom): chlorpyrifos (3 mg/kg)

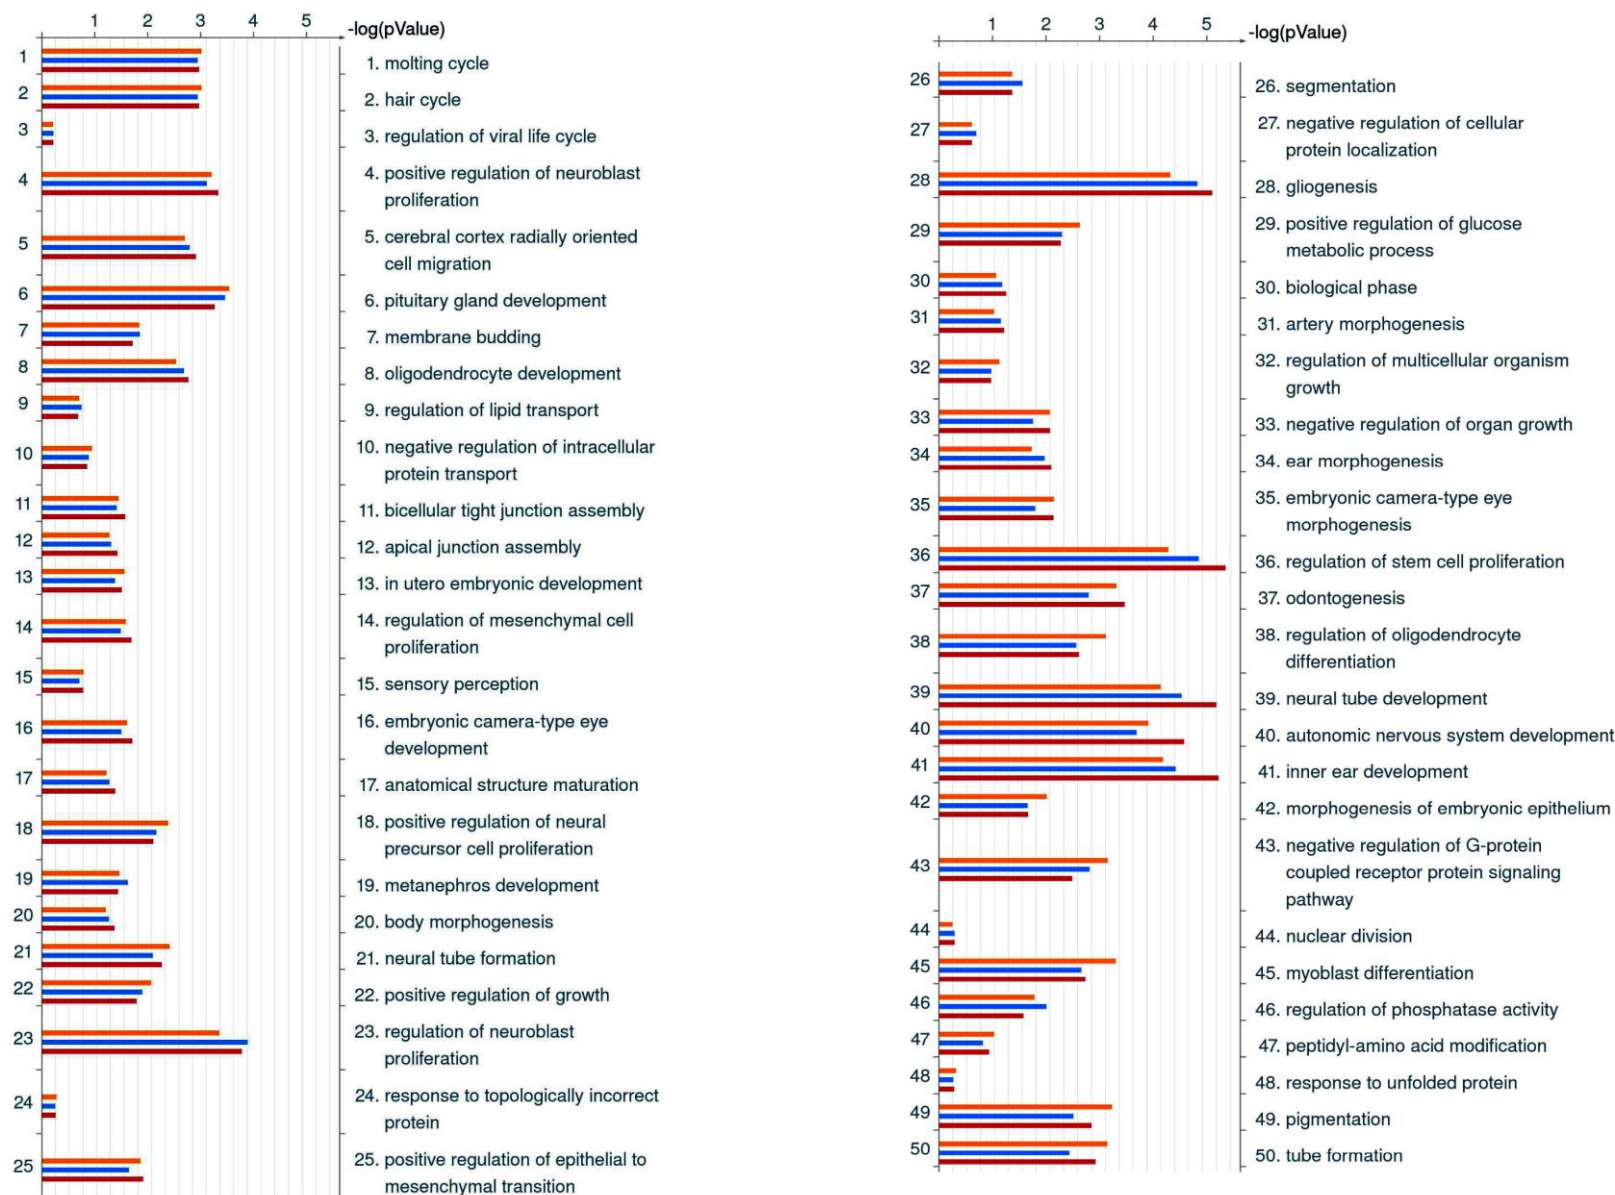

Supplemental Fig. 3 (continued). Enrichment by gene ontology processes in hippocampus of male rat offspring: Similarity of processes

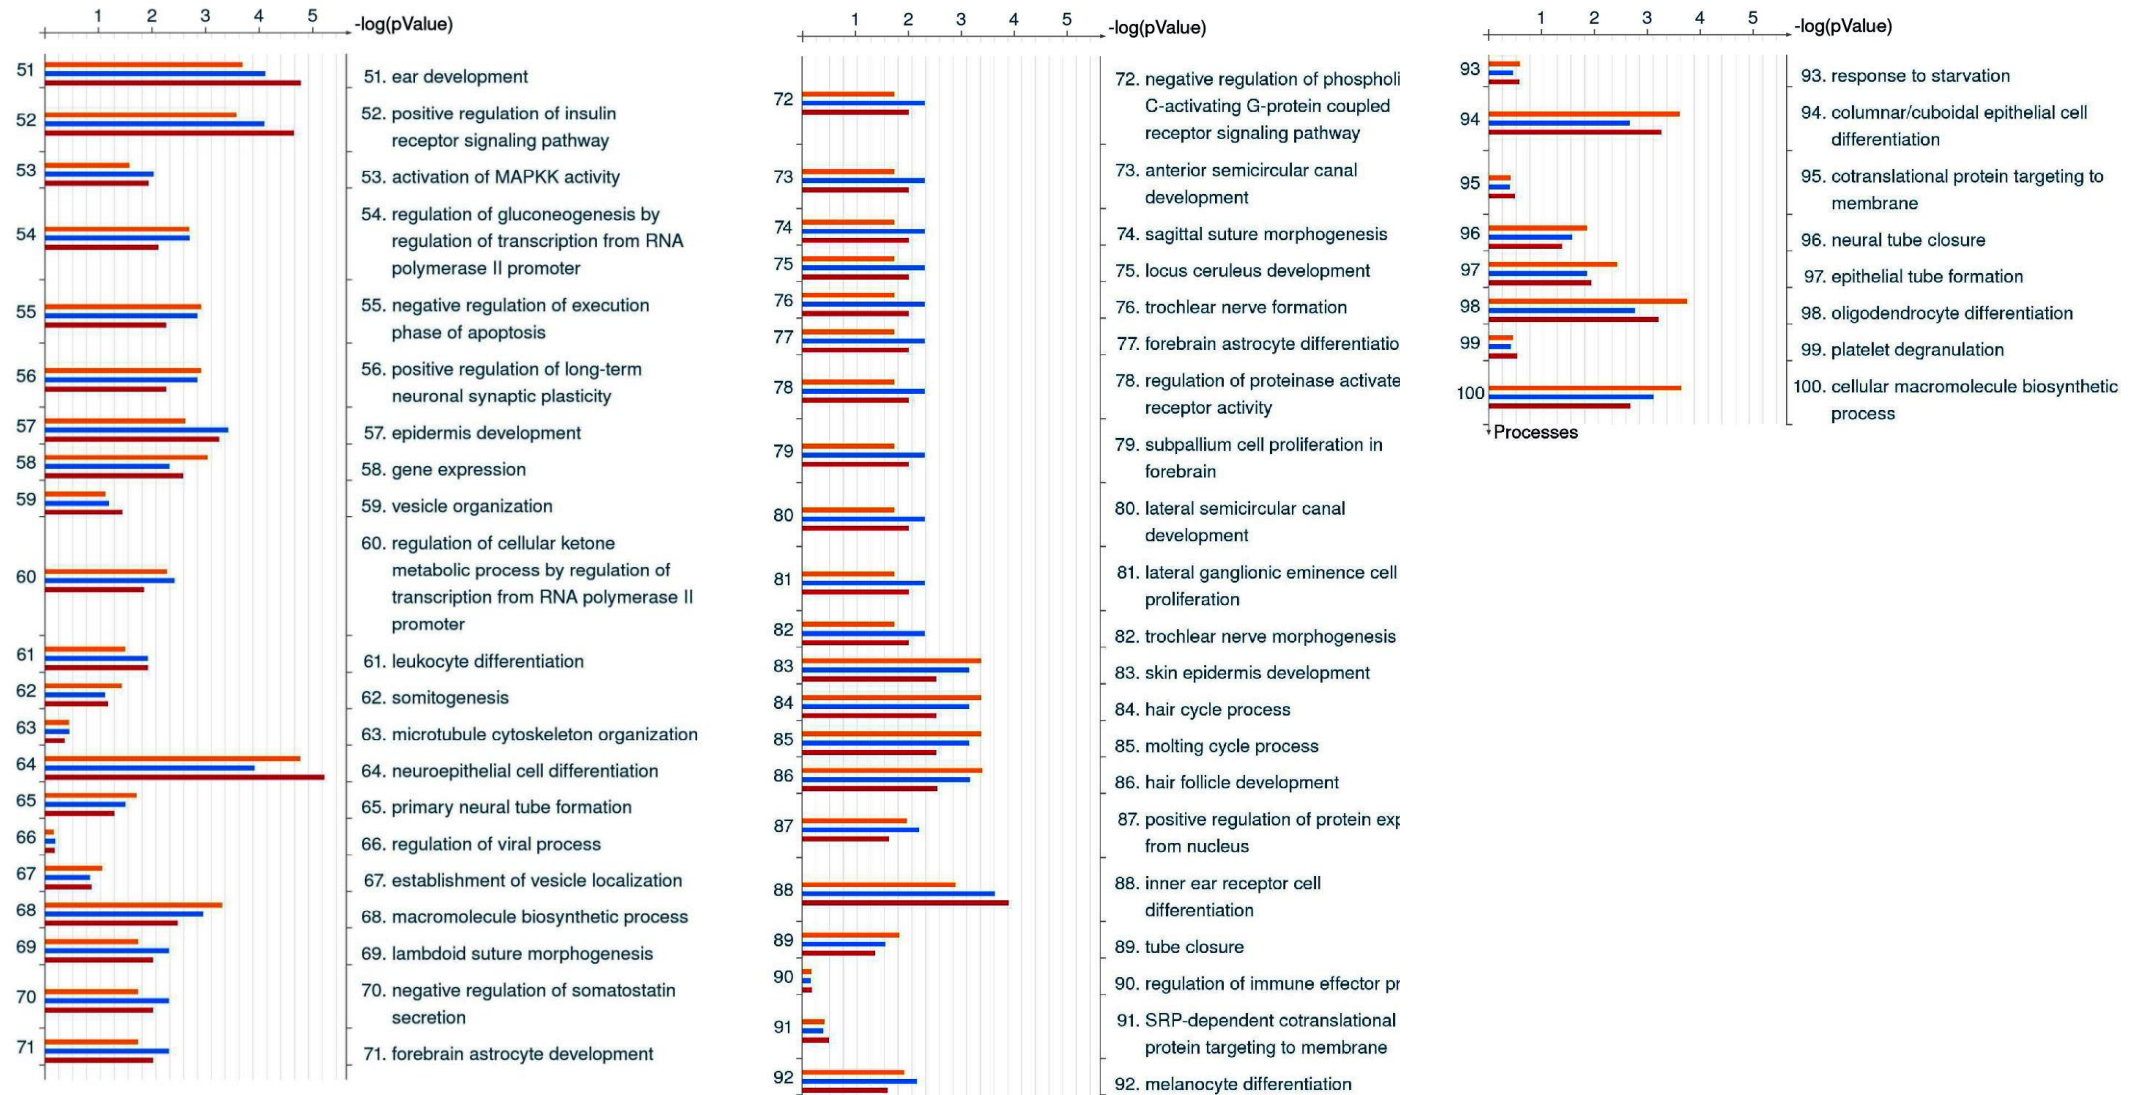

Supplemental Fig. 4. Enrichment by gene ontology processes in hippocampus of female rat offspring: Similarity of processes

(p &lt; 0.01, threshold 0.1; MetaCore). Orange (top): Aroclor 1254 (5 mg/kg), blue (center): bisphenol A (5 mg/kg), red (bottom): chlorpyrifos (3 mg/kg)

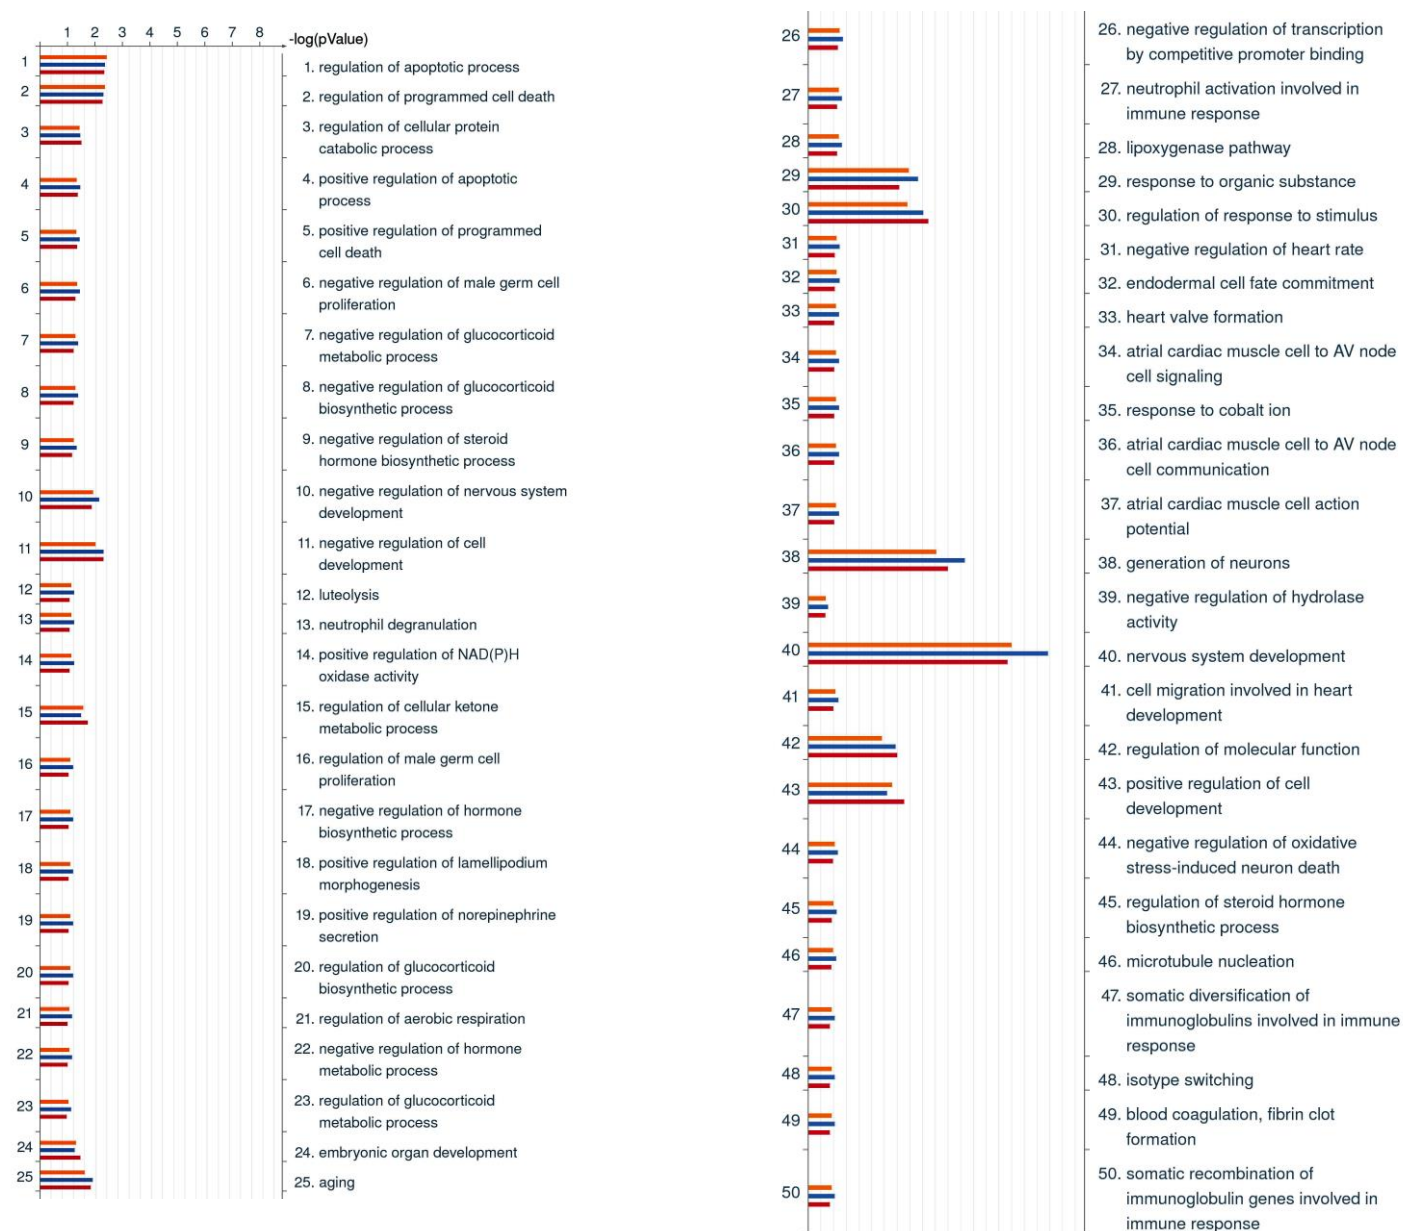

Supplemental Fig. 4 (continued). Enrichment by gene ontology processes in hippocampus of female rat offspring: Similarity of processes

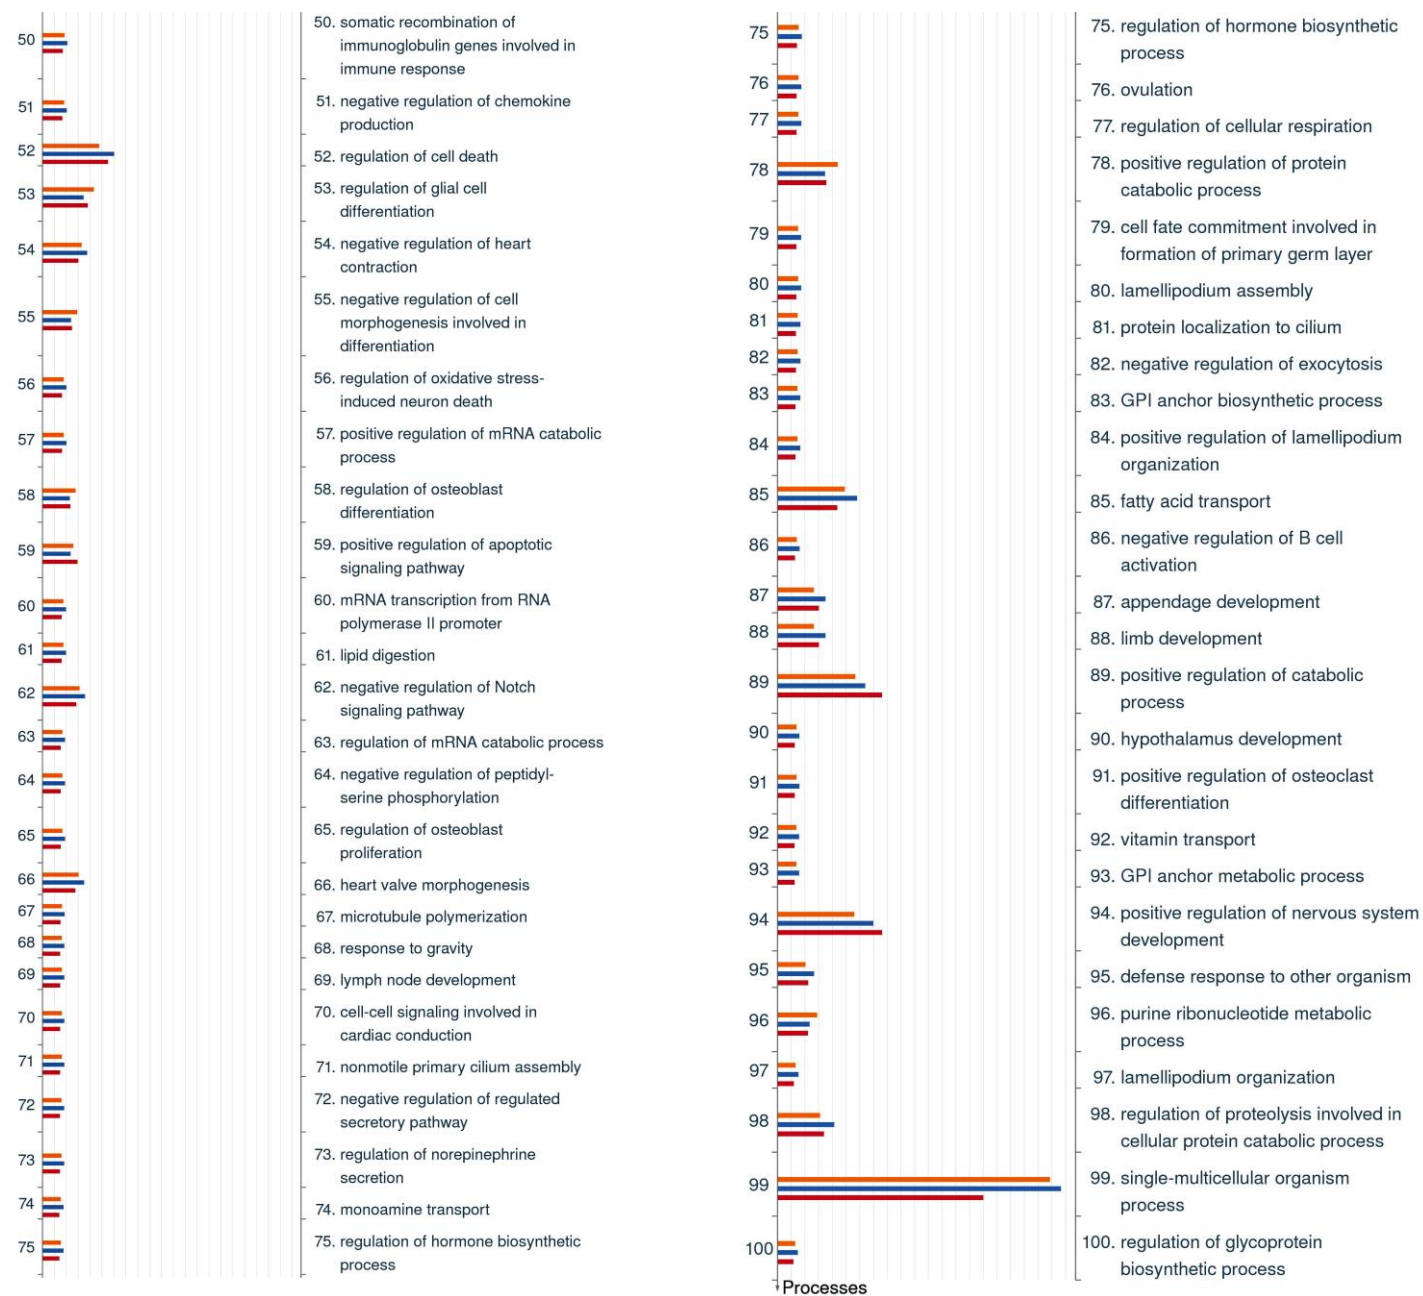

Supplemental Table 8. Estrogen receptor expression in male and female hippocampus

**Males**

| Gene | Aroclor 1254<br>5 mg/kg   |        |                                     | Bisphenol A<br>5 mg/kg   |        |                                     | Chlorpyrifos<br>3 mg/kg |        |                                     |
|------|---------------------------|--------|-------------------------------------|--------------------------|--------|-------------------------------------|-------------------------|--------|-------------------------------------|
|      | Log ratio                 | % CON  | p Value<br><i>Fdr</i> <sup>2)</sup> | Log ratio                | % CON  | p Value<br><i>Fdr</i> <sup>2)</sup> | Log ratio               | % CON  | p Value<br><i>Fdr</i> <sup>2)</sup> |
| Esr1 | 0.5958                    | 151.13 | 1.83E-05<br><i>3.67E-04</i>         | 0.3096                   | 123.94 | 2.24E-02<br><i>1.68E-01</i>         | 0.4753                  | 139.02 | 2.85E-04<br><i>6.19E-03</i>         |
| Esr2 | 0.0554                    | 103.92 | 7.48E-01<br><i>NA</i>               | 0.2085                   | 115.55 | 2.22E-01<br><i>NA</i>               | -0.2662                 | 83.15  | 1.20E-01<br><i>NA</i>               |
|      | Aroclor 1254<br>0.5 mg/kg |        |                                     | Bisphenol A<br>0.5 mg/kg |        |                                     | Chlorpyrifos<br>1 mg/kg |        |                                     |
| Esr1 | -0.2557                   | 83.76  | 5.13E-02<br><i>2.49E-01</i>         | -0.0344                  | 97.65  | 7.94E-01<br><i>9.83E-01</i>         | -0.1067                 | 92.87  | 4.19E-01<br><i>9.38E-01</i>         |
| Esr2 | 0.0054                    | 100.37 | 9.62E-01<br><i>NA</i>               | 0.0767                   | 105.46 | 4.74E-01<br><i>NA</i>               | 0.0112                  | 100.78 | 9.16E-01<br><i>NA</i>               |

### ***Females***

|      | Aroclor 1254<br>5 mg/kg |        |                             | Bisphenol A<br>5 mg/kg |        |                             | Chlorpyrifos<br>3 mg/kg |       |                             |
|------|-------------------------|--------|-----------------------------|------------------------|--------|-----------------------------|-------------------------|-------|-----------------------------|
| Esr1 | 0.0593                  | 104.20 | 4.81E-01<br><i>9.10E-01</i> | 0.0940                 | 106.73 | 3.05E-01<br><i>9.74E-01</i> | -0.05617                | 96.18 | 6.03E-01<br><i>9.22E-01</i> |
| Esr2 | 0.0072                  | 100.50 | 9.00E-01<br><i>NA</i>       | 0.0870                 | 106.22 | 1.54E-01<br><i>NA</i>       | -0.08843                | 94.05 | 2.42E-01<br><i>NA</i>       |

No transcriptomics analysis was performed with low-dose groups in females

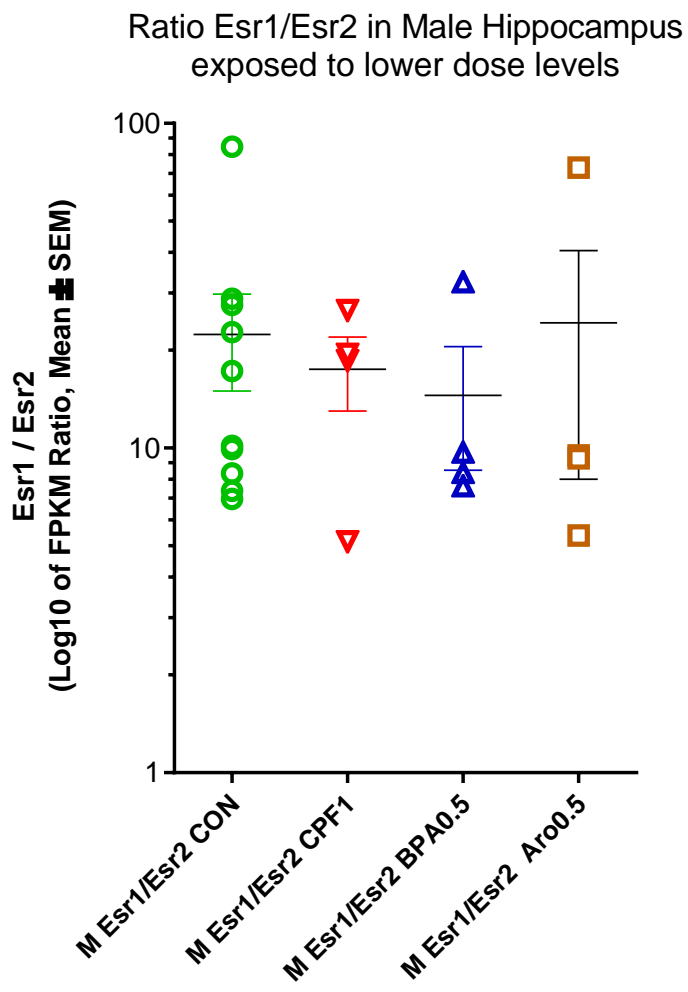

Supplemental Fig. 5. Ratio of ER-alpha (Esr1)/ER-beta (Esr2) in hippocampus of male offspring in the lower dose groups, Aroclor 1254, 0.5 mg/kg (Aro0.5), bisphenol A, 0.5 mg/kg (BPA0.5), and chlorpyrifos, 1 mg/kg (CPF0.1). Transcriptomics analysis. FPKM values of the low-dose groups exhibited a large variability and are shown in logarithmic scale.

How the deposited data were processed for this re-analysis (not part of the article)

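RNA of the dorsal hippocampus of 64 Long Evans pups (41 males and 23 females), collected on PND 6, was sequenced in 66 libraries. The pups belong to 13 groups: feeding controls (CONF) and injection controls (CONSC) of both sexes, males of the low doses Aro0.5, BPA0.5 and CPF1, and both sexes of the high doses Aro5, BPA5 and CPF3. Group sizes and library totals stand with the first mention of the sequencing. Condition, sex and pup of every library were taken from the sample labels, and every library could be assigned.

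For each library, the authors aligned the reads to the rat genome build Rnor_6.0 with STAR and counted them per gene with featureCounts, and they deposited the raw counts. The software versions, the strand setting and the handling of reads that match more than 1 place are not stated, so that values of paralogs, pseudogenes and overlapping genes are uncertain. In its own analysis the paper worked with DESeq2, FPKM values and analyses of variance. The counts were checked to be whole numbers over 1 list of genes in every library. Genes were named from the gene table that accompanies the counts, and where several entries share a symbol, 865 in all, each kept its own identifier.

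Total counts per library ranged from 10644138 to 86206550, with a median of 20740650. Counts at or under 3 per pup, as for Esr2 in most control and high-dose males and for Npy, give no usable ratio or change. Ratios with Esr2 are given for comparison with the paper alone. Between libraries of 1 group, chi-square per gene had a median of 20.5, against 4.39 for the 2 libraries of female CONF N4-3x and 35.1 for the 2 libraries of male CONF N2-2y. Errors are SD between pups or SE of fitted changes. Sex labels were checked on LOC100911498, the entry that holds Xist, and on the Y-linked genes Kdm5d, Eif2s3y and Ddx3y. LOC100911498 had 0 to 28 counts in male and 7566 to 45883 in female libraries, Kdm5d 323 to 1384 and 0, and Eif2s3y 885 to 2946 and 0. Ddx3y had 0 to 11 counts in male and 0 to 28 in female libraries and did not follow the labels, for which no cause was tested. Counts near 0 can thus also come from the annotation or the assignment of reads.

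The counts of the 2 libraries of a pup were summed. CONF and CONSC pups were combined within each sex, as in the paper. Treated groups were compared with controls in edgeR 4.0.16 with TMM normalization, the filter of filterByExpr by group, the quasi-likelihood F test and Benjamini-Hochberg adjustment over the genes tested, with an adjusted p under 0.05 as the threshold. There was 1 fit each for high-dose males, low-dose males, females, CONF against CONSC in each sex, and both sexes with a sex by treatment interaction. The SE of a log2 fold change was taken as its size divided by the square root of F. DESeq2 1.42.0 and limma 3.58.1 served as alternatives, in R 4.3.3.

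Ratios and correlations were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Expression levels are CPM, counts per 1000000 counts of the library, computed from the deposited counts. The analysis plan named FPKM for the ratios, but exon lengths were not used here, and CPM took their place. Without added counts, a ratio of 2 genes then differs from the FPKM ratio by a factor that is the same in every library, which changes no p value, percentage of controls or correlation. For the Esr1/Esr2 ratio 0.5 counts were added to each gene, so that this factor varies between pups. KCC2/NKCC1 and Esr1/Esr2 were compared on the log2 scale and Pvalb/Nos1 on the linear scale, by 2-sided permutation tests with 100000 resamples, or exact tests where the number of splits allowed it (20000 at most). With 1 pup left out, 10000 resamples were drawn. Correlations across pups are Pearson's r and Spearman's rho with permutation p values.

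Genes named at the results were chosen by a rule written before the data were examined, as were the tests and most alternatives. The rule takes every gene named in the paper's Tables 3 to 5, Supplementary Table 8, Fig. 1 and Fig. 6 and in the sentences on growth factors and interneuron transcription factors. It adds the 3 genes raised and the 3 lowered most among those changed by all 3 high-dose treatments in males, and the genes that check the sex labels. Genes named outside this rule are marked as chosen after their values were seen. Some genes of the sentences on growth factors and interneuron transcription factors are not reported here.

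Alternatives set beforehand were only pups within the time window that the paper gives, libraries counted separately, each treated pup left out, no filter beyond 1 count, at least 10 counts in every pup, DESeq2, and DESeq2's size factors in edgeR. Others were the library name form as a covariate in males, 1 pup per litter and sex, only the control pups of the paper's figures, only controls of the same route, only the 2 groups compared, and the litter as a replicate block. For ratios and correlations they also included only the pups of the paper's figures, the other scale, TMM scaling, values within a name form and deviations from group means. After the data had been seen, fits over genes with the pups of Fig. 6 alone, terms for the name form estimated on female controls or on controls of both sexes, DESeq2 with a normal prior on fold changes, single pups added to those of Fig. 6, the name form as a covariate in female controls and each control pup left out were added. Ranges of adjusted p at the results are over alternatives to the fit of all pups, the fit of the pups of Fig. 6 among them, and alternatives to the latter stand beside them where they alone came under 0.05. Correction for gene length or GC content was not run, because the gene table gives neither.

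The sample labels give a litter number for each pup. Over 20 male and female pairs of 1 litter, the deviations of log2 CPM from group means had a median r across genes of −0.08, against 0.000404 for pairs of other litters, so that littermates did not deviate together. The fit without a litter block is the one reported.

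The fits of the high-dose males, with all pups and with the pups of Fig. 6, and of the interaction were tested on simulated data drawn from the real means, dispersions and library totals, with 200 genes changed 2-fold in Aro5 males. Smaller changes were not simulated, and the other fits were not tested in this way. For the 29 control and high-dose males, edgeR called 86.5% of the changed genes and 4.95% of its calls were unchanged genes, and DESeq2 called 88.5% with 14.9%. For the 20 pups of Fig. 6, edgeR called 76.0% with 1.30% and DESeq2 79.0% with 9.71%. The median recovered size was 1.01 of the true one with edgeR and 0.738 with DESeq2's normal prior over the 29 pups. Where a fit has more than 100 ways to regroup its pups, 100 regroupings were drawn, the real one included. Effects of shared controls were simulated 20 times with groups drawn without any treatment effect.

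Marker genes of the choroid plexus, thalamus, striatum, neocortex, dentate gyrus and CA pyramidal cells, blood, oligodendrocytes, astrocytes, microglia, endothelial cells and dividing cells were listed by hand before they were looked up. The median log2 fold change of each list was set beside 10000 random lists of the same size matched on mean expression. Library sets are known from the form of the library names alone. The paper's real time RT PCR, its analysis of micro RNA and its enrichment and network analyses were not analysed here.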

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

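Chosen only after results had been seen were the tests on the pups of Fig. 6, on the signs of the 2 libraries of control pup N2-2y and of female controls in the shared genes, on the form term and on tissue markers in Aro0.5 males.

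In 7 of 104 groups of pups, taken over ratios and single genes, the highest or lowest pup stood far from the rest, and about 1 in 20 groups would do so by chance. For the Esr1/Esr2 ratio this was CPF1 male 60-6y (9.92 against 31.0 in the nearest other pup), where Esr2 had 1 to 6 counts per pup. For Sox6 in CPM it was BPA0.5 male 73-4y (8.84 against 15.4 in the nearest other pup), Aro5 male 108-1y (10.7 against 19.6 in the nearest other pup) and CPF3 male 36-3y (10.1 against 16.2 in the nearest other pup). For Nos1 it was BPA0.5 male 75-1y (13.8 against 10.9 in the nearest other pup) and Aro5 female 115-13x (17.3 against 22.8 in the nearest other pup), and for Htr3a CONSC female 9-1x (18.1 against 6.67 in the nearest other pup). Labels of the wrong sex are argued against, because 0 libraries had Xist or Kdm5d counts that go against the labelled sex. Aro5 108-1y was dissected outside the time window of the paper and CPF3 36-3y within it, and neither is among the pups of Fig. 6. The pups apart in Sox6 were all the lowest of their groups, a pattern for which no cause was tested, and no biological explanation was tested for any of the 7 pups.

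The response to treatment differed between the sexes in 17 genes for Aro5, 7 for BPA5 and 8 for CPF3 (adjusted p under 0.05 for the interaction term, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 100 splits of the pups within each sex, the real one included, 2, 4 and 3 gave as many genes, so that the grouping of the pups alone is argued against. The largest counts among these splits were 356, 1695 and 258 genes. Leaving out 1 pup gave as few as 8 genes in Aro5 (without female 120-3x), 0 in BPA5 (without female 85-4x, 406 at an unadjusted p under 0.05, or 91-9x, 607) and 3 in CPF3 (without female 35-3x or 43-3x), and as many as 11 in BPA5 (without Aro5 female 120-3x or CPF3 female 35-3x). High-dose males and nearly all male controls belong to different library sets, while the set of the high-dose females could not be read. A difference between the sexes in the response and a difference between the library sets cannot be told apart for these genes, since no high-dose male has a library of the set of the male controls. Most of the genes have LOC symbols or are copies of other genes, whose reads could not be separated, and sex itself stays open as an untested biological explanation.

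For the Esr1/Esr2 ratio the sex by treatment interaction had a permutation p of 0.0190 with the pups of Fig. 5C and 0.214 with all pups. The p value thus depends on the selection of pups. Low counts of Esr2 also limit the ratio, since most control and high-dose males had 3 or fewer, too few for a usable ratio. Library set and treatment are confounded in males here as well, and a true difference between the sexes stays open as untested.

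With all pups, 19 genes outside those that the paper names were changed by all 3 high doses in males (adjusted p under 0.05 in each contrast, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 100 splits of the 29 pups, 1, the real one, gave as many shared genes. The real split also follows the library sets, since 20 of 20 high-dose libraries have form B and 9 of 10 control libraries form A. Shared control pups as the whole cause are argued against: 3 groups simulated without treatment had a mean r across genes of 0.469 at most, against 0.681 here, and shared 0 genes in 20 simulations. Of the 100 splits of the real pups, 4, the real one included, had a mean r as high, and another reached 0.708, so that the correlation across genes alone says less than the count of shared genes. A difference between the library sets is a candidate explanation. In a fit without control N2-2y, 25 genes were shared, and 25 of them changed with the sign of the ratio of its form B to its form A library, against 53.2% of 16360 genes tested. Their medians were −1.32 for lower and 1.24 for higher genes in treated males, and −1.28 and 0.77 between the libraries of this untreated pup. Over the pups of Fig. 6, 15 of 16 shared genes had that sign. This evidence rests on 1 pup with 2 libraries, and female controls do not show it for the higher genes. Among the same genes, form B libraries of female controls were above form A in 2 and below it in 10 of the 12 that were higher in treated males, and below it in 11 of the 13 that were lower. With 13 of the genes moving in the direction of treatment there, library set and treatment cannot be told apart. With a form term estimated on controls of both sexes, the count of shared genes was the same, but 17 were higher and 2 lower, against 6 and 13. Many of these genes have few counts or near-identical copies elsewhere in the genome, and reads shared between such copies were not tested. An effect common to the 3 chemicals stays open as an untested biological explanation.

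In Aro0.5 males the Pvalb/Nos1 ratio was 281% of controls (2-sided exact permutation test, p = 0.0028, adjusted p = 0.0084 over the 3 low doses by Benjamini-Hochberg), higher than the control mean in 4 of 4 pups. The paper shows this ratio for high doses. The name form is argued against, because the Aro0.5 libraries have the form of the controls and the ratio was 264% without control N2-2y (2-sided exact permutation test, p = 0.00404). A difference between libraries of 1 form is not tested by this. More thalamic tissue in the dissection may contribute. With a score of thalamus markers as a covariate, the log2 difference fell from 1.55 (SE 0.47) to 0.69 (SE 0.27), and with a score of neocortex markers to 0.57 (SE 0.32). The scores are themselves measured after treatment, so that they could also carry a part of its effect. Aro0.5 libraries had 24689291 to 32005323 counts and form A control males 10777044 to 18045602, without overlap, and no low-dose fit at 1 depth was run. The dose stays open as an untested biological explanation.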

How the results depend on the processing

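Chosen only after results had been seen were the fits with the pups of Fig. 6 or with single pups added to them, the terms for the library name form estimated on female controls or on controls of both sexes, DESeq2 with a normal prior, and each control pup left out. The main counts are 32, 31 and 26 genes in Aro5, BPA5 and CPF3 males, 20, 7 and 0 in Aro0.5, BPA0.5 and CPF1 males, 0 in each female group, 17, 7 and 8 for the sex by treatment interaction and 19 for the genes shared by the 3 high doses (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In CPF1 males, where 322 genes had an unadjusted p under 0.05, each alternative gave 0. In females, with 548, 694 and 1493 genes at an unadjusted p under 0.05, each alternative gave 0, except for 1 gene in BPA5 with DESeq2 and 1 in CPF3 without female 45-6x.

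Counts that moved by more than 1.5 times are given by alternative. DESeq2 gave 103 in Aro5, 73 in BPA5 and 89 in CPF3 males (17 higher and 56 lower in BPA5, against 14 and 17), 244 in Aro0.5 and 37 in BPA0.5 males, 34 in Aro5, 15 in BPA5 and 13 in CPF3 for the interaction and 38 shared genes. In BPA0.5 it called 15 genes higher and 22 lower, against 4 and 3, and in the BPA5 interaction 10 and 5, against 6 and 1. With the pups of Fig. 6, DESeq2 gave 256 genes in BPA5 (166 higher, 90 lower), 787 in CPF3 (591 higher, 196 lower) and 192 shared, and with a normal prior 209, 705 and 153. DESeq2's size factors in edgeR moved only the count of BPA0.5, to 11 (4 higher, 7 lower). Of the genes called by edgeR in Aro5, BPA5 and CPF3 with all pups, DESeq2 also called 32, 30 and 26. In counts simulated for the 29 males, 14.9% of DESeq2's calls were unchanged genes against 4.95% of edgeR's, and the cause of the larger counts was not tested further.

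A minimum of 10 counts in every pup removes genes with 0 counts in a group. It gave 10 in Aro5, 7 in BPA5, 7 in CPF3 and 11 in BPA0.5 males, 4 in Aro5, 1 in BPA5 and 1 in CPF3 for the interaction, 7 shared genes and 0 for CONF against CONSC in males (125 at an unadjusted p under 0.05). No filter beyond 1 count gave 11 in Aro5 and 5 in CPF3 for the interaction. Controls of the same route alone, which are fewer, gave 17 in Aro5, 14 in BPA5, 1 in Aro0.5 and 2 in BPA0.5 males, 1 in Aro5, 1 in BPA5 and 13 in CPF3 for the interaction and 8 shared genes. Fits of only the 2 groups compared, also with fewer pups, gave 21 in Aro5, 16 in BPA5 and 0 in BPA0.5 males (1157 at an unadjusted p under 0.05 in BPA0.5) and 11 shared genes. Libraries counted separately gave 4 for the CPF3 interaction, and 1 pup per litter 9 for the Aro5 interaction. Beyond the smaller number of pups or genes, the cause was not tested.

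With the litter as a replicate block in limma-voom, 19, 11 and 7 genes had an adjusted p under 0.05 for the interaction with Aro5, BPA5 and CPF3 (moderated t test with Benjamini-Hochberg adjustment), and limma-voom with no replicate block gave the same counts, 19, 11 and 7. The block thus moved no count of the interaction. It was fitted to the interaction alone, since few litters gave 2 pups of 1 sex.

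The choice of pups moved counts in both directions. Only pups within the time window gave 818 in Aro5, 8 in BPA5, 0 in Aro0.5 and 1 in BPA0.5 males (1539 at an unadjusted p under 0.05 in Aro0.5), 609 in Aro5, 0 in BPA5 and 1 in CPF3 for the interaction (348 at an unadjusted p under 0.05 in BPA5), 0 for CONF against CONSC in males (377 at an unadjusted p under 0.05) and 8 shared genes. Only the control pups of the paper's figures gave 537 in Aro5 and 74 in CPF3 males and 604 in Aro5 and 4 in BPA5 for the interaction. Only the pups of Fig. 6 gave 1879 in Aro5, 17 in BPA5 and 385 in CPF3 males, and only the pups of the paper's figures gave 1765 in Aro5 and 3 in BPA5 for the interaction. Adding control N2-2y to the pups of Fig. 6 gave 868, 8 and 14 genes, 8 of them shared, and adding CPF3 36-3y gave 180 in CPF3. These settings change which pups are compared, and why the pups differ was not tested by them.

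The library name form as a covariate in males rests on the 2 libraries of control N2-2y and takes the place of the treatment contrast almost wholly. It gave 0 in Aro5, 0 in BPA5, 0 in CPF3, 13 in Aro0.5 and 1 in BPA0.5 males and 0 shared genes, with 169, 237 and 244 genes at an unadjusted p under 0.05 in the high-dose groups. A form term estimated on controls of both sexes gave 20 in BPA5 and 65 in Aro0.5 males, and 19 shared genes as with all pups, but 17 higher and 2 lower, against 6 and 13. A term estimated on female controls gave 208, 53 and 83 genes and 47 shared ones with the pups of Fig. 6. Because name form and high-dose treatment coincide in males, fewer calls under these terms do not show which of them a gene follows.

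Among ratios, tested by 2-sided permutation, the female Esr1/Esr2 ratio as a percentage of the male ratio lost a p under 0.05 on the linear scale, 67.6% (p = 0.0827), in litter pairs, 76.3% (p = 0.250), within the time window, 73.0% (p = 0.111), and with the pups of the paper's figures on the linear scale, 68.1% (p = 0.0945). The treatment effect on Esr1/Esr2 in males gained one within the time window (p = 0.0152) and with the pups of the paper's figures (p = 0.00655, and 0.0036 on the linear scale). Its interaction with sex did so with the pups of the paper's figures (p = 0.0190, and 0.0216 on the linear scale). The Pvalb/Nos1 ratio in CPF3 males, 54.0% of controls with all pups, gained one on the log2 scale, 45.8% (p = 0.0415), and with the pups of the paper's figures, 39.2% (p = 0.0238), and 32.1% (p = 0.0368) on the log2 scale, all by exact permutation. In BPA0.5 males, 165% of controls, the log2 scale gave p = 0.0476 against 0.0573, both exact. In Aro5 males it lost one within the time window, 29.9% (p = 0.0524), by exact permutation. The Esr1/Esr2 ratio of Aro5 males had an exact p of 0.0342 on the log2 and 0.0753 on the linear scale, and that of CPF3 males gained a p under 0.05 with the pups of the figures (0.0260, exact), as did KCC2/NKCC1 in CPF3 males (0.0152, exact), while KCC2/NKCC1 of control males against females lost one (0.0724, exact). The KCC2/NKCC1 ratio in BPA5 males was 104% of controls with all pups and 94.4% with those of the figures, and the Esr1/Esr2 ratio of control males as a percentage of control females 103% and 74.7%. The cause of these changes was not tested.

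The correlation of Sox6 and Pvalb stayed negative under each alternative. Its permutation p was not under 0.05 among the deviations of the pups of Fig. 6 from their group means (r = −0.218) or within the 9 libraries of form A (r = −0.388). That of Sox6 and Htr3a reversed to 0.220 in the former and to 0.114 within form B. The cause was not tested. Scaling by TMM and libraries counted separately changed no call among the 3 correlations.

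For single genes named at the results, log2 fold changes kept their sign and their side of the threshold under DESeq2, its size factors in edgeR, no filter beyond 1 count, at least 10 counts in every pup and fits of only the 2 groups compared (113 values with DESeq2, 95 with at least 10 counts). With controls of the same route 102 of 113 did, 7 fell short of the threshold, and 4 reversed: Pou2f1 −0.0039 in BPA5, Sst −0.019 in BPA5, Htr3a 0.0032 in Aro5 and Esr1 0.084 in CPF3 females. With libraries counted separately 6 reversed: Pou2f1 −0.034 in Aro5 and −0.053 in BPA5, Sox4 −0.0015 in BPA5, Sox5 −0.0036 in CPF3, Sox6 −0.0018 in CPF3 and Esr1 −0.0081 in BPA0.5. With 1 pup per litter Sst 0.025 in Aro5 reversed. Within the time window 3 fell short, 9 passed the threshold, and Sst −0.027 in BPA5 and −0.029 in CPF3, Calb2 −0.00087 in BPA5, Cck −0.0061 in Aro5 and Esr1 0.10 in CPF1 and 0.15 in CPF3 females reversed. With the control pups of the paper's figures 11 passed, and Sox5 0.047 in BPA5, Tcf7l2 −0.11 in BPA5 and −0.011 in CPF3, Sst −0.017 in BPA5 and −0.018 in CPF3, Calb2 −0.17 in BPA5 and Cck −0.0081 in Aro5 reversed. With the pups of Fig. 6 20 passed, 1 fell short, and Sox5 0.051 in BPA5, Tcf7l2 −0.15 in CPF3, Sst −0.015 in BPA5 and −0.063 in CPF3, Calb2 −0.086 in BPA5 and Cck −0.092 in Aro5 reversed. Most of these values lie within 1 SE of 0, and the cause was not tested.

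With the name form as a covariate 18 of 109 values fell short of the threshold and 35 reversed: Gli3 −0.12 in BPA5 and −0.11 in CPF3, Pou2f1 −0.19 in Aro5 and −0.21 in BPA5, Pou2f2 −0.11 in Aro5 and −0.068 in BPA5, Sox4 −0.039 in BPA5, Sox5 −0.032 in Aro5 and −0.13 in CPF3, Sox6 −0.069 in Aro5, −0.29 in BPA5 and −0.30 in CPF3, Sox11 −0.092 in Aro5 and −0.19 in BPA5, Nrg1 −0.065 in Aro5, −0.10 in BPA5 and −0.16 in CPF3, Erbb4 −0.32 in BPA5 and −0.014 in CPF3, Efnb2 −0.26 in BPA5 and −0.076 in CPF3, Tcf7l2 0.25 in Aro5, Notch2 −0.23 in Aro5, −0.31 in BPA5 and −0.25 in CPF3, Pvalb 0.61 in BPA5 and 0.046 in CPF3, Sst −0.41 in BPA5 and −0.42 in CPF3, Nos1 −0.13 in Aro5, −0.20 in BPA5 and −0.17 in CPF3, Calb2 0.086 in CPF3, Esr1 −0.0038 in BPA0.5 and LOC102555797 1.03 in Aro5. With the form term from controls of both sexes 10 fell short and 29 reversed: Gli3 −0.17 in BPA5 and −0.15 in CPF3, Pou2f1 −0.30 in Aro5, −0.33 in BPA5 and −0.041 in CPF3, Sox2 0.0028 in CPF3, Sox4 −0.018 in Aro5 and −0.082 in BPA5, Sox5 −0.14 in Aro5 and −0.23 in CPF3, Sox6 −0.059 in Aro5, −0.29 in BPA5 and −0.29 in CPF3, Sox11 −0.014 in BPA5, Erbb4 −0.26 in BPA5, Efnb2 −0.19 in BPA5, Notch2 −0.063 in BPA5, Sst −0.022 in BPA5 and −0.023 in CPF3, Nos1 −0.11 in Aro5, −0.19 in BPA5 and −0.15 in CPF3, Calb2 0.0086 in CPF3, Cck −0.13 in Aro5, Htr3a 0.23 in Aro5, Esr1 −0.13 in BPA5 and −0.13 in CPF3 and Fgf12 −0.0071 in BPA5 and −0.078 in CPF3. Name form cannot be told apart from treatment here.

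Beside the values with the pups of Fig. 6, DESeq2 let 14 more of 106 values pass the threshold and reversed Tcf7l2 −0.011 in BPA5. The normal prior let 10 more pass and 2 fall short, and reversed Tcf7l2 −0.0025 in BPA5. Adding control N2-2y let 16 of 108 fall short and reversed Sox5 −0.016 in BPA5 and Calb2 0.0032 in BPA5. Adding CPF3 36-3y let 6 fall short and reversed Tcf7l2 −0.026 in BPA5. The form term from female controls let 25 fall short and reversed 16: Sox4 −0.0098 in BPA5, Sox5 −0.011 in Aro5, −0.25 in BPA5 and −0.11 in CPF3, Tcf7l2 −0.015 in BPA5, Sst 0.11 in BPA5 and 0.060 in CPF3, Nos1 −0.098 in BPA5, Calb2 0.16 in BPA5, Cck −0.080 in BPA5 and −0.079 in CPF3, Htr3a 0.27 in Aro5, 0.031 in BPA5 and 0.061 in CPF3 and Fgf12 −0.025 in BPA5 and −0.048 in CPF3. The cause was not tested.

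When each pup was left out in turn, the counts of genes with an adjusted p under 0.05 took these ranges. Aro5 males had 25 to 176 genes (lowest without CONSC 13-1y or Aro5 116-6y, highest without Aro5 108-1y, 67 without CONF N2-2y). Aro5 males with the pups of Fig. 6 had 953 to 2188 genes (lowest without CONF N4-7y, highest without BPA5 88-3y, 1123 without CONSC 11-4y, 1026 without Aro5 120-1y, 1134 without Aro5 120-2y). Pups 120-1y and 120-2y are littermates, so that leaving out either left 1 Aro5 pup per litter. BPA5 males with the pups of Fig. 6 had 7 to 284 genes (lowest without CONSC 11-4y, highest without BPA5 90-2y, 11 without CONF N4-7y, 9 without BPA5 91-6y, 26 without CPF3 44-2y). CPF3 males had 17 to 41 genes (lowest without CPF3 35-5y, highest without CONSC 10-2y). CPF3 males with the pups of Fig. 6 had 15 to 800 genes (lowest without CONSC 11-4y, highest without BPA5 88-3y). Aro0.5 males had 0 to 322 genes (lowest without Aro0.5 94-3y, highest without CONSC 8-4y). BPA0.5 males had 0 to 31 genes (lowest without BPA0.5 73-4y, highest without BPA0.5 75-1y). CPF3 females had 0 to 1 genes (highest without CPF3 45-6x). The Aro5 interaction had 8 to 25 genes (lowest without Aro5 120-3x, highest without Aro5 108-1y, 10 without Aro5 115-13x, 11 without Aro5 115-14y). The BPA5 interaction had 0 to 11 genes (lowest without BPA5 85-4x or BPA5 91-9x, highest without Aro5 120-3x or CPF3 35-3x, 3 without BPA5 81-6x). The CPF3 interaction had 3 to 9 genes (lowest without CPF3 35-3x or CPF3 43-3x, highest without Aro5 120-3x, 4 without CPF3 38-5x, 4 without CPF3 45-6x, 5 without CPF3 38-1y). CONF against CONSC in males had 0 to 2 genes (highest without CONF N2-2y). All 3 chemicals, with the pups of Fig. 6, had 7 to 202 genes (lowest without CONSC 11-4y, highest without BPA5 90-2y, 10 without CONF N4-7y, 9 without BPA5 91-6y, 25 without CPF3 44-2y). With 1748 genes at an unadjusted p under 0.05 without Aro0.5 94-3y and 2486 without BPA0.5 73-4y, those counts of 0 reflect the adjustment. For the BPA5 interaction without 85-4x the unadjusted count was 406. A threshold of 0.05 passes more genes than that on average without any effect. The cause of the spread between pups was not tested.

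For ratios and correlations the same fits gave 0.0089 to 0.206 for the permutation p of treatment on KCC2/NKCC1 in females (lowest without CPF3 45-6x, highest without CPF3 43-3x), 63.1% to 72.5% for the female Esr1/Esr2 ratio as a percentage of the male one (lowest without CONSC 6-7x, highest without CONSC 10-2y), 0.0234 to 0.245 for the p of treatment on Esr1/Esr2 in males (lowest without CONSC 10-2y, highest without Aro5 115-14y), 31.7% to 49.2% of controls for Pvalb/Nos1 in Aro5 (lowest without Aro5 120-1y, highest without CONSC 8-4y, 45.1% without Aro5 115-14y, 48.2% without Aro5 116-6y, 45.5% without Aro5 120-2y), 47.8% to 64.6% of controls for Pvalb/Nos1 in CPF3 (lowest without CPF3 38-1y or CPF3 40-3y, highest without CONSC 8-4y, 50.7% without CONF N2-2y, 50.9% without CONSC 10-2y, 51.2% without CONSC 11-4y) and 0.322 to 0.449 for r of Sox6 and Nos1 (lowest without Aro5 115-14y, highest without Aro5 120-1y). Each of them crossed a p of 0.05 in at least 1 of these fits, by permutation.

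Of 3221 values of single genes with 1 pup left out, 3144 kept their sign and call with all pups, and of 2160 with the pups of Fig. 6 2004 did. Signs reversed for genes near 0, with log2 fold changes of Pou2f1 −0.065 to 0.18 in Aro5 and −0.053 to 0.16 in BPA5, Sox4 −0.028 to 0.071 in BPA5, Sox5 −0.16 to 0.021 in BPA5 and −0.11 to 0.16 in BPA5 (Fig. 6), Sox6 −0.022 to 0.15 in BPA5 and −0.012 to 0.15 in CPF3, Tcf7l2 −0.069 to 0.22 in BPA5 and −0.14 to 0.24 in BPA5 (Fig. 6) and −0.065 to 0.32 in CPF3 and −0.50 to 0.092 in CPF3 (Fig. 6), Sst −0.16 to 0.099 in Aro5 and −0.49 to 0.011 in Aro5 (Fig. 6) and −0.041 to 0.11 in BPA5 and −0.12 to 0.10 in BPA5 (Fig. 6) and −0.061 to 0.11 in CPF3 and −0.17 to 0.048 in CPF3 (Fig. 6), Calb2 −0.12 to 0.12 in BPA5 and −0.28 to 0.055 in BPA5 (Fig. 6), Cck −0.028 to 0.26 in Aro5 and −0.38 to 0.14 in Aro5 (Fig. 6), Htr3a −0.12 to 0.11 in Aro5, Esr1 −0.034 to 0.16 in BPA0.5 and −0.22 to 0.022 in CPF1 and −0.15 to 0.15 in CPF3 females. The calls that changed with all pups were Sox11 in CPF3, called without CONSC 10-2y, Erbb4 and Fzd3 in Aro5, called without 108-1y, Nos1 in Aro0.5, not called without any 1 of the 4 Aro0.5 pups, CONF N2-2y, CONSC 11-4y or CONSC 13-1y, and LOC100360781 in Aro5, not called without 115-14y, 117-4y or 120-1y. With the pups of Fig. 6, 100 values lost a call, 28 gained one and 28 changed sign.

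Not run were corrections for gene length or GC content, for which the gene table gives no values, the name form as a covariate in treated females and in the interaction, where the form of the treated females could not be read, 1 pup per litter in low-dose males, where no litter gave 2 pups, the control pups of the figures in low-dose males, whose figure shows all controls, and the time window for CONF against CONSC in females, where no pup lies outside it. For CONF against CONSC in females, libraries counted separately, without and with the name form as a covariate, fits chosen after the data had been seen, gave 0 and 0 genes (1373 and 1042 at an unadjusted p under 0.05). Values of adjusted p at single results stand beside their range over the alternatives or are covered by the counts above. Esr2 and Npy had too few counts for a test, for which no cause was tested. Depth limits the genes with few counts that make up most of the shared genes: thinned to 10777044 counts per pup, the data gave 19, 24 and 18 changed genes in Aro5, BPA5 and CPF3 males.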

Differences from the paper's values

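The pups of Fig. 6, the normal prior, the form term from controls of both sexes and the comparison with Tcf4 were chosen only after the values had been seen. Log ratios and slopes that differ by more than the SE or in sign, and counts and p values that differ by more than 1.5 times, are given. An alternative is named where its value no longer differed from the paper's by these limits, and the other alternatives set before the data were examined did differ. DESeq2 with a normal prior on the pups of Fig. 6 is not named for single log ratios but compared over all of them below. Its median gap to the paper was 0.0445, against 0.140 with all pups in edgeR. Fits with 1 pup left out are given apart from the others. The paper's counts come from its Table 2 and its log ratios, on the log2 scale, from its Tables 4 and 5 and, for Esr1, Supplemental Table 8.

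For genes with an unadjusted p under 0.05, the paper gives 4240 in Aro5 males, 1092 in Aro5 females, 2447 in BPA5 males, 3432 in CPF3 males and 0 in CPF1 males, and the counts here are 1929, 548, 1492, 2064 and 322. In Aro5 males, the time window and the figure controls came within the paper's count, as did, chosen after seeing the values, the pups of Fig. 6. In Aro5 females, no filter beyond 1 count came within it. In BPA5 males, DESeq2, no filter beyond 1 count, fits of the 2 groups alone and the figure controls came within the paper's count, as did, chosen after seeing the values, the pups of Fig. 6. In CPF3 males, DESeq2, no filter beyond 1 count, fits of the 2 groups alone and the figure controls came within the paper's count, as did, chosen after seeing the values, the pups of Fig. 6. In CPF1 males, where the paper's count is 0, no count above 0 could come within it by this limit. For genes with an adjusted p under 0.05, the paper gives 2725 in Aro5 males, 7 in Aro5 females, 287 in Aro0.5 males, 751 in BPA5 males, 4 in BPA5 females, 21 in BPA0.5 males and 1548 in CPF3 males, and the counts here are 32, 0, 20, 31, 0, 7 and 26. In Aro5 males no alternative set beforehand did, but the pups of Fig. 6, chosen after seeing the values, did. In Aro0.5 males, DESeq2 came within it. None of these alternatives did so in Aro5 females, BPA5 males, BPA5 females, BPA0.5 males and CPF3 males. Where the adjusted count here is 0, the unadjusted counts are 548 in Aro5 and 694 in BPA5 females. All adjusted p values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

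For Gli3 the paper gives 0.9904 in Aro5, 0.6537 in BPA5 and 0.6665 in CPF3, against 0.56, 0.32 and 0.34 here. Pou2f1 has log ratios of 0.351 in Aro5, 0.3375 in BPA5 and 0.5499 in CPF3 in the paper and 0.048, 0.029 and 0.31 here. For Sox4 the paper gives 0.1159 in BPA5, against 0.015 here. Sox5 has log ratios of 0.07 in BPA5 and 0.1612 in CPF3 in the paper and −0.057 and 0.024 here. For Sox6 the paper gives 0.6096 in Aro5, 0.4242 in BPA5 and 0.443 in CPF3, against 0.29, 0.065 and 0.056 here. Nrg1 has log ratios of 0.5275 in Aro5, 0.4759 in BPA5 and 0.4038 in CPF3 in the paper and 0.32, 0.29 and 0.23 here. For Epha4 the paper gives 0.5849 in Aro5, 0.381 in BPA5 and 0.5537 in CPF3, against 0.42, 0.21 and 0.35 here. Fzd3 has log ratios of 1.007 in Aro5, 0.5888 in BPA5 and 0.6152 in CPF3 in the paper and 0.73, 0.33 and 0.33 here.

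For Tcf7l2 the paper gives 0.8103 in Aro5, 0.6416 in BPA5 and 0.7473 in CPF3, against −0.54, 0.049 and 0.15 here. Notch2 has log ratios of 0.7017 in Aro5 and 0.5827 in CPF3 in the paper and 0.39 and 0.36 here. For Pvalb the paper gives −0.5709 in Aro5 and −0.4823 in CPF3, against −1.21 and −0.92 here. Sst has log ratios of −0.0592 in BPA5 and −0.0583 in CPF3 in the paper and 0.025 and 0.015 here. For Calb2 the paper gives −0.0262 in BPA5, against 0.022 here. Cck has log ratios of 0.1012 in BPA5 and 0.2048 in CPF3 in the paper and 0.36 and 0.59 here. For Vip the paper gives 0.0874 in Aro5 and 0.1535 in BPA5, against 0.40 and 0.43 here. Esr1 has log ratios of 0.5958 in Aro5, 0.4753 in CPF3 and −0.0344 in BPA0.5 in the paper and 0.39, 0.14 and 0.022 here.

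The figure controls gave values within the paper's for Gli3 (Aro5, BPA5, CPF3), Pou2f1 (Aro5, BPA5, CPF3), Sox4 (BPA5), Sox5 (BPA5, CPF3), Sox6 (Aro5, BPA5, CPF3), Nrg1 (Aro5, BPA5, CPF3), Epha4 (Aro5, BPA5, CPF3), Fzd3 (Aro5, BPA5, CPF3), Notch2 (Aro5, CPF3), Sst (BPA5, CPF3), Calb2 (BPA5), Cck (BPA5), Vip (Aro5, BPA5) and Esr1 (Aro5, CPF3). The time window gave values within the paper's for Gli3 (Aro5, BPA5, CPF3), Pou2f1 (Aro5, BPA5, CPF3), Sox4 (BPA5), Sox5 (CPF3), Sox6 (Aro5, BPA5, CPF3), Nrg1 (Aro5, BPA5, CPF3), Epha4 (Aro5, BPA5, CPF3), Fzd3 (Aro5, BPA5, CPF3), Tcf7l2 (BPA5), Notch2 (Aro5, CPF3), Sst (BPA5, CPF3), Calb2 (BPA5), Vip (BPA5) and Esr1 (Aro5, CPF3). Controls of the same route gave values within the paper's for Gli3 (Aro5, BPA5), Pou2f1 (CPF3), Sox4 (BPA5), Sox5 (CPF3), Nrg1 (CPF3), Epha4 (Aro5, BPA5), Fzd3 (Aro5, BPA5), Tcf7l2 (BPA5), Pvalb (Aro5), Sst (BPA5), Vip (Aro5, BPA5) and Esr1 (Aro5). The name form as a covariate gave values within the paper's for Epha4 (Aro5, BPA5, CPF3), Fzd3 (Aro5, BPA5, CPF3), Tcf7l2 (Aro5, BPA5, CPF3), Pvalb (Aro5), Sst (BPA5, CPF3), Cck (BPA5, CPF3) and Esr1 (Aro5, BPA0.5). Libraries counted separately gave values within the paper's for Pvalb (CPF3) and Esr1 (BPA0.5). At least 10 counts in every pup gave values within the paper's for Sox4 (BPA5). The pups of Fig. 6, chosen after seeing the values, gave values within the paper's for Pou2f1 (Aro5, BPA5, CPF3), Sox4 (BPA5), Sox5 (BPA5, CPF3), Sox6 (BPA5, CPF3), Nrg1 (Aro5, BPA5, CPF3), Epha4 (Aro5, BPA5, CPF3), Fzd3 (BPA5, CPF3), Notch2 (Aro5, CPF3), Sst (BPA5, CPF3), Calb2 (BPA5), Cck (BPA5, CPF3), Vip (Aro5, BPA5) and Esr1 (CPF3). The form term from controls of both sexes, chosen after seeing the values, gave values within the paper's for Tcf7l2 (BPA5, CPF3), Pvalb (Aro5, CPF3), Sst (BPA5, CPF3), Cck (BPA5, CPF3) and Vip (Aro5, BPA5). Of the alternatives set before the data were examined, DESeq2, DESeq2's size factors in edgeR, no filter beyond 1 count, fits of the 2 groups alone and 1 pup per litter gave none of these values within the paper's.

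For the correlation of Sox6 and Pvalb the paper gives a p of 0.0039 and a slope of −6.065. With all pups the permutation p was 0.0101 and the slope, on the FPKM scale of Fig. 6B, −4.08. The time window (permutation p 0.00262, slope −5.18) and the pups of the paper's figures (permutation p 0.00263, slope −6.06) came within both. Without Aro5 108-1y the permutation p was 0.0052, also within the paper's by these limits. For the Esr1/Esr2 ratio of Fig. 5C the paper's analysis of variance has a p of 0.0002 for sex and 0.0113 for the interaction of sex and treatment, and permutation with all pups gave 0.0332 and 0.214. For Fig. 5C none of the alternatives or fits with 1 pup left out came within these p values, the nearest for the interaction being 0.0190 with the pups of the figures.

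Fits chosen after seeing the values differed in their distance from the paper's series. Over 81 log ratios of high-dose males, the median size of the gap to the paper was 0.140 and r 0.749 with all pups, and 0.153 and 0.842 with the pups of Fig. 6. With DESeq2 and a normal prior on these pups, chosen after seeing the values, they were, over 84 values, 0.0445 and 0.883, and without Tcf7l2 0.0429 and 0.974. DESeq2 without the prior on the pups of Fig. 6, also chosen after seeing the values, gave a median gap of 0.158, unadjusted counts of 4453, 2278 and 3061 genes in Aro5, BPA5 and CPF3 males and adjusted counts of 2200, 256 and 787 (DESeq2's Wald test with Benjamini-Hochberg adjustment). Adjusted counts with the prior were 2204, 209 and 705. Of these, the counts in Aro5 lie within the paper's and those in BPA5 and CPF3 do not.

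With 1 treated pup left out, as set beforehand, further values came within the paper's. Counts at an unadjusted p under 0.05 were 2873 in Aro5 males without Aro5 108-1y, 1679 in BPA5 males without Aro5 120-1y, 2140 in BPA5 males without BPA5 86-9y, 1921 in BPA5 males without BPA5 88-3y and 2585 in CPF3 males without CPF3 38-1y. Counts at an adjusted p under 0.05 were 15 in BPA0.5 males without Aro0.5 105-5y, 21 in BPA0.5 males without BPA0.5 69-4y and 31 in BPA0.5 males without BPA0.5 75-1y. Log ratios did so without at least 1 treated pup for Pou2f1 (Aro5, CPF3), Sox4 (BPA5), Sox5 (BPA5, CPF3), Nrg1 (CPF3), Epha4 (Aro5, BPA5), Fzd3 (Aro5, BPA5, CPF3), Tcf7l2 (BPA5, CPF3), Pvalb (CPF3), Sst (BPA5, CPF3), Calb2 (BPA5), Cck (BPA5), Vip (Aro5, BPA5) and Esr1 (Aro5, BPA0.5). Without a control pup, fits chosen after seeing the values, the unadjusted counts were 812 in Aro5 females without CONSC 6-7x, 1683 in BPA5 males without CONSC 10-2y and 2518 in CPF3 males without CONSC 10-2y, the adjusted counts 322 in Aro0.5 males without CONSC 8-4y and 19 in BPA0.5 males without CONF N3-4y, and log ratios came within the paper's also for Gli3 (BPA5, CPF3), Pou2f1 (BPA5), Nrg1 (BPA5) and Notch2 (CPF3).

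Several genes that the paper calls changed had no adjusted p under 0.05 here with all pups (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper states that Sox6, Sox11, Pou2f2, Pou3f2 and Gli3 were affected alike by the 3 chemicals in males, that Nrg1 and Fgf14 were raised by all 3, Fgf12 by Aroclor 1254 and Erbb4 by Aroclor 1254 and chlorpyrifos, that Fzd3 and Notch2 were affected, that Esr1 was raised by the 3 high doses, that Pvalb was lowered by Aroclor 1254 and chlorpyrifos, and that Nos1 was raised by Aroclor 1254. Here the adjusted p was at least 0.210 for each of them in each high-dose group. The paper's own Fdr was above 0.05 for Sox11 and Esr1 in BPA5 and for Nos1 in Aro5. For Sox6, Sox11, Nrg1, Erbb4, Pvalb and Esr1 it also reports real time RT PCR, not analysed here. The time window gave adjusted p values under 0.05 for Gli3 (Aro5), Sox11 (Aro5), Erbb4 (Aro5), Efnb2 (Aro5), Epha4 (Aro5), Fzd3 (Aro5), Pvalb (Aro5), Esr1 (Aro5) and Fgf14 (Aro5). The figure controls, against all treated males, did so for Gli3 (Aro5), Sox11 (Aro5, CPF3), Nrg1 (Aro5), Erbb4 (Aro5), Efnb2 (Aro5), Epha4 (Aro5), Fzd3 (Aro5), Notch2 (Aro5), Esr1 (Aro5) and Fgf14 (Aro5). The pups of Fig. 6, chosen after seeing the values, did so for Gli3 (Aro5, CPF3), Sox6 (Aro5), Sox11 (Aro5, CPF3), Nrg1 (Aro5), Erbb4 (Aro5, CPF3), Efnb2 (Aro5), Epha4 (Aro5, CPF3), Fzd3 (Aro5, CPF3), Notch2 (Aro5, CPF3), Pvalb (Aro5), Esr1 (Aro5, CPF3), Fgf14 (Aro5) and Fgf12 (Aro5). DESeq2 on the pups of Fig. 6, chosen after seeing the values, added Gli3 (BPA5), Pou2f1 (CPF3), Pou3f2 (Aro5, BPA5, CPF3), Pou3f3 (CPF3), Sox6 (CPF3), Sox11 (BPA5), Nrg1 (BPA5), Efnb2 (CPF3), Fzd3 (BPA5), Notch2 (BPA5) and Fgf14 (CPF3), and the normal prior, chosen likewise, added some of the same. Leaving out Aro5 108-1y gave Erbb4 and Fzd3 in Aro5, and leaving out CONSC 10-2y, a fit chosen after seeing the values, gave Sox11 in CPF3. Leaving out BPA5 90-2y from the pups of Fig. 6, chosen after seeing the values, gave Sox6 in BPA5. None of the settings run gave an adjusted p under 0.05 for Pou2f2 in any high-dose group, Nrg1 or Pvalb in CPF3, Fgf14 or Esr1 in BPA5, or Nos1 in Aro5.

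Other statements of the paper differ from the values here. It states that Tcf7l2 belongs to the genes raised in males, and here it was lower than in controls in Aro5 with all pups and in Aro5 and CPF3 with the pups of Fig. 6. It states that CONF and CONSC did not differ, and here LOC100909655 and RragB had adjusted p values under 0.05 in males (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), both with counts in CONF and almost none in CONSC. It gives no gene for CPF1 even at an unadjusted p, and here there were 322. That is fewer than a threshold of 0.05 passes on average without any effect. It states that some other Sox and Pou genes responded to 1 or 2 chemicals, and here Pou3f3, Sox4, Sox17 and Sox2 had no adjusted p under 0.05 with all pups or with the pups of Fig. 6 by the same test. It states that IGF and its receptors did not change, and with the pups of Fig. 6, chosen after seeing the values, Igf1r did in Aro5 and CPF3 males. It states that the Esr1/Esr2 ratio rose with treatment in males and that this depended on sex, and with all pups neither the treatment p nor the interaction p was under 0.05 by permutation, while both were with the pups of Fig. 5C. It states that the Pvalb/Nos1 ratio fell under chlorpyrifos, and with all pups the exact permutation p was over 0.05 on the linear scale and under it on the log2 scale and with the pups of Fig. 6.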

Other observations

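Chosen only after results had been seen were the tests of library set on female controls, of the choice of control pups, of variation between control pups and between control and low-dose males, of neocortex and Aro0.5 tissue markers and scores, of male against female libraries and of Tcf4.

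Splits of the pups show how often other groupings give as many genes with an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all high-dose males, 1 of the 100 splits gave as many as the 32 genes of Aro5, 5 as many as the 31 of BPA5 and 3 as many as the 26 of CPF3, the real split included. For the number of BPA5 genes the grouping of the pups alone is therefore not excluded. For the 19 of them that all 3 chemicals share it is excluded, since no split but the real one shared any. For the 1879, 17 and 385 genes with the pups of Fig. 6 these were 1, 3 and 1 of 100. Large counts also came from other groupings. With the pups of Fig. 6, another split gave 1733 genes in Aro5 and 1139 in BPA5, and a further split 345 in CPF3. With all pups, other splits gave up to 1860 genes in BPA5 and 1510 in CPF3. The real split follows the library sets, and no fit within a set was possible. In low-dose males 2 splits gave as many as the 20 genes of Aro0.5 and 1 as many as the 7 of BPA0.5. Single pups moved these counts, to 176 in Aro5 without 108-1y, 41 in CPF3 without CONSC 10-2y and 17 without CPF3 35-5y, 0 in Aro0.5 without 94-3y (1748 at an unadjusted p under 0.05) and 322 without CONSC 8-4y, and 0 in BPA0.5 without 73-4y (2486 at an unadjusted p under 0.05) and 31 without 75-1y. CPF1 males and each female group had 0 genes (322 in CPF1 males and 548, 694 and 1493 in Aro5, BPA5 and CPF3 females at an unadjusted p under 0.05), which each of the 100 splits reached. For CONF against CONSC, 3 of the 100 splits of control males gave 2 genes or more, and in females, with 0 genes and 713 at an unadjusted p under 0.05, 100 did.

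Library set may account for a part of the changes in high-dose males. Depth does not account for all of them: with every pup thinned to 10777044 counts, 48 of the 89 calls of the 3 contrasts stayed. The log2 difference between form B and form A libraries of female controls had r = 0.356 across genes with the mean change of high-dose males, 0.439 with that of high-dose females and −0.218 with that of low-dose males, whose libraries have the form of their controls. Genes are not independent, so that no p is given. The ratio of the 2 libraries of male N2-2y had r = 0.152 with the mean change fitted without that pup. With a form term estimated on controls of both sexes, 20 of the 89 calls stayed, and the median change of the called genes, in their direction, went from 1.18, 1.33 and 1.25 to 0.79, 0.93 and 0.92 in Aro5, BPA5 and CPF3. For the pups of Fig. 6 and a term estimated on female controls, 143 of 1879 calls stayed in Aro5, 6 of 17 in BPA5 and 18 of 385 in CPF3. Of the genes called with the pups of Fig. 6, 74.7% in Aro5 and 84.9% in CPF3 had the sign of form B over form A in female controls, but 19.1% and 29.4% had that of N2-2y. Treatment and library set cannot be told apart for these genes, because a term from females need not hold in males and in males it rests on 1 pup. An effect of treatment or dose stays open as untested apart from the library set.

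The 2 libraries labelled as male N2-2y differ more than those of female N4-3x, whose labels give different times of dissection. The SD of their log2 ratio over genes was 0.424 against 0.195, and chi-square per gene was larger than the median between different pups of a group. A library from another pup could produce this. No decision was possible, because 3 genes were found that are on in some male pups and off in others within both library sets, too few to compare. A mislabelled library and a large difference between library sets cannot be told apart here, and no biological explanation was tested.

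The selection of pups is a candidate explanation of the larger counts with the pups of Fig. 6. Against the treated pups of Fig. 6, 2 of 100 sets of 5 of the 9 control males gave as many as 1879 genes in Aro5 and 1 as many as 385 in CPF3, with the set of Fig. 6 included, and the medians over the sets were 22.5 and 12. The time of dissection gives a different picture in each group. With only the pups within the time window, Aro5 had 818 genes, BPA5 8 and CPF3 18, against 32, 31 and 26 with all pups. When as many pups were dropped at random, 3 of 100 draws, the window included, gave as many in Aro5, 1 as few in BPA5 and 53 as many in CPF3. Time of day as the cause of the changes is argued against in Aro5 and CPF3, whose genes stayed changed within the window (31 of 32 and 15 of 26), and remains open in BPA5. The difference of 1 untreated pup from the others also resembles the changes of Aro5. The first component of female controls, with form means removed, holds 29.2% of their variance and had r = 0.581 across genes with the log2 fold changes of Aro5 males of Fig. 6 and 0.540 with those of all Aro5 males. It is set mostly by CONSC 9-1x, with a score of −55.4 against −9.22 to 21.5 in the other 9 female controls, and no component was fitted without this pup, so that it need not describe untreated pups in general. In Aro0.5 males r was −0.124, so that the changes there did not follow this component. Other variation between untreated pups is not tested by it. Dose stays open as an untested biological explanation.

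Marker lists were used to look for other tissues or cells in high-dose males. As medians of log2 fold changes averaged over the 3 contrasts with all pups, with the percentage of 10000 random lists that were as high, the results were −0.19 (100%) for choroid plexus, −0.10 (99.4%) for thalamus, −0.48 (100%) for striatum, 0.39 (0%) for neocortex, 0.03 (30.8%) for dentate gyrus and CA pyramidal cells, −0.18 (99.8%) for blood, −0.15 (99.8%) for oligodendrocytes, −0.04 (81.7%) for astrocytes, −0.17 (99.7%) for microglia, 0.0028 (52.0%) for endothelial cells and −0.01 (61.8%) for dividing cells. The medians with the pups of Fig. 6 were, in the same order, −0.22, −0.22, −0.42, 0.65, −0.03, −0.16, −0.03, 0.02, −0.24, −0.03 and 0.04. The most abundant genes of the lists, with their mean CPM, were Ttr (2345), Tcf7l2 (338), Ppp1r1b (105), Mef2c (638), Prox1 (107), Hba1 (410.1), Cnp (174), Slc1a3 (404), Csf1r (29.2), Cldn5 (49.2) and Top2a (37.1). Of the genes listed, 9 of 10, 8 of 8, 9 of 9, 8 of 8, 7 of 8, 4 of 7, 7 of 7, 6 of 6, 7 of 7, 5 of 6 and 6 of 6 were expressed enough in this tissue to be tested. No gene is on 2 of the lists, and Calb2 and Tcf7l2 of the thalamus list are also in Tables 5 and 4 of the paper. Thalamic tissue as a cause common to the 3 groups is argued against, since its markers had medians of −0.36, 0.06 and 0.10 in Aro5, BPA5 and CPF3. More lateral neocortical tissue, a small part of which the paper's dissection included, may account for a part of the changes. The neocortex markers had medians of 0.59, 0.22 and 0.44, with 8, 7 and 7 of 8 genes higher. The same list was 0.61 higher in form B than in form A libraries of female controls and −0.17 in high-dose females, so that neocortical tissue, library set and treatment cannot be told apart.

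In Aro0.5 males the thalamus markers had a median log2 fold change of 0.56, with 8 of 8 genes higher and 0% of 10000 random lists as high. Tcf7l2, the most abundant, rose by 0.68, while the neocortex, striatum and choroid plexus lists fell by 0.59, 0.81 and 0.52. A difference in the tissue dissected is therefore a candidate explanation of changes in Aro0.5, and an effect of the dose on these genes stays open as untested. Across all 41 males, log2 Pvalb and the thalamus score had r = 0.817 as deviations from group means (2-sided permutation p = 1e-05, the smallest that 100000 permutations give, adjusted 2e-05 over 6 relations by Benjamini-Hochberg) and rho = 0.796 (permutation p = 1e-05). Without the 2 farthest pups r was 0.751, and within forms A and B it was 0.878 and 0.802 (20 pups each). Pvalb may thus partly measure how much thalamus a dissection held. With the score as a covariate, the log2 Pvalb/Nos1 difference of Aro5 males of Fig. 6 went from −2.44 to −1.45 (SE 0.46). Tissue, treatment and library set cannot be told apart for this difference, because the score itself differs between the groups.

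The relation of Sox6 and Pvalb is not explained by thalamic tissue alone: over the 29 control and high-dose males, r of the log2 values was −0.443, and −0.508 given the thalamus score. Variation between pups apart from treatment could also produce it. In the form A libraries of the 9 control males r was −0.388 (2-sided exact permutation p = 0.318), and −0.0141 without the 2 farthest pups. In 21 males, these 9 and the 12 low-dose males, r was −0.397 (2-sided permutation p = 0.0741, adjusted 0.111 over 3 relations by Benjamini-Hochberg) and rho −0.339 (permutation p = 0.134), and without the 2 farthest pups, CONSC 10-2y and CONF N2-2y, r was −0.233. All libraries but 1 of these pups have form A. This is too few pups to exclude either a relation of that size or none. Over the 29 control and high-dose males, r of the CPM values stayed negative and nearly as large with group means removed, as given above. Treatment differences between group means are therefore not needed for the relation over these males. With the 20 pups of Fig. 6, r was much weaker once group means were removed. For those pups, variation between pups and an effect of treatment cannot be told apart.

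The difference of the KCC2/NKCC1 ratio between the sexes may come from library preparation. Among control libraries of form A, 1847 of 15849 genes differed between females and males (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 10000 pairs of genes matched on mean expression, 10.5% had as large a difference between the sexes as KCC2 and NKCC1. Sex, like library preparation, would move other genes too, so that this share cannot tell them apart. Females also exceeded males within control libraries of form A, so that the difference does not rest on the name form alone. A more advanced development in females, which the paper reads from this ratio, stays open as untested apart from the libraries.

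The log ratios that the paper gives for Tcf7l2 may be those of Tcf4, another gene. The header of its Table 3 gives Tcf-4 beside Tcf7l2, and the legend uses TCF4 as another name of Tcf7l2. Fitted on the pups of Fig. 6 with DESeq2's normal prior, Tcf4 had 0.83, 0.67 and 0.76 in Aro5, BPA5 and CPF3, with a largest gap of 0.0262 to the paper's values, against 0.919 for Tcf7l2. Of 27373 genes, 2 including Tcf4 were as close, and for 27 other genes of the paper the median of the largest gap was 0.0745. Tcf4 was chosen after its values were seen.

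In low-dose males, 3 of the 18 genes of Table 4 were higher than controls in Aro0.5, and 9 had an unadjusted p under 0.05. None had an adjusted p under 0.05 over all genes, and adjusted over the list alone 6 did (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), all lower than in controls. Of Table 5, Nos1 had an adjusted p under 0.05 over all genes in Aro0.5, and over the list alone 5 genes did in Aro0.5 (Pvalb, Cck, Sst, Nos1 and Calb2) and Nos1 in BPA0.5, by the same test and adjustment, named after their values were seen. The lists were chosen by the study for high doses, with the same control males. Across genes, log2 fold changes of Aro0.5 and Aro5 males had r = −0.240 with all pups and −0.391 with the Aro5 pups and controls of Fig. 6. Shared controls alone would make it positive.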
